# Allometry of cell types in planarians by single-cell transcriptomics

**DOI:** 10.1126/sciadv.adm7042

**Published:** 2025-05-07

**Authors:** Elena Emili, Alberto Pérez-Posada, Virginia Vanni, David Salamanca-Díaz, Dianalí Ródriguez-Fernández, Maria D. Christodoulou, Jordi Solana

## Abstract

Allometry explores the relationship between an organism’s body size and its various components, offering insights into ecology, physiology, metabolism, and disease. The cell is the basic unit of biological systems, and yet the study of cell-type allometry remains relatively unexplored. Single-cell RNA sequencing (scRNA-seq) provides a promising tool for investigating cell-type allometry. Planarians, capable of growing and degrowing following allometric scaling rules, serve as an excellent model for these studies. We used scRNA-seq to examine cell-type allometry in asexual planarians of different sizes, revealing that they consist of the same basic cell types but in varying proportions. Notably, the gut basal cells are the most responsive to changes in size, suggesting a role in energy storage. We capture the regulated gene modules of distinct cell types in response to body size. This research sheds light on the molecular and cellular aspects of cell-type allometry in planarians and underscores the utility of scRNA-seq in these investigations.

## INTRODUCTION

Allometry studies how body parts, structures, or processes in an organism relate to its overall body size (*1*). It is important for understanding ecology, physiology, metabolism, disease, and other aspects of organismal biology. Scaling laws often govern allometry, such as the Kleiber law that relates metabolism to body size using a three-fourth power function (*2*).

Given that tissues, organs, and body parts scale allometrically, cell types—the building blocks—must also scale allometrically. Cells can be classified in different types based on their morphology, function, or gene expression patterns (*3*). However, the exact definition of a cell type is still a topic of debate and controversy among researchers (*4*–*10*). Despite the importance of cell types in understanding biological systems, the study of how cell types vary with body size is still a largely unexplored field. We refer to this study as cell-type allometry, encompassing changes in cell-type proportions, morphology, and gene expression, as well as the existence of size-dependent cell types. Advances have been made using morphological cell-type classifications and markers (*11*), but these are typically limited to one or few cell types. Whether cell types vary with body size, and how, is still a question, for most cell types, in most organisms.

The study of cell types has been enhanced by single-cell methods (*12*–*14*), particularly single-cell RNA sequencing (scRNA-seq) (*15*–*17*), which measures the expression of hundreds to thousands of individual transcripts in thousands of cells. Each cell type is characterized by specific expression of effector and regulatory genes, allowing clustering algorithms to reveal the presence of cell populations. However, it is still unclear how these populations correspond to cell types as opposed to other cell states such as stress, differentiation, or developmental states. Despite this, scRNA-seq enables quick and simple classification of cells into largely interpretable populations, such as neurons, muscle cells, and epidermal cells.

Single-cell analysis techniques have potential for studying cell-type allometry, but several challenges remain to be addressed. Cell dissociation techniques can cause stress responses and biases (*18*–*20*), leading to cell death and differential survival. Including different samples can also lead to batch effects. However, fixative cell dissociation approaches such as acetic-methanol (ACME) (*21*) can address the first concern, while combinatorial single-cell transcriptomic approaches such as Split pool ligation-based single-cell transcriptome sequencing (SPLiT-seq) (*21*, *22*) allow for sample multiplexing and convenient multisample experiments. Combining ACME and SPLiT-seq could therefore enhance the study of cell-type allometry.

Planarians are an interesting model for studying cell-type allometry because they exhibit a wide range of body sizes, with sexual populations typically being larger than asexual ones. Further to that, planarians grow when they are fed and can degrow when starved (*23*–*25*). These processes follow allometric scaling rules (*11*, *26*–*32*). Romero and Baguñà examined cell dissociations from animals of varying sizes to study 13 basic cell types based on their morphology (*26*). They showed that body size increases mostly by increases in cell numbers, with quantitative changes in the proportions of cell types. For example, larger planarians have a decrease in neuron proportion and an increase in fixed parenchymal cells. Thommen and coworkers (*27*) established that the metabolic rate in planarians also follows the Kleiber law. Larger planarians have more cells, but their cellular size scales with mass following a three-fourth power relationship. This indicates that larger planarians have many more cells, but at least some of these cells are also larger. It remains unknown if this applies to all cell types or if it is largely driven by one or few cell types. Beyond previous allometric studies, planarians are an excellent model for developmental biology and regeneration, and plenty of cell types have been described at the cellular or molecular level, including several types of neurons (*33*), muscle (*34*, *35*), and the different cell types that make up planarian organs such as the protonephridia (*36*, *37*), the pharynx (*38*), and the planarian gut (*39*–*41*), including a recently found cell type, the basal cells (*39*). Planarians are also an excellent model for single-cell biology (*21*, *42*–*49*), which has fueled cell-type research in planarians. However, the allometry of their cell types has not been investigated yet with these methods.

Here, we aimed to investigate the allometry of cell types in asexual planarians using scRNA-seq across body size categories. To minimize batch effects and enable an integrated analysis, we used SPLiT-seq to multiplex planarians of different sizes in a single experiment. Our findings reveal that asexual planarians of different sizes are made of the same cell types in different proportions. Specifically, smaller planarians exhibit a higher proportion of neurons and fewer parenchymal cells. Unlike previous studies, scRNA-seq has greater resolution on which types of neurons and parenchymal cells vary the most. Notably, further to cell proportions, scRNA-seq allows us to access cell type–specific differential gene expression. Our data show that epidermal cells and the recently found basal cells are the ones that respond more dynamically to organism size at the transcriptomic level. Overall, our results show that scRNA-seq using ACME and SPLiT-seq is a powerful method to study cell-type allometry that can be applied to virtually any organism. Our data reveal the basic principles of cell-type scaling at the cellular and molecular level.

## RESULTS

### A single-cell approach allows studying cell-type allometry in planarians of different body sizes

We aimed at generating one scRNA-seq experiment to multiplex asexual planarians of different sizes (Fig. 1A). We first selected asexual planarians from our cultures and classified them in sizes by visual inspection. Planarians not only grow when they are fed but also degrow when they are starved. In our mixed cultures both processes might be happening simultaneously. To decouple size from feeding and starvation conditions, we selected planarians at random and classified them only by size. To corroborate our inspection, we took low-resolution images using a general field camera and measured the area of each individual using Fiji (Fig. 1B) (*50*). This was done to minimize the stress of monitoring the animals under a bright light before single-cell transcriptomics. We undertook the image capture immediately before cell dissociation to avoid that animals change in size further after capture and to prevent fission events that would modify the sizes. We used ACME (*21*) to dissociate the different sized animals in four independent cell dissociations. We initially aimed at classifying four body sizes but found that the two larger size classes overlapped substantially and decided to consider them as one class. We therefore considered three classes of body size, termed large (L), medium (M), and small (S). Measuring the area of the individual animals revealed a good size separation in three classes (Fig. 1C and data S1). The mean size of our classes was 8.04, 4.02, and 1.24 mm^2^ for L, M, and S planarians, respectively. The largest planarian measured 12.98 mm^2^, and the smallest measured 0.30 mm^2^, encompassing a ~ 43-fold difference in area. In the average populations, the fold difference between L and S planarians was 6.45. To achieve comparable cell numbers, we used 35, 50, and 100 animals of L, M, and S sizes, respectively (Fig. 1D).

**Fig. 1.**
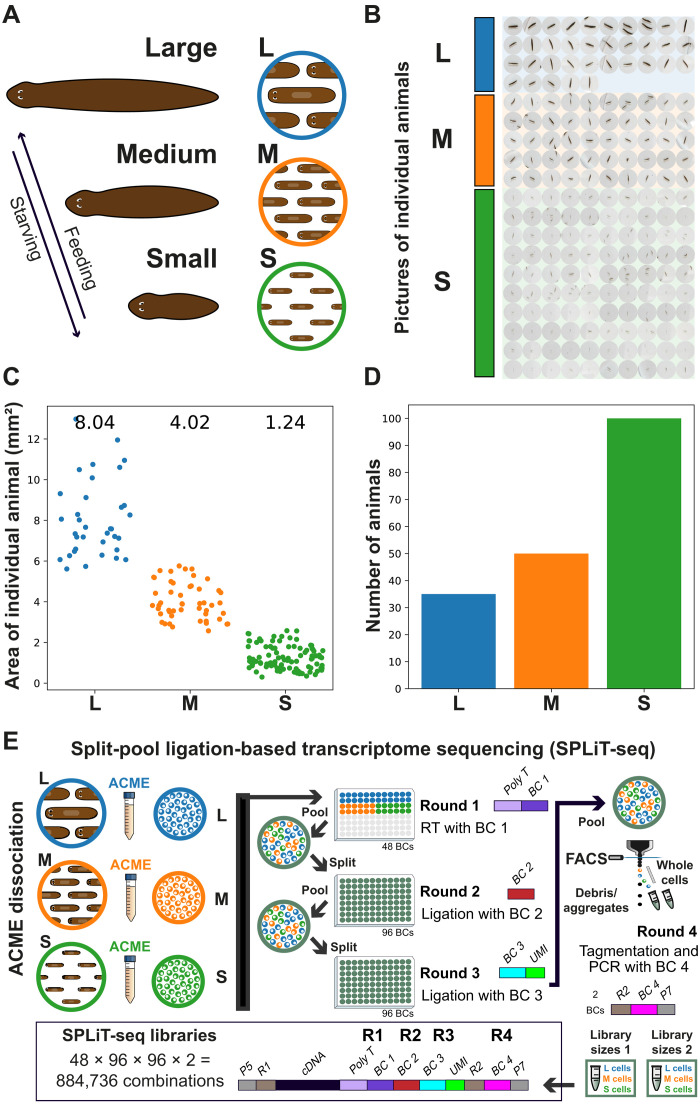
Animal selection, measurement, and single-cell transcriptomic approach. (**A**) Cartoon depicting planarian growth and degrowth, following allometric rules. (**B**) Low-resolution images of selected animals taken with a standard field camera. (**C**) Area of individual animal per size class. (**D**) Number of animals per size class. (**E**) Experimental workflow. S, M, and L planarians were ACME dissociated in separate tubes and subjected to multiplexed combinatorial barcoding for sequencing using SPLiT-seq.

We then subjected these cell dissociations to scRNA-seq using SPLiT-seq (*21*, *22*). Essentially, SPLiT-seq barcodes cells in different split/pool rounds, so that single cells are labeled with combinations of barcodes that are unique. The first barcoding round can be used to multiplex different samples (Fig. 1E). This step allows demultiplexing the cells coming from each sample in the data analysis steps. After this first round, cells are pooled, and every subsequent barcoding, sorting, and library preparation step is performed in pools of cells containing all samples, therefore minimizing batch effects. Furthermore, SPLiT-seq is very robust against ambient RNA, as the successive pooling and centrifugation steps select the material encapsulated in cells, while the supernatants (with any soluble ambient RNA released from the cell suspension) are eliminated in each round. We implemented fluorescence-activated cell sorting (FACS) after the third round of combinatorial barcoding, a step that allows us to sort barcoded whole cells into the lysis buffer, before the fourth round of barcoding. This step notably reduces the presence of aggregates, broken cells, and particles of cellular debris in the experiment. We obtained two sublibraries that were subjected to the fourth round of barcoding during library preparation. 

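Both sublibraries were analyzed from the UMI counts per gene and cell barcode that the authors deposited as 1 matrix, without normalization. The authors had trimmed the reads, corrected the barcodes, mapped the reads to the new genome and counted UMIs for each sublibrary separately. Each sublibrary pooled cells from 35 large, 50 medium and 100 small asexual planarians. The deposited barcode names state the sublibrary but not the body size, and neither the names nor the paper's text say which barcode sequences were given to which size, so no value is given by body size. The matrix holds 41230 genes and 38576 barcodes, with 4256221 UMIs in sublibrary 1 and 5096815 UMIs in sublibrary 2. The cells were filtered and clustered with the settings of the Methods, which are total-count normalization, a log transformation, 24000 variable genes, 95 of 150 principal components, 55 neighbors and the Leiden algorithm. Genes were not scaled to unit variance, since the Methods name no such step. Clusters were named by the genes that data S2 and S4 list for each annotated cluster, and a name ending in -like stands for a cluster named in this way. The study had chosen these genes on the same libraries, so the names are not independent evidence. No cells were removed as doublets. The sublibraries are technical splits of 1 experiment and not biological replicates, so no test of a difference between them or between conditions was made. Where random reassignments of cells are given, they cover the sampling of cells only. Shares of cells are given with exact (Clopper-Pearson) 95% intervals and sums of UMIs with exact Poisson 95% intervals, which cover counting error only. Expression is given as CPM, the UMIs of the gene per 1000000 UMIs of the named cells.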

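The deposited barcodes consist of 3 segments of 8 bases. One segment takes 48 different sequences, and the other 2 take 96 sequences each, which gives 442368 combinations in each sublibrary. Among barcodes that passed the study's filter, the segment with 48 sequences had between 213 and 1133 cells per sequence. The segments with 96 sequences had between 19 and 754 and between 206 and 530 cells per sequence.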

Under these combinatorial conditions, a total of 884,736 barcode combinations are theoretically possible. The cost of a single SPLiT-seq experiment is around ~£750 in enzymes, FACS sorting time, and library preparation reagents, making it an affordable scRNA-seq approach. We sequenced the library pool using Illumina NovaSeq technology to obtain 715 million paired-end reads.

### A cell-type atlas of planarian body sizes reveals cell-type proportions at single-cell resolution

To analyze SPLiT-seq libraries, we processed the reads obtained through our SPLiT-seq analysis pipeline (*21*, *51*) using a new version of the *Schmidtea mediterranea* genome (*52*). 

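In the cells that passed the study's filter, the mean was 298 UMIs per cell, with 284 in sublibrary 1 and 311 in sublibrary 2. The median was 252 UMIs, and the central 50% of cells lay between 178 and 368 UMIs. A mean of 241 genes per cell was detected, with 231 in sublibrary 1 and 251 in sublibrary 2. Cells with fewer than 200 UMIs made up 32.8% of the total, and without them the mean rose to 367 UMIs and 292 genes. The gene with the most UMIs accounted for 4.54% of all UMIs in these cells, and the 10 genes with the most UMIs for 9.13%.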

Similar to previous SPLiT-seq experiments, this resulted in relatively shallow single cell transcriptomes in terms of unique molecular identifiers (UMIs, mean 297 UMI per cell). SPLiT-seq, however, is more robust to ambient RNA compared to droplet methods, and this results in good clustering resolution even with relatively shallow UMI contents. 

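The filter of the Methods keeps barcodes with at least 100 UMIs and 100 genes, fewer than 900 genes and fewer than 1200 UMIs. It kept 13841 of 17951 deposited barcodes in sublibrary 1 and 14897 of 20625 in sublibrary 2. Of the barcodes left out, 8516 had fewer than 100 UMIs, 1245 had enough UMIs but fewer than 100 genes, and 77 reached an upper limit. The kept barcodes held 91.4% of all UMIs in the matrix. Without the upper limits, 28815 barcodes were kept, and with a minimum of 200 UMIs, 19320 were kept.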

The final dataset contained 28,738 cells, consistent with the ~19Kx2 cells observed in each of the two FACS-sorted samples. In these conditions, we expected ~3% of the cells being collisions, i.e., two cells that share the same barcode. 

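With equal use of all barcode combinations, the numbers of kept cells gave an expected share of cells with a barcode of another cell of 3.08% in sublibrary 1 and 3.31% in sublibrary 2. The sequences of each segment were used unequally, and with their observed use the expected shares were 3.81% and 4.00%. Doublets were also scored by comparing each cell with simulated sums of 2 cells, as in Scrublet. The minimum between the modes of the simulated scores, which the method uses as its threshold, called 3 cells (0.0217%) in sublibrary 1, and no minimum was found in sublibrary 2. The scores therefore did not separate doublets at this depth. As an alternative setting, the 417 and 473 cells with the highest scores were left out, which had a median of 251 and 268 UMIs against 240 and 264 in the other cells.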

Leiden clustering revealed the presence of ~40 to 73 cell clusters, depending on clustering resolution. 

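With the settings of the Methods, the deposited counts gave 24 clusters at resolution 1, 31 at resolution 2, 41 at resolution 3 and 52 at resolution 4. At resolution 3, the alternatives set before the data were examined gave between 37 clusters, from sublibrary 1 alone, and 60 clusters, with 2000 variable genes. Scaling each gene to unit variance before the principal components, an alternative chosen after these numbers were seen, gave 39, 55, 65 and 76 clusters at the 4 resolutions. It moved the numbers most at resolutions 1 to 3, and at resolution 4, 2000 variable genes gave 76 clusters as well. The smallest cluster at resolution 3 had 68 cells without scaling and 11 cells with scaling.

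**Figure D1:**
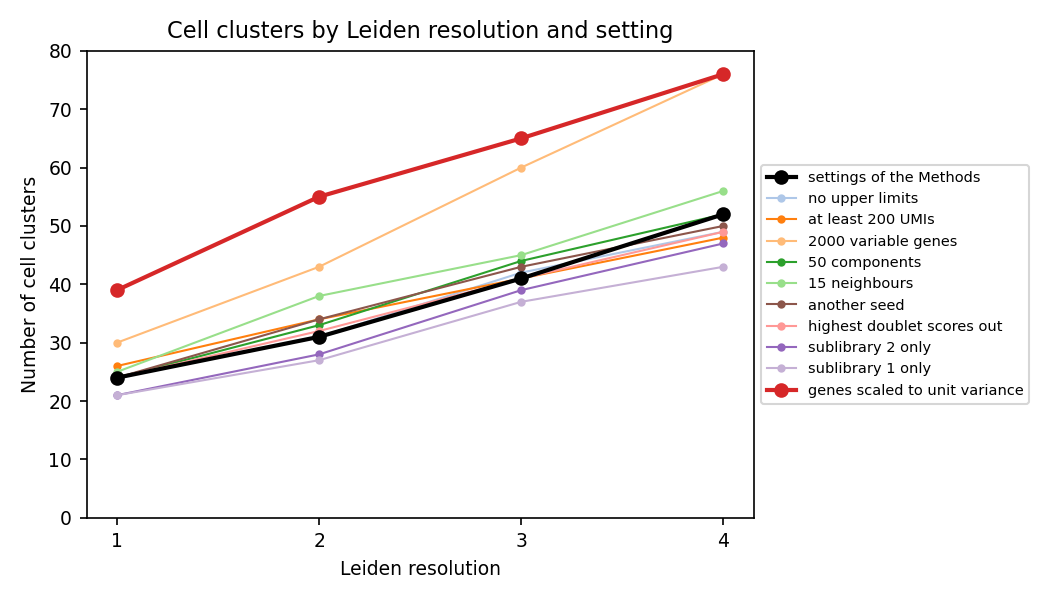
Number of cell clusters (vertical axis) at Leiden resolutions 1 to 4 (horizontal axis), with 1 line per setting. The black line shows the settings of the Methods, from 24 to 52 clusters, and the thick red line the same settings with genes scaled to unit variance, from 39 to 76 clusters.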

We selected resolution 3, which resolved 64 cell populations, largely corresponding to planarian well-known cell types. We represented those populations using uniform manifold approximation and projection (UMAP) (Fig. 2A) and grouped these cell-type identities in broad groups by hierarchical clustering (Fig. 2B). 

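At resolution 3, the clusters were grouped in the broad groups of data S2 by their names. Neuron-like cells made up 22.5% of all cells (95% interval 22.0 to 23.0), neoblast-like cells 17.0% (16.6 to 17.5), muscle-like cells 16.5% (16.1 to 17.0) and parenchymal-like cells 12.1% (11.7 to 12.5). Epidermal-like cells made up 8.66% (8.34 to 9.00), phagocyte-like cells 8.59% (8.27 to 8.92), and protonephridia-like cells, including the pharynx cell type as in data S2, 4.63% (4.39 to 4.88). Secretory-like cells made up 2.97% (2.78 to 3.17) and goblet/basal-like cells 2.41% (2.23 to 2.59). The SD between the sublibraries was at most 0.556 percentage points, in phagocyte-like cells. When the cells of sublibrary 2 were clustered alone, the neuron-like share was 16.3%, and a larger share of cells stayed without a name. Scaling genes to unit variance gave a neuron-like share of 24.4% and a secretory-like share of 4.11%.

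**Figure D2:**
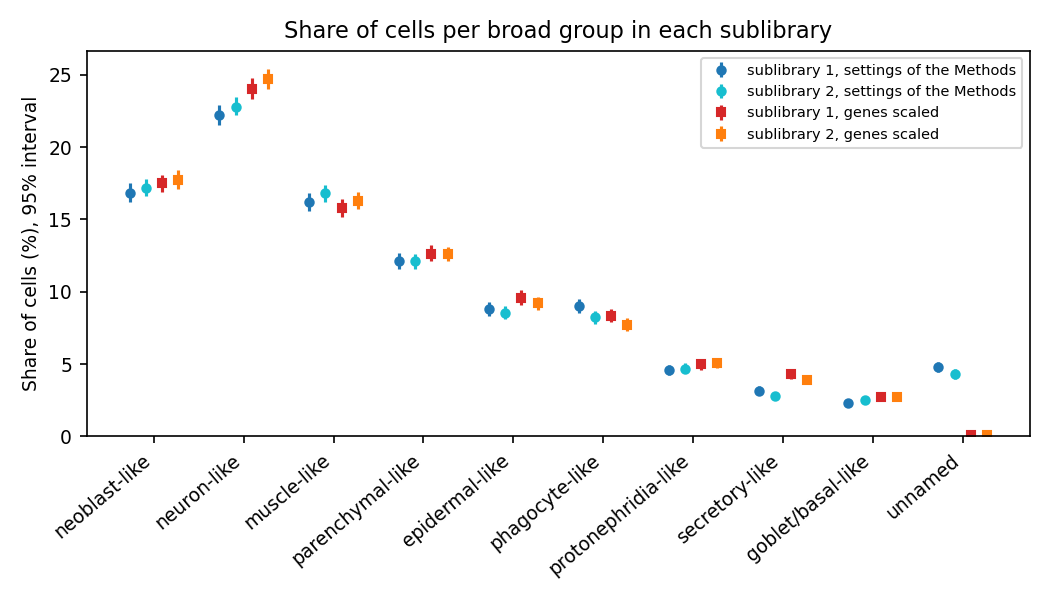
Share of cells (vertical axis, in percent, with exact 95% intervals) in each broad group (horizontal axis) for each sublibrary, with the settings of the Methods (circles) and with genes scaled to unit variance (squares). The unnamed share is 4.54% over both sublibraries with the settings of the Methods and 0.0800% with scaling.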

We annotated and named these cell clusters using single-cell atlas studies (Fig. 2C, data S2 and S3, and fig. S1) (*21*, *42*, *44*) and cross-referencing published markers with markers obtained from this experiment (data S4 to S6). 

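A cluster took the name of the marker list with the highest mean log2 ratio of expression in the cluster over the other cells. The name was kept where at least 3 genes of the list were at least 2 times as high in the cluster and had a UMI in at least 5% of its cells, and where no other broad group held more of the 10 leading genes of the cluster than its own. The 55 lists hold 336 genes of the matrix, of which 317 belong to a single broad group and were used. All but 1 of the 41 clusters received a name, and 36 different names were given. For a test, 7996 cells were simulated at their observed depth from the summed profiles of the populations found with scaled genes. The same steps placed 90.9% in the right broad group and 71.1% in the right population, against 91.8% and 82.9% with genes scaled to unit variance. The right names themselves came from the clustering of scaled genes, so these values cannot tell which setting is more accurate. The simulated cells were fewer than the real ones and varied within a population by sampling only. Names of single populations are therefore less certain than those of broad groups.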

Our dataset resolves three types of differentiated muscle cells, three epidermal and gastrodermal differentiation states (fig. S1), and up to 17 neuronal cell populations. This resolution reveals clusters containing relatively rare cell types such as the glia (0.19%; Fig. 2D and fig. S1), the *psd*^+^ cells (0.26%; Fig. 2D) but fails to resolve the photoreceptors that are clustered together with other cholinergic neurons. 

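Muscle-like clusters carried 3 names, body wall muscle-like with 1339 cells, intestinal and DV muscle-like with 2594 cells in 2 clusters, and muscle pharynx-like with 815 cells. At resolution 4, 474 of these 2594 cells were in a body wall muscle-like cluster and 232 in a muscle progenitors-like cluster. Among the epidermal-like clusters, 1292 cells were early epidermal progenitors-like, 822 cells were late epidermal progenitors-like, and 376 cells formed a cluster of differentiated epidermis that came closest to the epidermis DVb list. The phagocyte-like clusters included 1174 phagocyte progenitors 1-like cells in 2 clusters and 1228 phagocytes-like cells. The 8 neuron-like clusters carried 8 different names. After scaling of genes to unit variance, there were 18 neuron-like clusters with 16 different names. The muscle-like clusters then had 1788 body wall muscle-like, 1582 intestinal and DV muscle-like, 896 muscle pharynx-like and 350 muscle progenitors-like cells.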

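With the settings of the Methods, no cluster at resolution 3 was named glia. When genes were scaled to unit variance, 56 cells formed a glia-like cluster, a share of 0.195% (95% interval 0.147 to 0.253). A psd+-like cluster was found with 68 cells, a share of 0.237% (0.184 to 0.300), and with 74 cells, a share of 0.257% (0.202 to 0.323), once genes were scaled.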

We annotated cluster 13 as the basal cells (Fig. 2, A to D), which had been clustered together with phagocytes and goblet cells in previous studies (*21*, *42*, *44*). 

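The basal-like cells formed 1 cluster of 692 cells, with 322 cells from sublibrary 1 and 370 from sublibrary 2, and 7 of 7 listed markers were detected. Their diagnostic marker in data S2, h1SMcG0015147, had 639 CPM (95% interval 515 to 783) and a UMI in 12.6% of cells at a median depth of 185 UMIs. In phagocyte-like cells it had 85.6 CPM (68.7 to 106) and a UMI in 3.24% of cells at a median depth of 382 UMIs. In neuron-like cells, 0.0772% had a UMI of it at a median depth of 229 UMIs. No cluster was named goblet cells with the settings of the Methods. In the clustering of scaled genes, there were 713 basal-like cells and a separate cluster of 78 goblet-like cells.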

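The neoblast-like cells fell in 5 clusters. Neoblasts 1-like cells numbered 1806, neoblasts 2-like cells 2139 in 2 clusters, committed neoblasts-like cells 596 and germ cell progenitors-like cells 352. Neoblasts 1-like cells made up 5.04% of sublibrary 1 and 7.44% of sublibrary 2, and neoblasts 2-like cells 8.50% and 6.46%, so the border between the 2 names differed more between the sublibraries than any broad group did. After scaling of genes, 2166, 1636 and 1021 cells were neoblasts 1-like, neoblasts 2-like and committed neoblasts-like. Neoblasts 1-like cells then made up 7.70% of sublibrary 1 and 7.38% of sublibrary 2, and neoblasts 2-like cells 5.53% and 5.85%. The larger difference between the sublibraries thus depended on the setting. The 3 genes that fig. S1 shows for committed neoblasts were summed over these clusters. The gene h1SMcG0009632 had 7144 CPM (95% interval 6766 to 7538) in committed neoblasts-like cells, against 357 (315 to 402) in neoblasts 1-like and 332 (290 to 377) in neoblasts 2-like cells. Its highest value was in phagocyte progenitors 1-like cells, at 9283 CPM. Only 6 alternatives gave a value in committed neoblasts-like cells, and these ranged from 3799 CPM with at least 200 UMIs per cell to 8138 CPM with cells thinned to 100 UMIs. The gene h1SMcG0019693 had 722 CPM (606 to 855) in committed neoblasts-like cells, 101 (80.0 to 127) in neoblasts 1-like and 134 (109 to 164) in neoblasts 2-like cells. The gene h1SMcG0023144 had 1027 CPM (887 to 1184) in committed neoblasts-like cells, 841 (777 to 909) in neoblasts 1-like and 901 (832 to 974) in neoblasts 2-like cells, so that the intervals of committed neoblasts-like cells overlapped those of both other populations.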

Neoblasts were clustered in three major clusters, including one cluster that we called “committed neoblasts” as it expressed markers of differentiation to gastrodermal and epidermal types (fig. S1). Last, a number of unabundant cell types (1.1%; 10 clusters, 315 cells; Fig. 2, A and B, and data S4 to S6) had unspecific markers or no significant markers were interpreted as putative doublets and were left unannotated in the final dataset. 

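One cluster of 1306 cells, a share of 4.54% (95% interval 4.31 to 4.79), stayed without a name with the settings of the Methods. It had a median of 178 UMIs per cell, and none of the 8 genes of its closest list, secretory 8, was both at least 2 times as high as in the other cells and found in at least 5% of its cells. It held the diagnostic markers of 4 secretory populations, each in few cells. These were h1SMcG0017129 of secretory 4 (5451 CPM, in 1.99% of cells), h1SMcG0015651 of secretory 6 (5774, in 4.75%), h1SMcG0017679 of secretory 8 (4134, in 2.14%) and h1SMcG0006357 of secretory 9 (3392, in 1.76%). After scaling of genes, these populations formed clusters of 42, 90, 71 and 23 cells, and 1 cluster of 23 cells (0.0800%) had no name. With a minimum of 200 UMIs per cell, no cluster was left without a name.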

The average mean counts and genes per cluster vary from cluster to cluster (fig. S2, A to D). To elucidate whether this variation is technical or reflects biological properties of the cells instead, we studied the relationship between counts and cells at the cell and cluster level. The number of genes detected in each cell largely correlates with the number of counts obtained, as expected (fig. S2E). However, at the cluster level averages, some clusters deviate from the correlation: Secretory cell types have more UMI counts than other cell clusters with similar gene counts, consistent with the idea that they express a few genes at higher levels (fig. S2F). 

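Across the 28738 cells, the number of genes and the number of UMIs had a Pearson correlation of 0.968 and a Spearman correlation of 0.980. These cells come from 1 experiment and are not independent replicates, so no p-value is given. A quadratic fit on the log scale gave 91.6 genes at 100 UMIs and 664 genes at 1000 UMIs.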

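Secretory-like cells had a mean of 392 UMIs and 241 genes per cell, while neoblast-like cells had 370 UMIs and 281 genes and phagocyte-like cells 416 UMIs and 325 genes. The number of UMIs per detected gene was 1.63 in secretory-like cells and between 1.14 and 1.31 in the other named broad groups. Relative to the fit across cells, the number of genes in secretory-like cells deviated by -20.3%, with -21.0% in sublibrary 1 and -19.5% in sublibrary 2. The secretory-like populations differed in this. Secretory 1-like, 2-like and 3-like cells deviated by -26.2%, -21.2% and -22.0%, while secretory 5-like cells (140 cells) deviated by 0.122% and secretory 7-like cells (82 cells) by -4.12%. The other named broad groups deviated by between -2.71% and 7.23%. With each cell thinned to 100 UMIs, secretory-like cells had a mean of 76.4 genes, and the other named broad groups between 85.7 and 94.5. Among the alternative settings, the deviation moved most with 2000 variable genes, to -14.7%.

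**Figure D3:**
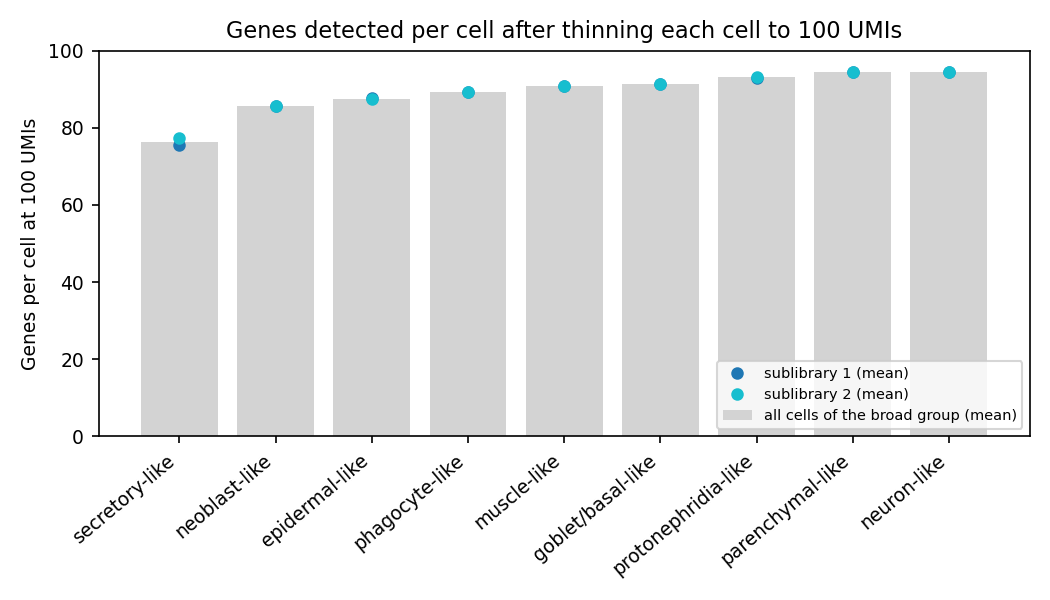
Mean number of genes per cell (vertical axis) after each cell was thinned to 100 UMIs, by broad group (horizontal axis), over all cells (bars) and in each sublibrary (points). Secretory-like cells are lowest at 76.4 genes, and the next group, neoblast-like cells, is at 85.7 genes.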

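The 352 germ cell progenitors-like cells had a mean of 461 UMIs and 372 genes per cell, with 472 and 382 in sublibrary 1 and 449 and 361 in sublibrary 2. Both means were the highest of the 36 named populations. With genes scaled to unit variance, 242 cells took this name, with means of 528 UMIs and 416 genes, and were again highest. They were also highest with a minimum of 200 UMIs, with another random seed and with the cells of the highest doublet scores left out. A cluster of this name was not the highest without upper limits, with 2000 variable genes, with 15 neighbors or in either sublibrary alone. There it ranked between 9 and 17 by mean UMIs. The name then covered 1035 cells without upper limits, 946 with 15 neighbors, 586 in sublibrary 2 and 581 in sublibrary 1, but 244 with 2000 variable genes. Whether the same cells were ranked in each setting was not tested. At Leiden resolution 4, a cluster of this name had a mean of 375 UMIs, and its rank is not given. With 50 principal components, no cluster took this name. Among the alternatives with such a cluster, the means ranged from 306 UMIs and 241 genes with sublibrary 2 alone to 597 and 470 with at least 200 UMIs per cell.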

The cluster with more gene counts and UMI counts is *nanos*^+^ germ cell progenitors, consistent with previous publications (*21*). These observations indicate that the variations in cluster UMI counts and genes are biological signals. Together, these results show that our ACME + SPLiT-seq approach reliably detects dozens of cell clusters.

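Among the named broad groups, the mean number of UMIs per cell ranged from 208 in goblet/basal-like cells to 416 in phagocyte-like cells. In sublibrary 1 these groups were again lowest and highest, with 208 and 395 UMIs, and in sublibrary 2 with 209 and 438 UMIs. From the clusters that deviate from the relation between genes and UMIs, and from the depth of the germ cell progenitors, the paper concludes that the variation between clusters is a biological signal.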

**Fig. 2.**
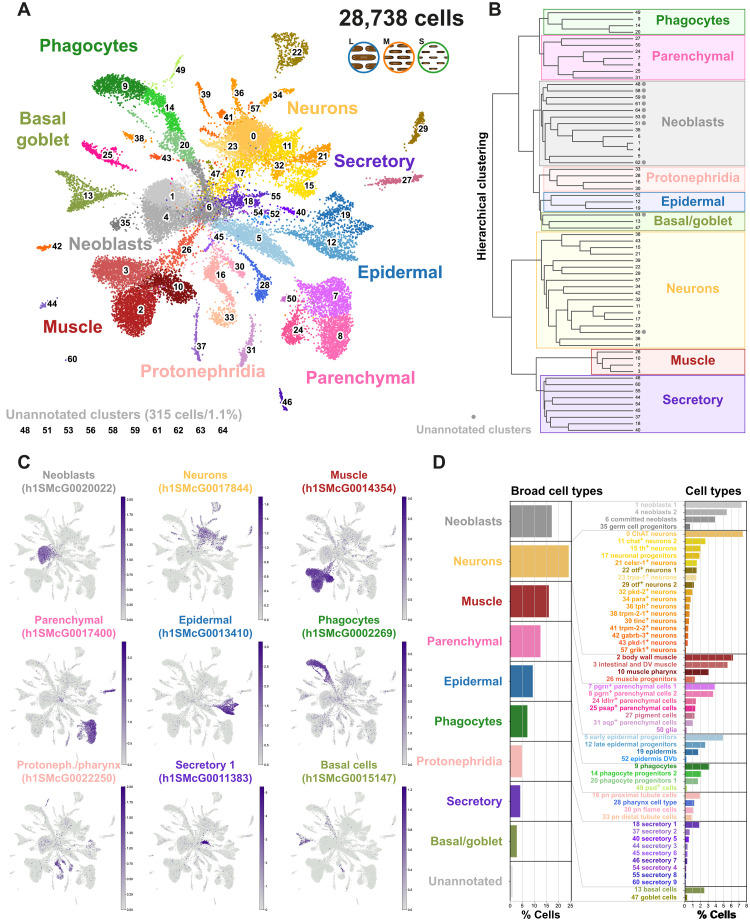
The *S. mediterranea* size dataset. (**A**) UMAP visualization of the *S. mediterranea* size single-cell atlas with clusters colored according to their cell cluster classification. (**B**) Hierarchical clustering dendrogram of cell clusters to define broad group identities. Gray dots denote the unannotated clusters. (**C**) UMAP features plots of markers of the major broad types. (**D**) Cell cluster percentage over the total at the broad cell groups and the cell cluster levels.

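The genes shown in Fig. 2C were summed over the cells of each broad group. All but h1SMcG0017844 were also markers used to name the clusters, with h1SMcG0020022 as a marker of body wall muscle. A high value in the broad group of such a marker is therefore partly built in. The muscle gene h1SMcG0014354 had 15922 CPM (95% interval 15697 to 16149) in muscle-like cells, where 90.5% of cells had a UMI at a median depth of 216 UMIs. In neuron-like cells, with a median depth of 229 UMIs, 3.85% had a UMI of it. The phagocyte gene h1SMcG0002269 had 21840 CPM in phagocyte-like cells, with a UMI in 74.8% of cells at a median depth of 382 UMIs, against 5.48% of neuron-like cells. The secretory 1 gene h1SMcG0011383 had 155800 CPM (154466 to 157144) in secretory-like cells, and between 155 and 368 CPM in the other named broad groups. A UMI of it was found in 30.6% of secretory-like cells at a median depth of 326 UMIs and in 3.14% of neuron-like cells. This value moved most, to 102556 CPM with each cell thinned to 100 UMIs and to 186721 with TMM scaling. The neuron gene h1SMcG0017844 had 674 CPM in neuron-like cells and at most 59.8 in the other named broad groups. For the parenchymal gene h1SMcG0017400, the epidermal gene h1SMcG0013410 and the protonephridia and pharynx gene h1SMcG0022250, the values in the broad group of the panel were 9593, 12854 and 1752 CPM. The gene h1SMcG0020022, whose panel is labeled neoblasts, had 6.64 CPM (3.43 to 11.6) in neoblast-like cells and 1257 (1194 to 1322) in muscle-like cells. A UMI of it was found in 0.245% of neoblast-like cells at a median depth of 325 UMIs, in 20.7% of muscle-like cells and in 0.278% of neuron-like cells.

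**Figure D4:**
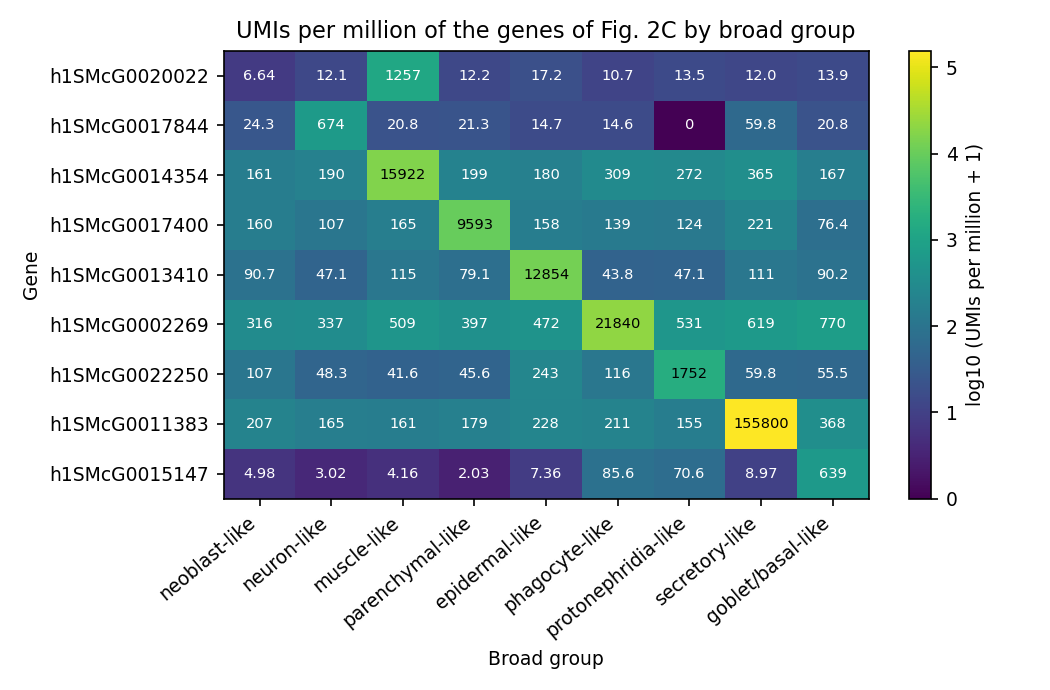
CPM of the genes of Fig. 2C (vertical axis) in each broad group (horizontal axis), over both sublibraries, with the color on a log10 scale. Each gene is highest in the broad group of its panel, except h1SMcG0020022, which is at 1257 CPM in muscle-like cells and 6.64 in neoblast-like cells.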

### Different cell states are enriched in planarians of different body size

We aimed to determine if all body sizes have the same cell types, building on previous studies that found no evidence of size-dependent cell types (*26*). However, the increased resolution of our dataset raised the possibility of identifying more specialized cell types that could be size dependent. For instance, larger organisms may have specialized energy storage types. Furthermore, processes such as sexualization are known to lead to the formation of new organs (e.g., gonads and reproductive apparatuses). Therefore, to determine if there are body size–specific cell types, we assessed if all detected cell populations were present across all body sizes.

We first examined qualitatively the distribution of L, M, and S cells in the UMAP space. Interpreting UMAPs in such a way is controversial as dimensionality reduction techniques and low-dimensional embedding of single-cell data are known to introduce distortions of the dataset (*53*). On the other hand, our multiplexed analysis to minimize batch effects allows us to expect a homogeneous distribution of all three samples, except for biological differences. In our dataset, L, M, and S cells were homogeneously distributed throughout the UMAP except in regions corresponding to the basal cells (cluster 13), the epidermis (cluster 19), and the secretory 4 (cluster 54) (Fig. 3A). To investigate if these effects were based on biological differences or stochastic variation due to dimensionality reduction, we explored the parameter space of our principal components analysis (PCA), *k*-nearest neighbor (kNN) embedding and UMAP (fig. S3). This analysis revealed that UMAP differences in basal cells were observable in all analyses with at least 55 principal components, and despite the kNN parameter. This strongly suggests that the differences in the basal cell cluster are of biological source and motivated further inquiry.

**Fig. 3.**
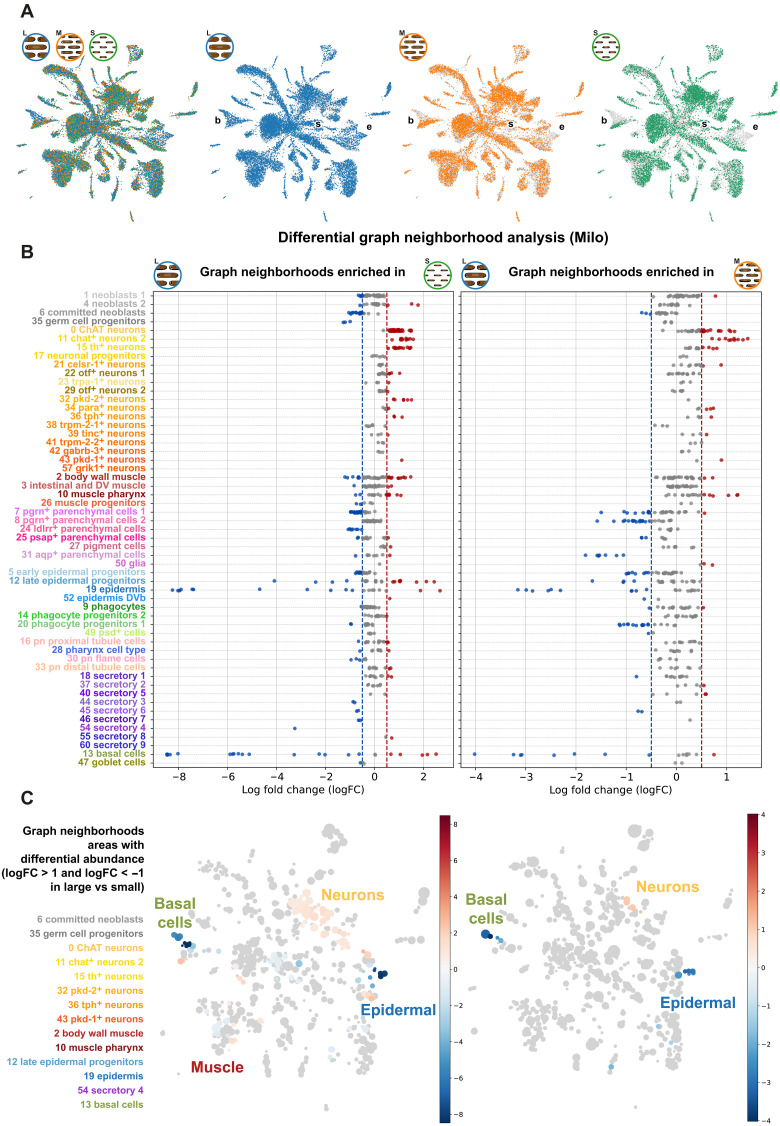
Neighborhood-based cell-type differential abundance testing in planarians of different sizes. (**A**) UMAP of L, M, and S cells in the UMAP space merged and by individual body size category. b: basal cells, e: epidermal cells, s: secretory cells. (**B**) Differential graph neighborhood analysis (Milo). Log fold changes for each graph neighborhood are represented and classified by cluster of origin, for the L versus S (left) and L versus M (right) comparisons. (**C**) UMAP embedding of graph neighborhoods with color-coded log fold changes. Clusters with neighborhoods with high log fold changes are highlighted in the left.

We then wondered if planarians of different body size contain cell states that are differentially enriched. To address this question, we used Milo (*54*), a differential abundance testing statistical framework that exploits kNN graphs to assign cells to neighborhoods. Milo then tests the differential abundance of each condition in these neighborhoods, which can be then associated with different cell states.

We used Milo to perform L versus S as well as L versus M comparisons (Fig. 3B). Milo revealed overall stronger effects on the former comparison, consistent with our expectations. Many cell clusters had neighborhoods of enriched or depleted abundance in L versus S or medium samples, but the overall strongest effects were present in the late epidermal progenitors, epidermis, and basal cell populations. We then plotted these neighborhoods on the UMAP embedding (Fig. 3C), revealing that these neighborhoods largely correspond to the areas highlighted in the UMAP (Fig. 3A). In particular, the planarian epidermis and the basal cells contain neighborhoods enriched in both L and S planarians. This suggests that there are cell states that are differentially abundant in planarians of different size.

### Asexual planarians of different sizes are made of the same cell types

We then asked if these differences translated into body size category-specific cell clusters. To decouple this analysis from the resolution parameter of the cell clustering algorithm, we performed this analysis using four different resolutions of the Leiden algorithm (1 to 4) (fig. S4, A to D). This analysis showed that all three size categories have cells from all clusters except for the rarest clusters, i.e., cluster 64 of resolution 3 (11 cells; fig. S4C) and cluster 72 of resolution 4 (eight cells; fig. S4D). This strongly suggests that this is a sampling effect due to the low cell numbers of these clusters. Further to that, cluster 54 of resolution 3 and clusters 43 and 57 of resolution 4 are largely made of L and M cells (fig. S4, C and D), with only a few S cells (one in each case). These clusters correspond to the differences observed before on UMAP space. Cells from cluster 19 of resolution 3, corresponding to the epidermis (fig. S4C), are subclustered in two clusters of resolution 4, clusters 29 and 43 (fig. S4D). 

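With the settings of the Methods, the cluster of 376 differentiated epidermis cells at resolution 3 stayed together at resolution 4, with 374 of its cells in 1 cluster. When genes were scaled to unit variance, 488 cells formed an epidermis-like cluster at resolution 3, and at resolution 4 these cells fell in clusters of 352 and 138 cells. With 10 random seeds, a second cluster held at least 5% of these cells in 10 of 10 runs, against 1 of 10 runs without scaling. The epidermis marker h1SMcG0014762 had 1665 CPM (95% interval 1453 to 1899) in the larger cluster and 62.5 (12.9 to 183) in the smaller one, against 3.38 (0.0855 to 18.8) in late epidermal progenitors-like cells. The late epidermal progenitor marker h1SMcG0009479 had 135 CPM (80.0 to 213) in the larger cluster, 1542 (1210 to 1935) in the smaller one and 2488 (2311 to 2674) in late epidermal progenitors-like cells. At resolution 1, the epidermis-like cells shared a cluster of 1230 cells with the late epidermal progenitors-like cells.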

The latter cluster was mostly made of cells from the L planarian sample (125 L, 12 M, and 1 S) and expresses markers of both epidermis and late epidermal progenitors (data S4). 

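With the settings of the Methods, 681 of the 692 basal-like cells at resolution 3 were in 1 cluster at resolution 4, and with 10 random seeds no second cluster took up 5% of them. After scaling of genes to unit variance, 571 and 142 of the 713 basal-like cells were in 2 clusters at resolution 4. A second cluster was found with 8 of 10 random seeds.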

Cluster 13 of resolution 3, containing the basal cells (fig. S4C), remains one cluster (*14*) at resolution 4 (fig. S4D). Therefore, we argue that the basal cells are one cell type, and the differences observed in UMAP space correspond to differences in the state of basal cells. Overall, this analysis shows that asexual planarians of our three size categories are made of the same essential cell clusters but that different cell states are differentially abundant in each size category. Furthermore, differences in cell-type abundance may exist.

### Planarians of different body sizes have different cell-type proportions

We then analyzed the differences in cell-type frequency at the cluster level among L, M, and S planarians. To visualize these differences in the UMAP space, we plotted the percentage ratios of each cell cluster in L versus S planarians (Fig. 4A). The values examined correspond to the logarithmic ratio between the percentage of each cluster in L planarian samples versus S planarian samples. In this representation, a log_2_ ratio of 1 indicates that the cell cluster percentage is double in L than in S planarian samples.

**Fig. 4.**
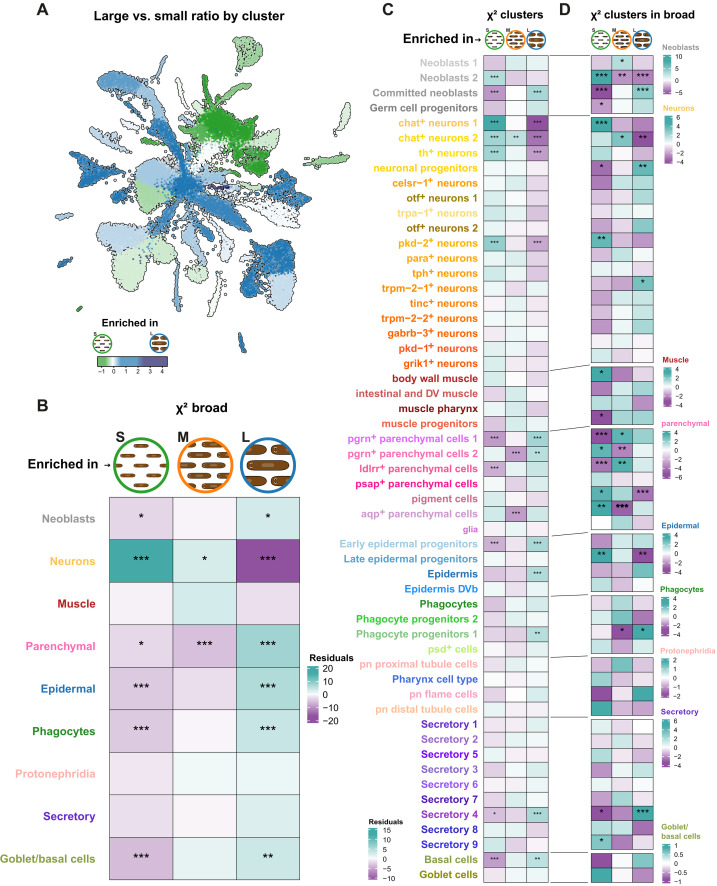
Differences in cell proportions in planarians of distinct sizes. (**A**) UMAP visualizing the percentage log_2_ ratios of cell clusters in L versus S planarians. (**B**) Heatmap representation of the results of the chi-square test examining the association between S, M, and L in broad groups. (**C**) Heatmap representation of the results of the chi-square test examining the association between S, M, and L in the 55 annotated clusters. (**D**) Heatmap representation of the results of the chi-square test examining the association between S, M, and L in each cluster of the broad group. Color intensity represents the residuals (i.e., the differences between the observed and expected frequencies in each cell of the contingency table) from the chi-square test; green tones indicate increased frequency of cell types (surplus of observed counts in that category), and purple tones indicate decreased frequency of cell types (deficit in observed counts in that category). Significance levels are denoted by asterisks (*) based on the Benjamini-Hochberg–adjusted *P* values. *P < 0.05, **P < 0.01, and ***P < 0.001.

We analyzed the frequencies using a chi-squared test with a Benjamini-Hochberg *P* value adjustment (data S7). Each test compares cells within a size category and broad cell type to those in other categories and cell types, generating contingency tables that contrast cells of a given broad type in one size category with cells of the same type in other categories and cells of other types within and outside the size class.

We examined the power of the chi-squared test (*55*), taking into consideration the cell sample obtained in our experiment (Fig. 2A) and the frequencies of individual cell populations in planarian samples (Fig. 2D), determining that chi-squared tests can find significant effects of ±2% with statistical power across the range of frequencies (note S1 and fig. S5). To elucidate if our results compare well with those published by microscopical observation, we first analyzed the dataset grouped by broad-type category. This grouping made our categories largely comparable with those analyzed by Baguñà and Romero (*26*). Our analysis revealed an increased frequency of neurons in S planarians and a decrease in L planarians (Fig. 4B), consistent with the microscopy findings. We observed significantly increased frequencies in L and decreased in S for the neoblasts, parenchymal, epidermal, phagocytes, and goblet/basal cell broad categories (Fig. 4B). The increases in parenchymal, phagocytes, and goblet/basal are also consistent with the reported increases of fixed parenchymal cells, gastrodermal, and goblet cells in the microscopy data. Our analysis revealed tendencies inconsistent with those reported by Baguñà and Romero (*26*) for the neoblast and epidermis broad groups, which were described to be more frequent in S planarians.

Next, to exploit the increased cluster resolution capacity of single-cell transcriptomics, we repeated the chi-squared analysis in our 55 annotated clusters (Fig. 4C). This analysis revealed that the clusters neoblasts 2 and committed neoblasts showed opposite trends, with the neoblasts 2 overrepresented in S planarians and the committed neoblasts underrepresented in S planarians and overrepresented in L planarians instead. This can potentially explain the discrepancy with the microscopy dataset, as this dataset did not include progenitor cells. It is unclear how this study classified cells that have started to differentiate, but likely these cells already displayed differentiation markers and were classified within their differentiated cell-type category. Next, we examined the individual neuron clusters. We found significant overrepresentation in S and underrepresentation in L planarians for the *chat*^+^ neurons clusters 1 and 2, the *th*^+^ neurons and the *pkd*-*2*^+^ neurons. Most other neuron clusters had similar tendencies but were not significant in this analysis. Among the parenchymal broad group, we found that the *pgrn*^+^ clusters 1 and 2 were significantly enriched in L planarians and significantly underrepresented in S and M planarians. Furthermore, the *ldlrr*^+^ cells were also found significantly reduced in S planarians. The *aqp*^+^ cells were overrepresented in M planarians and was the only cluster with this behavior. The biology and function of the parenchymal cells are still enigmatic, and the biological significance of this observation is unclear. From the epidermal cells, we found significant enrichment in L planarians for the early epidermal progenitors and the epidermis. We also found a significant enrichment of phagocyte progenitors 1, secretory 4 cells, and the basal cells. Together, this analysis shows that single-cell transcriptomics has higher resolution and is able to detect significant differences at the cell cluster level, beyond the broad-type categories.

Next, we analyzed each of these clusters compared to their broad category (Fig. 4D). This analysis aimed to identify cell types that behave contrary to their broad type. Our results corroborated the contrary tendencies of neoblasts 2 and committed neoblasts. We also observed that *trpm*-2-2^+^ neurons were enriched in the neuronal subgroup of L planarians, a trend opposite to that of neurons as a group. Other clusters behaved similarly but were not significant. Notably, the neuronal progenitors also have a significant enrichment in the neuronal broad group of L planarians. This analysis also revealed a significant enrichment of body wall muscle in S planarians when compared to the muscle broad group. Within the parenchymal broad group, we found highly significant underrepresentation of *pgrn*^+^ and *ldlrr*^+^ cells in S planarians and underrepresentation of pigment cells in L planarians. Collectively, these results show that studying allometry with single-cell transcriptomics has a high resolution and identifies several cell types that behave contrary to their broad-type categories.

### Head cell types are enriched in small planarians, and intestinal and parenchymal cell types are enriched in large planarians

We then tested if the patterns observed could be explained by anatomical features. To investigate this, we examined the percentage ratios of each cell cluster in L versus S planarians (Fig. 5A) and L versus M planarians (Fig. 5B) sorted by broad type. This analysis revealed that neuronal types are generally enriched in planarians of the smaller size, and parenchymal types are enriched in L planarians instead. The values of both L versus S and L versus M are well correlated (Fig. 5C). We then assigned cell clusters to anatomical features based on previous literature (data S2 and fig. S6). In brief, “body wall” corresponded to body wall muscle (*56*), pigment cells (*57*–*59*), protonephridia distal tubule cells (*36*, *37*, *60*), and the epidermis (*47*, *61*). “Intestine” cell types (*39*, *41*, *62*) included phagocytes, goblet cells, basal cells (*39*), *psd*^+^ cells (*44*), and intestinal muscle (*56*). All neuronal types and the cell cluster described as glia (*63*, *64*) were classified as “nervous system.” “Pharynx” contains the pharynx cell type (*44*) and the muscle of the pharynx (*44*). All other cell clusters were considered part of the “parenchyma,” i.e. the space between the body wall and the intestine. This included parenchymal cells (excluding pigment and glia, located in the body wall and the nervous system), secretory cell types, neoblasts, and progenitor clusters. This analysis revealed that body regions largely explain the observed frequencies, with nervous system cell types being broadly enriched in S and M planarians (Fig. 5D) and intestinal and parenchymal cell types being broadly enriched in L planarians (Fig. 5, E and F).

**Fig. 5.**
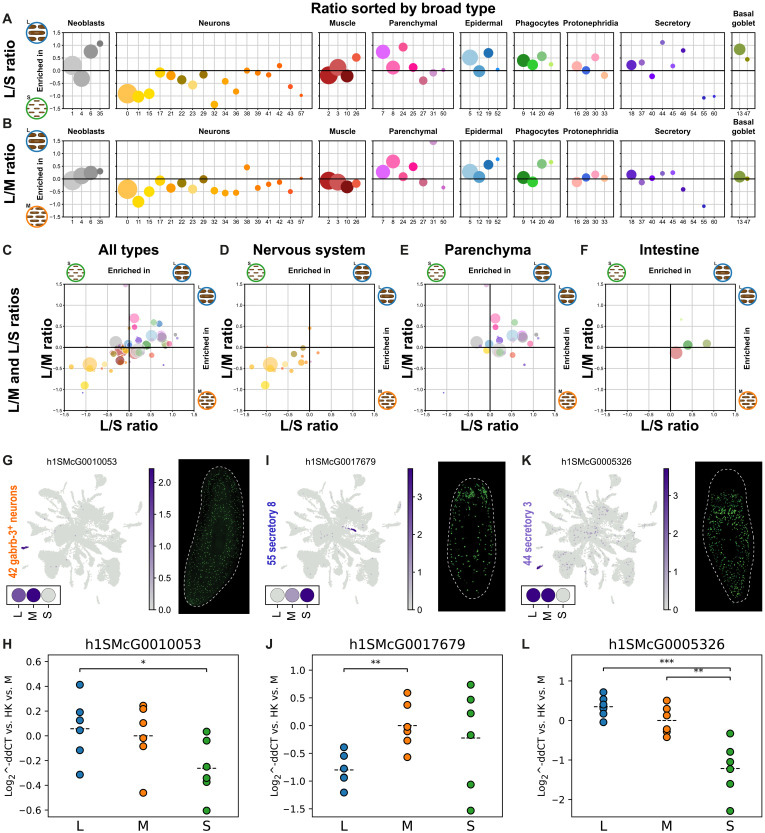
Variations in cell proportions by anatomical features. (**A**) Percentage ratios of cell clusters in L versus S planarians sorted by broad group. (**B**) Percentage ratios of cell clusters in L versus M planarians sorted by broad group. In both plots cluster 54, corresponding to secretory 4 cells, lies outside of the plotted area due to a high enrichment in L, and cluster 60, corresponding to secretory 9 cells, lies outside of the plotted area due to a high enrichment in M. (**C** to **F**) Comparison of L versus S and L versus M ratios in all types (C), nervous system types (D), parenchymal types (E), and intestine types (F). In all plots, dot size represents cluster size in cell number. (**G**, **I**, and **K**) Feature UMAP plot, dotplot, and in situ picture of marker genes of *gabrb*–*3*^+^ neurons [cluster 42 (G)], secretory 8 [cluster 55 (I)] and secretory 3 [cluster 44 (K)]. All in situ pictures retrieved from the database digiworm (https://digiworm.wi.mit.edu/). (**H**, **J**, and **L**) qPCR validation of the same markers in L, M and S planarian RNA samples. Significance levels are denoted by asterisks (*) based on two-sided *t* tests: *P < 0.05, **P < 0.01, and ***P < 0.001.

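The gabrb-3+-like cluster had 82 cells. The gene h1SMcG0010053 had 7537 CPM (95% interval 6440 to 8766) in these cells, where 63.4% had a UMI of it, and at most 42.8 CPM in the other named populations. Only 10 alternatives gave a value in gabrb-3+-like cells. These values ranged from 3443 CPM with 2000 variable genes to 13001 CPM with the highest doublet scores left out. No cluster took this name with fewer principal components, at Leiden resolution 2 or in either sublibrary alone. The secretory 3-like cluster had 77 cells. The gene h1SMcG0005326 had 64600 CPM (61762 to 67533) and a UMI in 100% of them, against 89.7 CPM (10.9 to 324) in the population with the next highest value, the gabrb-3+-like cells. The gene h1SMcG0017679 of secretory 8 was found mainly in the cluster without a name. With genes scaled to unit variance, 71 cells formed a secretory 8-like cluster, with 48693 CPM of h1SMcG0017679 (45994 to 51510) and a UMI in 52.1% of cells. In the separate sublibraries, this value was 58408 and 35022 CPM. It depends strongly on which cells join the cluster. Across the other settings with a secretory 8-like cluster, it ranged from 6522 CPM with sublibrary 2 alone to 97392 CPM with at least 200 UMIs per cell, and it was 14175 CPM at resolution 4 without scaling.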

To orthogonally validate these observations, we measured by quantitative polymerase chain reaction (qPCR) the differential expression of markers specific to these cell types in newly generated independent RNA samples (data S8). We repeated the animal classification in sizes L, M, and S, then extracted RNA, and generated cDNA from three biological replicates of each size category.

We first focused on neuronal markers. We validated by qPCR the enrichment of several neuronal clusters in RNA samples from S planarians and the depletion in L planarians (fig. S8A). We then reasoned that our scRNA-seq experiments had increased cell-type resolution compared to previous studies. For instance, not all neuronal types must be scaling at the same rate. To gain more insight into this notion we examined the most extreme values of our L versus S ratio and sought to validate these observations by querying previously published in situ hybridization experiments (*42*) and by performing qPCR experiments. Cluster 42 cells were the nervous system cell cluster with the highest L to S ratio, a pattern dissimilar to other neuronal cell types (Fig. 5G). Cluster 42 cells were not enriched in heads but are distributed throughout the body (Fig. 5G). We validated this observation by qPCR (Fig. 5H).

We then focused on secretory cell clusters. We first analyzed markers of cluster 55 as they had the lowest enrichment in L planarian samples (Fig. 5B). Their distribution showed accumulation in head regions (Fig. 5I), explaining the enrichment in S planarian samples, similar to that of neuron types. We validated the depletion of this marker (Fig. 5J) and an additional marker (fig. S8B) in L planarian samples by qPCR. We then examined a marker of cluster 54 (secretory 8) since it had the highest value of L/S ratio. Our qPCR experiments showed agreement with the single-cell data, validating the enrichment in L and depletion in S planarian samples (fig. S8B). Cluster 44 secretory cells had also strong enrichment in L planarian samples (Fig. 5B). Consistently, we observed that these cells are broadly distributed throughout the parenchyma but depleted from the head region (Fig. 5K). This enrichment in L planarian samples was also validated by qPCR (Fig. 5L). Together, these analyses show that S planarians have comparatively more head cell types, including nervous and secretory types, and L planarians instead quantitatively contain more parenchymal and intestinal cell types.

### Small planarians have increased body wall and body margin cell types

We sought to obtain additional validation by comparing our results to those of Stückemann *et al*. (*65*). They performed bulk RNA-seq experiments on planarian tissue samples obtained along the anterior-posterior axis. First, we calculated an average *z* score for the top markers in our single-cell clusters, assessing their expression across the anterior-posterior dataset (Fig. 6A). Supporting our conclusions, cell types with high enrichment in L planarian samples displayed high *z* scores in anterior-posterior fragments AP1 and AP2 (of 11 total fragments), corresponding to the “head” regions as defined by Stückemann and colleagues (*65*). This includes neuronal types and non-neuronal types, such as cluster 55 (secretory 8) and parenchymal cluster 50 (glia). These findings largely confirm the results presented in Figs. 4 and 5, strengthening our conclusion that smaller planarians are enriched in head cell types, both neuronal and non-neuronal.

**Fig. 6.**
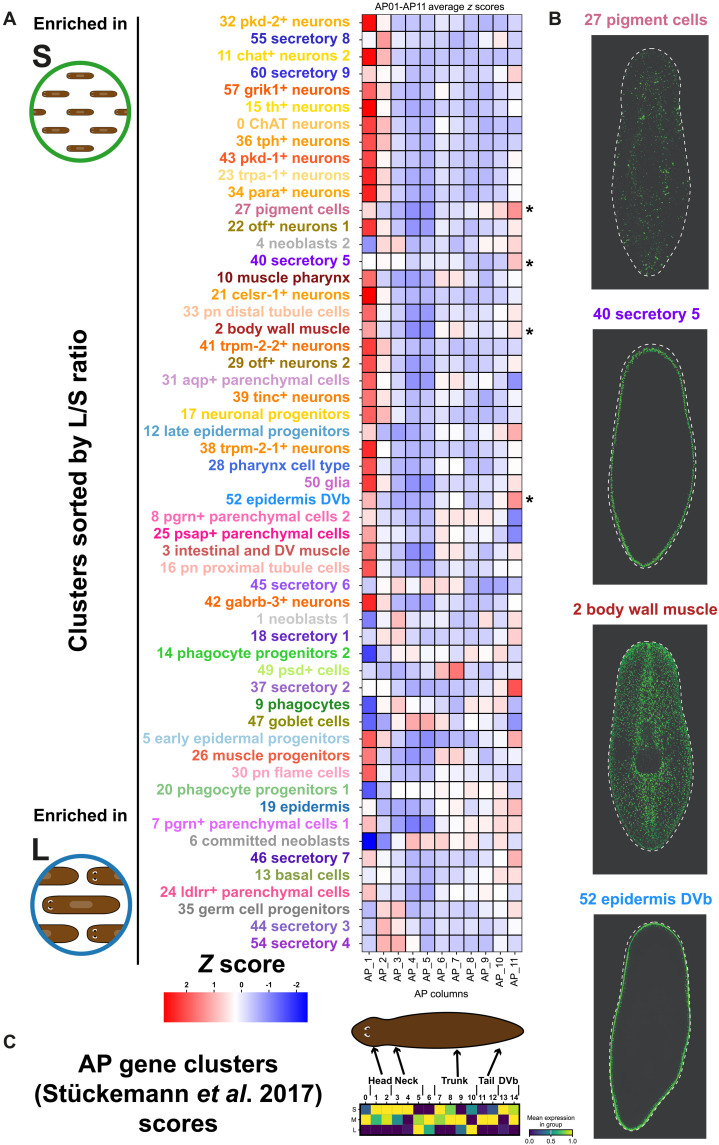
Comparison of large versus small enriched clusters with anterior-posterior enrichement. (**A**) Heatmap of *z* scores showing the enrichment of cluster markers sorted by L versus S enrichment in anterior-posterior samples AP1 to AP11 from Stückemann *et al*. (*65*). Clusters with high *z* scores in both AP1 and AP11 are indicated with an asterisk. (**B**) In situ picture of marker genes of clusters with high *z* scores in AP1 and AP11. All in situ pictures retrieved from the database digiworm (https://digiworm.wi.mit.edu/). (**C**) Scores of AP gene cluster genes described by Stückemann *et al.* (*65*) in L, M, and S samples and cartoon indicating the enrichment in body regions described in the original publication.

However, this analysis uncovered additional patterns. Some clusters, despite showing high enrichment in S planarian samples compared to L, did not exhibit high *z* scores in the anterior fragments identified by Stückemann *et al.* (*65*). Instead, these clusters showed high scores in the most posterior fragment (AP11) or presented a mixed pattern with enrichment in both anterior and posterior fragments. These clusters correspond to cell types typically located in the body wall, including pigment cells, specific secretory cell types, and epidermal cells in the dorso-ventral boundary (DVb) (Fig. 6B).

Last, we conducted a reverse analysis by retrieving markers from the clusters described by Stückemann *et al*. (*65*) and scoring their expression in our dataset. Clusters 1 to 5, identified by Stückemann *et al*. (*65*) as enriched in the head and neck regions of planarians, were similarly enriched in our S planarian samples (Fig. 6C). In addition, clusters 13 and 14, enriched in the DVb, also showed a consistent enrichment in S planarian samples (Fig. 6C). These analyses confirm the enrichment of head types in S planarians and reveal a similar enrichment of body wall and margin.

### Differential gene expression analysis reveals cell type–specific size-related gene modules

We then aimed at determining if cell types change their gene expression patterns in response to animal size. For this analysis, we focused on L and S planarian samples. Taking full advantage of our multiplexed single-cell approach, we aggregated cluster information to generate pseudobulk (*66*–*68*) count tables for each specific cluster (Fig. 7A). We used the two libraries of the experiment (Fig. 1A) as pseudoreplicates. 

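Expression in the sublibraries was compared within each broad group, with each cell thinned to 100 UMIs, over genes with at least 50 UMIs in the group. The median absolute log2 ratio between the sublibraries was 0.26 in neuron-like cells, over 6196 genes, and 0.40 in secretory-like cells, over 840 genes. For comparison, the cells of each group were divided at random in 2 sets of the same sizes 20 times. These divisions cover the sampling of cells only, and with 1 library on each side no spread between libraries can be given. Over the broad groups, the difference between the sublibraries was between 0.974 and 1.079 times the mean of the random divisions, with a median of 1.05. It lay above each of the 20 random divisions in 6 of the 9 broad groups, which is more than the sampling of cells gives there. In neuron-like, secretory-like and goblet/basal-like cells, 1, 2 and 14 of the 20 divisions were as large.

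**Figure D5:**
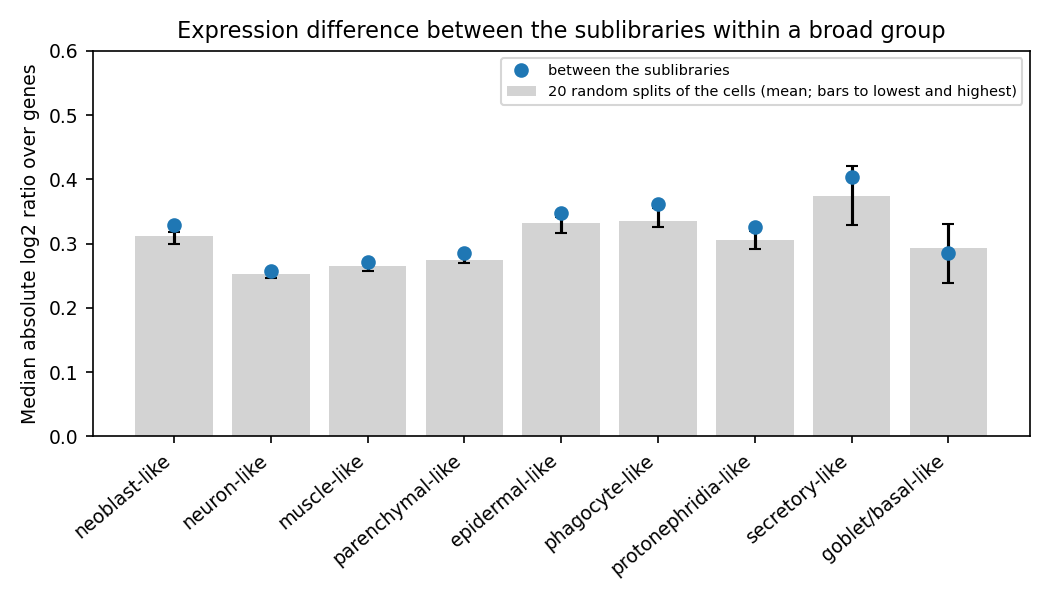
Median absolute log2 ratio of expression over genes (vertical axis) between the sublibraries (points) and between random divisions of the same cells (gray bars, mean of 20, with lines to the lowest and highest), by broad group (horizontal axis). The points lie between 0.26 in neuron-like cells and 0.40 in secretory-like cells, and in 6 of the 9 broad groups they lie above all 20 random divisions.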

The two libraries come from the same experiment and can only be considered technical replicates of the tagmentation and fourth barcoding step. However, we reasoned that these are indeed made of completely different cells. It has been recently shown that pseudoreplication (i.e., computationally distributing cells in random groups to obtain replicate information) works well for single-cell differential gene expression analysis (*69*). 

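Of the cells kept in sublibrary 1 and in sublibrary 2, 730 pairs had the same 24-base barcode. Equal use of all combinations gives 466 such pairs, and the observed use of the sequences of each segment gives 565. Among the 663 pairs of which both cells had a named broad group, 19.0% (95% interval 16.1 to 22.2) were in the same broad group. Pairs drawn at random from the same cells gave 14.9% on average and at most 19.9% in 1000 permutations, of which 3 reached the observed share. The observed pairs share a sequence of the segment with 48 sequences, between which neuron-like shares varied from 11.3% to 33.4%. The random pairs do not keep this, so 14.9% can be too low a comparison, and the cause of the difference cannot be told from it.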

Arguably, this is because in single-cell approaches, there is an additional level of biological replication in the single-cell barcoding. We analyzed the 65 independent cluster-aggregated count tables using DEseq2 (*66*) to identify genes differentially regulated by size (data S9).

**Fig. 7.**
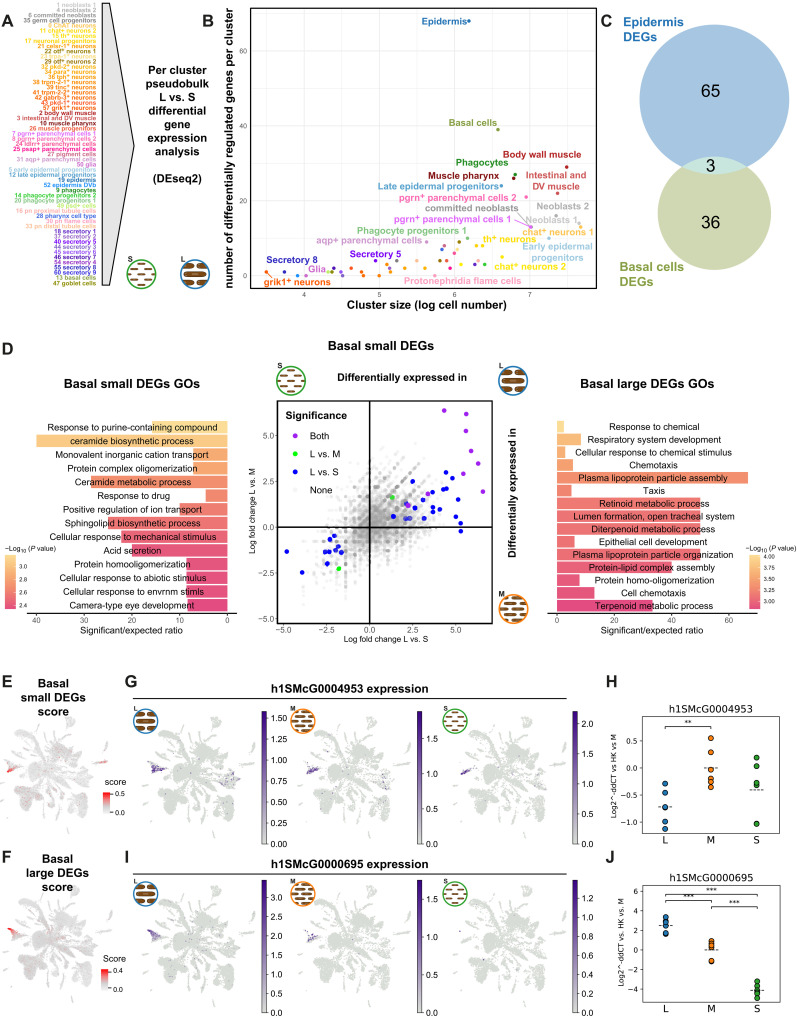
Size-dependent cell type–specific gene modules in L and S planarians. (**A**) Generation of pseudo-bulk count tables for the 55 annotated cell clusters. (**B**) Differential gene expression analysis with DEseq2. Scatter plot showing the number of differentially regulated genes per cluster compared to the log-transformed cell count within each cluster. (**C**) Overlap between differentially expressed genes detected in epidermis and basal cells. (**D**) Scatter plot of differential gene expression analysis comparing L versus S and L versus M log fold changes in computationally dissected basal cells and GO term enrichment analysis of significant genes in the L versus M comparison. Bar size indicates ratio of significant/expected fraction of annotated genes with a given GO term. Color gradient indicates adjusted *P* value (Fisher’s exact test). (**E** and **F**) UMAP visualization of scored expression of basal cell differentially regulated genes. (**G** and **I**) UMAP features plots of differentially regulated genes, sliced in L, M, and S samples. (**H** and **J**) qPCR validation of the same markers. Significance levels are denoted by asterisks (*) based on two-sided *t* tests: **P < 0.01, and ***P < 0.001.

To elucidate if there are cell types that respond more dynamically to size differences, we examined the relationship between cluster size and the number of differential genes detected (Fig. 7B) in each cell cluster. The number of differential genes increased with cluster size because this is correlated with the number of reads that go into the analysis, maximizing its power. However, two clusters lie outside of this distribution, with a much higher number of differentially regulated genes: the epidermis (cluster 19) and the basal cells (cluster 13). These are the clusters identified in the UMAP analysis, likely explaining the UMAP differences. These lists overlapped by only three genes (Fig. 7C), indicating that the differences in gene expression of epidermal and basal cells are largely independent and cell type specific. This analysis shows that the epidermis and the basal cells are the planarian cell types that respond more dynamically to animal size at the gene expression level, with largely independent gene modules.

To examine the genes that are differentially regulated in the epidermis, we obtained volcano plots and analyzed the Gene Ontology (GO) term enrichment of up- and down-regulated genes (fig. S9). Genes differentially expressed in epidermal cells from S animals were enriched in cilium and other related GOs (fig. S9). Genes differentially expressed in epidermal cells of L animals were enriched in creatine metabolism and other metabolic processes, suggesting that in L planarians, epidermal cells carry out metabolic functions (fig. S9). Key genes in this enrichment are AGAT enzymes (*h1SMcG0009479*, *h1SMcG0009480*, and *h1SMcG0011148*), which have been already described in planarian late epidermal progenitors (*42*, *44*, *45*, *47*, *70*).

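The AGAT genes were summed over the epidermal-like clusters. In late epidermal progenitors-like cells, h1SMcG0009479 had 2482 CPM (95% interval 2314 to 2660), h1SMcG0009480 had 2756 (2579 to 2943) and h1SMcG0011148 had 859 (761 to 966). In early epidermal progenitors-like cells, h1SMcG0009479 had 596 CPM (518 to 682) and h1SMcG0009480 had 599 (521 to 685). In the cluster of differentiated epidermis, the values were 138 (83.0 to 215) for h1SMcG0009479, 196 (129 to 285) for h1SMcG0009480 and 225 (153 to 319) for h1SMcG0011148. With genes scaled to unit variance, the epidermis-like cells had 508 CPM (410 to 623) of h1SMcG0009479, 619 (510 to 745) of h1SMcG0009480 and 503 (405 to 617) of h1SMcG0011148.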

We then focused on the recently described basal cells (*39*). They form a cluster (*13*) that does not separate in any of the clustering resolutions tested (fig. S4). However, graph neighborhood differential abundance showed individual graph areas enriched in S and L planarians (Fig. 3). 

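At resolution 1, 96.7% of the basal-like cells were in 1 cluster of 733 cells, which also held 86.8% of the psd+-like cells. At resolution 2, 98.4% of them were in 1 cluster. With genes scaled to unit variance, 100% of the basal-like cells were in 1 cluster at resolutions 1 and 2.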

Differential abundance at the cluster level (Fig. 4 and 5) showed the basal cell cluster is enriched in L planarians. This suggested that basal cells exist in two different cell states, one enriched in L planarians and another one enriched in S planarians.

To further investigate this question, we studied the differential expression between L, M, and S planarians in computationally dissected basal cells (Fig. 7E). Most significant changes corresponded to genes up-regulated in L animal basal cells. The L versus S comparison had more significantly regulated genes (*39*) compared to the L versus M (*11*), but many genes overlapped (*9*). Genes differentially expressed in basal cells of the S planarian sample were enriched in ceramide sphingolipid biosynthesis genes (Fig. 7D). Genes differentially expressed in basal cells of L animals were enriched in lipoprotein particle assembly, retinoid, and terpenoid metabolism genes (Fig. 7D). To elucidate if these genes are exclusively expressed in the basal cell cluster or, if contrarily, they are expressed more generally in other clusters as well, we examined their UMAP feature plots (fig. S7). We found that the differentially expressed genes are expressed in other cell types. 

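Values are given for h1SMcG0000695 and h1SMcG0004953, over all body sizes together. In goblet/basal-like cells, h1SMcG0000695 had 2679 CPM (95% interval 2419 to 2960), and 27.0% of cells had a UMI of it at a median depth of 185 UMIs. In the other named broad groups, it had between 7.19 and 26.9 CPM, with a UMI in 0.225% to 0.643% of cells. The gene h1SMcG0004953 had 1485 CPM (1293 to 1698) in goblet/basal-like cells, with a UMI in 24.0% of cells. Its next highest value was in epidermal-like cells, at 101 CPM (80.0 to 125), with a UMI in 2.93% of cells at a median depth of 293 UMIs. In neuron-like cells it had 2.41 CPM (0.658 to 6.18) and a UMI in 0.0618% of cells at a median depth of 229 UMIs.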

We then scored the expression of these gene sets to obtain a general view of their grouped expression. Genes differentially regulated in basal cells from S animals and L animals were expressed in graph neighborhood areas more abundant in the S planarian sample and in the L planarian sample, respectively (Figs. 7, E and F and 3). This is consistent with the idea of two basal cell states. We examined the expression of one gene down-regulated in both differential gene expression comparisons (*h1SMcG0004953*; Fig. 7G), revealing that all three size categories expressed the gene. We performed qPCR analyses and found that this gene was only significantly down-regulated in L planarians compared to M (Fig. 7H), and the gene was not significantly down-regulated in the differential gene expression analysis either (Fig. 7D). When we checked a gene that was significant in both L versus S and L versus M comparisons (*h1SMcG0000695*; Fig. 7I), we found that this gene was indeed present in the graph neighborhood area enriched in L basal cells and that the gene (and the graph neighborhoods) were nearly absent from the S planarian sample. We perform qPCR analyses to confirm these results and found significant differences in expression in all comparisons. This shows that planarian basal cells are present in two cell states; one is present in planarians of all sizes but differentially enriched in S planarians (Fig. 4), and the other is differentially enriched in L planarians and nearly absent from S planarians (Figs. 4 and 7I). We hypothesize that these cells are responsible for the accumulation of lipids around the basal area of the gut described previously (*27*).

## DISCUSSION

Cell-type allometry is a key question in developmental biology, but it has remained mysterious in many organisms due to the lack of cell-type markers (antibodies, RNA probes). Furthermore, cell quantification with methods of immunohistochemistry and/or in situ hybridization is challenging at full body scale. Cell-type identification based on microscopic observation presents a subjective component. Last, these methods can only identify a few cell types and lack resolution.

Here, we showed that single-cell transcriptomics solves these challenges by providing a method to identify and quantify all major cell types in different samples. Beyond that, scRNA-seq allows accessing the gene expression patterns of each cell type. To achieve this level of resolution, it is key to use fixation methods such as ACME (*21*) and multiplexing approaches such as SPLiT-seq (*22*). These methods will open the door to studying cell-type allometry and other cell-type quantitative studies in virtually every organism.

Planarians are an excellent model to study cell-type allometry because of their ability to grow and degrow with food availability. Previous studies have already shown that neurons are enriched in small planarians and that gut and parenchymal cell types are enriched in large planarians. Our study confirmed these trends but provided higher resolution. For instance, we were able to identify neuron types that are not enriched in S planarians and secretory types enriched in heads. Our results show that the ratios for each cell type are largely explained by their anatomical location despite their broad cell-type identity, with S planarians having an enrichment of head cell types (Fig. 8).

**Fig. 8.**
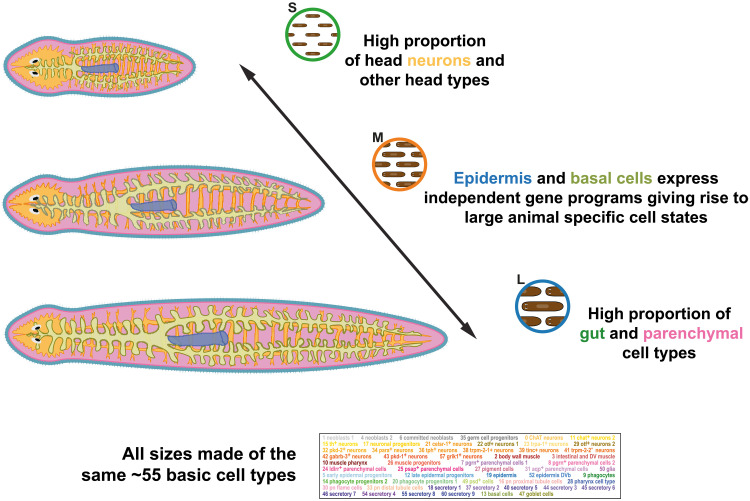
Graphical representation of the cellular and molecular basis for cell-type allometry in planarians. Representation of the key allometric variation depicted via single-cell combinatorial barcoding approach. Presence of the ~55 basic cell types in all planarian sizes. High proportion of neurons of the head region and other non-neuronal head cell types in S planarians. Independent gene modules in epidermis and basal cells give rise to L planarian–specific cell states. High proportion of gut and parenchymal cell types in L planarians.

Baguñà and Romero (*26*) showed that asexual planarians were made of the same basic 13 broad cell types in varying proportions. We confirm these results, but at a higher resolution of ~55 annotated cell clusters. Single-cell transcriptomics is changing the way we think about cell types, showing that granularity is key to their definition (*9*). We were able to show that there are no cell clusters specific to large or small asexual planarians at our current level of resolution. We were able to distinguish up to 17 types of neurons, 7 types of parenchymal cells, and 9 types of secretory cells and found them all represented in all size categories. While further subdivision of these types might lead to the identification of types specific to small or large planarians in the future, the question would then be if these correspond to cell types or if they constitute different cell states of the same specific cell types.

We identify cell states characteristic of large planarians for the epidermis and the basal cells. We argue that these represent states instead of types because (i) they are just defined by a few quantitative differences in gene expression and (ii) they share general markers of their cell type. Increasing the resolution of the Leiden clustering algorithm can cluster these cells out, but at these high resolutions, other cell types are divided in clusters that lack meaningful markers and are largely explained by noise. Our results delve further into the definitions of cell type and cell state and will offer insight to other researchers investigating the nature of cell-type identity.

Crucially, we are able to access the gene expression patterns of these cell types and states and identify differentially regulated genes. Further studies will identify more gene expression differences, enabled by deeper resolutions, larger cell numbers, and increased number of samples and replicates. This will allow us to study their transcriptional regulation, including the transcription factors that regulate the differences. Combinatorial barcoding scRNA-seq methods such as SPLiT-seq and other single-cell analysis methods will be key to decode the cellular and molecular principles of cell-type allometry and other developmental paradigms.

Our results are largely consistent with those of Baguñà and Romero’s microscopic study, except for two key broad groups: the neoblasts and the epidermis. Key to understanding this discrepancy is the fact that the microscopy study did not identify progenitor cells. We were able to identify seven progenitor clusters, the majority of which are enriched in large planarian samples. This also applies to the committed neoblast cluster. It is unclear whether Baguñà and Romero (*26*) classified progenitor cells with neoblasts or with their corresponding cell fate broad group. The overrepresentation of progenitors in large planarians raises interesting hypotheses about the dynamics of cellular differentiation. For instance, the differentiated epidermis contains a group of cells that clusters together with the mature epidermis but contains late epidermal progenitor cell markers and is highly enriched in large planarians. This could indicate a longer time of differentiation for epidermal cells in large planarians. Future research will address the dynamics of cell differentiation in planarians and other organisms using single-cell transcriptomics.

The most dynamic cell type in planarians of different sizes are the basal cells, as they change both their frequency and their gene expression patterns. This type was only described recently (*39*) with proposed metabolic functions. In previous single-cell transcriptomic dataset, the basal cells are found clustered together with other gut cell types (*44*), primarily goblet cells (*21*), due to their similarity. We hypothesize that the basal cells host the size-dependent lipid accumulations described by Thomenn *et al*. (*27*). Our data show that basal cells exist in two states characterized by their gene expression patterns. Basal cells in large animals express lipid particle synthesis and assembly genes. Our results will open the door to further studies about the biology of this enigmatic planarian cell type.

## MATERIALS AND METHODS

### Planarian culture and maintenance

The experiments were conducted using the asexual strain derived from the clonal line Berlin-1 of *S. mediterranea*. The animals were kept at a temperature of 20°C in 1× Montjuic water (*71*), which consists of 1.6 mM NaCl, 1.0 mM CaCl_2_, 1.0 mM MgSO_4_, 0.1 mM MgCl_2_, 0.1 mM KCl, and 1.2 mM NaHCO_3_ dissolved in deionized water. The pH of the solution was adjusted to approximately 7.5 using 1 M HCl. The planarians were fed fresh cow liver every 4 to 5 days.

### Sized animal selection and photography

Animals encompassing all sizes in our asexual cultures were taken from boxes that had not been feed for 4 to 10 days. These animals were pooled together in the same containers to introduce a level of randomization, and they were starved for further 3 days, ensuring that all animals had 1 to 2 weeks of starvation before the experiment. On the day of the experiment, we separated animals that had fissioned in the last 3 days. Then, the animals were manually selected at random and classified based on their sizes into different experimental groups through visual assessment. Our primary objective was to categorize the animals into four distinct body sizes, specifically designated as extra large (XL), L, M, and S. To ensure that cell numbers are comparable, we selected 10, 25, 50, and 100 animals for the XL, L, M, and S size categories respectively. After animal selection, animals were photographed, and ACME was dissociated on the same day to avoid changes in size (e.g., by fission).

To obtain visual records, we took photographs, with a standardized methodology of capturing groups of five animals per picture on an A4 graph millimeter paper. The process avoided animal manipulation under scope bright light to avoid inducing stress. We captured low-resolution images using a Lumens PC193 standard field camera, using the default settings and a 35-mm focal length. We proceeded to measure the area of the individual animals to ensure the accuracy of our examination and quantify the size separation range. The images were processed and analyzed using ImageJ 1.51d software, treating them as 8-bit pictures, enabling us to measure the animal’s area in pixels. Subsequently, we calculated the corresponding area in square millimeter by comparing the measurements of animal pixels with the known measurements of the pixel scale present on the millimeter paper within each picture.

### ACME dissociation

The ACME solution was freshly prepared by combining commercially sourced deoxyribonuclease/ribonuclease-free distilled water, methanol, glacial acetic acid, and glycerol in a ratio of 13:3:2:2 (*21*). Each sample was placed in a 15-ml Falcon tube. Montjuic water was removed using a Pasteur pipette, and approximately 100 to 500 μl of 7.5% N-acetyl cysteine in 1× phosphate-buffered saline (PBS) was added to cover the planarians and remove the mucus and protect the RNA. The ACME solution was promptly added to each sample, reaching a final volume of 10 ml per tube. The samples were then left to dissociate at room temperature for 45 min on a see-saw motion shaker at 35 to 45 rpm, with tubes oriented parallel to the direction of movement. We complete dissociation mechanically by pipetting the reactions up and down using 1-ml low-binding pipette tips. From this point, the samples were kept on ice to prevent RNA degradation.

To remove cell aggregates and undissociated tissue fragments, each sample was filtered through a 50-μm Celltrics filter into a new 15-ml tube and then subsequently filtered through a 40-μm Celltrics filter into another tube. The sample was centrifuged at 1000*g* for 5 min (4°C), discarding the supernatant except for 1 to 2 ml, which was used to resuspend the pellet. We filter each sample one more time using 40-μm cell strainer pipette tips (1000 μl) into a new 15-ml tube.

To clean the cells, 7 ml of buffer [1× PBS and 1% bovine serum albumin (BSA)] was added to each sample, followed by centrifugation at 1000*g* for 5 min (4°C). The supernatant was removed, and the pellets were resuspended in 900 μl of buffer (1× PBS and 1% BSA) and transferred to 1.5-ml Eppendorf tubes. For cryopreservation, 100 μl of dimethyl sulfoxide was added to each tube (*72*), and the samples were directly stored at −80°C.

### SPLiT-seq

scRNA-seq libraries were generated using a combinatorial barcoding approach, following a customized adaptation of the SPLiT-seq protocol (*22*). We developed and refined a 4-day protocol, incorporating various optimizations, to achieve improved efficiency and reliability.

#### Day 1: Rounds 1, 2, and 3 of DNA barcoding

For cytoplasm staining, the dissociated samples were labeled with a concentration of 2 μl/ml from a stock solution (1 mg/ml) of Alexa Fluor 488–conjugated concanavalin A (Invitrogen). In addition, for nuclear staining, a concentration of 1 μl/ml from a 5 mM stock solution of Draq5 (eBioscience) was used. The labeling process took place in the dark at 4°C for a duration of 30 to 45 minutes. Subsequently, the samples were visualized using a CytoFlex S Flow Cytometer (Beckman Coulter) to determine the count of single cells per sample and measure the percentage of cells in G_1_ and G_2_ phases.

The first round of barcoding was carried out through in-cell reverse transcription (RT). Anchored oligo (dT) oligos were used to minimize the number of ribosomal reads. Each reaction used ~5000 singlet events as calculated from the flow cytometry count in a volume of 8 μl per well. Following this, a second and third round of barcoding were performed using ligation reactions (*21*).

#### Day 2: FACS sorting and cell lysis

Following the barcoding process, cells were sorted using a BD FACS Aria III Cell Sorter (BD Biosciences) in 50 μl of lysis buffer [comprising 20 mM tris (pH 8.0), 400 mM NaCl, 100 mM EDTA (pH 8.0), and 4.4% SDS]. A maximum of 25,000 events were sorted into each tube. To ensure the absence of RNase contamination, the FACS instrument was meticulously cleaned with bleach and precooled before sorting. The injection and collection chambers were maintained at 4°C throughout the sorting process. Sorting was carried out using the BD FACSDiva Software, set up in a four-way purity mode, with an 85-μm nozzle and moderate-pressure separation (45 Psi).

Subsequently, the volume of each sorted sublibrary was adjusted to 100 μl, and 10 μl of Proteinase K (20 mg/ml) was added to each tube. The lysates were then incubated at 55°C for 2 hours, with manual shaking of the tubes every 15 min. Last, the lysates were stored at −80°C for further use.

#### Day 3: cDNA purification, template switch, and dsDNA amplification

To purify the cDNA from genomic DNA, we used 44 μl of Dynabeads MyOne streptavidin C1 (Invitrogen) per lysate. These magnetic beads were conjugated with streptavidin, which binds to the biotin present at the 3′-end of the third barcode. The manufacturer’s protocol for Dynabeads nucleic acid purification was strictly followed without any deviations.

Next, the cDNA was converted from single-stranded DNA (ssDNA) to double-stranded DNA (dsDNA) through a template-switch reaction. This reaction involved the following components per sample: 44 μl of 5× RT buffer (Thermo Fisher Scientific), 44 μl of 20% Ficoll PM 400 (Sigma-Aldrich), 22 μl of a mixture containing 10 mM of each of the four deoxynucleotide triphosphates (NEB), 5.5 μl of Template Switch Oligo (100 μM), 11 μl of Maxima H Minus RT, and 88 μl of nuclease-free water. The samples were incubated in this reaction mix for 30 min at room temperature, followed by 90 min at 42°C with agitation. After incubation, the template switch mix was removed using a magnetic rack.

For cDNA amplification, a total of 121 μl of 2× Kapa HiFi HotStart ReadyMix (Roche), 9.68 μl of PCR_PF (10 μM), 9.68 μl of PCR_PR (10 μM), and 101.64 μl of nuclease-free water were added to the cDNA samples. Each sample was resuspended in 220 μl of the PCR mix and divided into four PCR tubes. The following thermal cycling program was run: an initial denaturation step at 95°C for 3 min, followed by five cycles of denaturation at 98°C for 20 s, annealing at 65°C for 45 s, and extension at 72°C for 3 min. The four PCR reactions were then combined into a single 1.5-ml Eppendorf tube, and the Dynabeads were separated using a magnetic rack. Two hundred microliters of the supernatant, containing the cDNA in suspension, was divided into four wells of a qPCR plate, with 50 μl in each well, and 2.5 μl of 20× EvaGreen (Biotium) per well was added. Lasy, qPCR was performed until reaching the nonexponential plateau phase.

The magnetic beads were preserved for potential future use. After the template switch reaction, the beads were resuspended in 250 μl of tris-T buffer and carefully stored at 4°C. This storage condition ensured the stability and integrity of the beads for potential subsequent applications.

#### Day 4: Tagmentation and round 4 of barcoding

The qPCR reactions were subjected to solid phase reversible immobilization (SPRI) size selection using Kapa Pure Beads (Roche) at ratios of 0.8× and 0.7×. This step effectively removed fragments smaller than 300 bp. The concentration of the resulting libraries was determined using a Qubit fluorometer (Thermo Fisher Scientific), and the fragment distribution was assessed using an Agilent 2100 Bioanalyzer with the Agilent High Sensitivity DNA Kit.

Next, the sublibraries underwent tagmentation using the Nextera DNA Library Preparation Kit (Illumina). The tagmentation process was promptly neutralized using the Monarch PCR & DNA Cleanup Kit (NEB). The samples were then eluted in a final volume of 20 μl using the elution buffer.

For the fourth and final round of barcoding and library preparation, PCR amplification was performed using tagmentation master primer i7 and library-specific tagmentation primers i5. The resulting products were subjected to size selection using Kapa Pure Beads (Roche) at ratios of 0.7× and 0.6×. The fragment distribution was once again assessed using the Agilent 2100 Bioanalyzer with the Agilent High Sensitivity DNA Kit, and the library concentrations were quantified using the Qubit fluorometer.

### SPLiT-seq read processing

Following sequencing on a NovaSeq 6000 platform (Illumina) by Novogene, our generated data underwent quality control and preprocessing steps to ensure high-quality data for subsequent analyses. These steps included read alignment, barcode demultiplexing, and removal of low-quality or duplicate reads. The sequencing was performed with 150–base pair length, paired-end reads. However, the reads were provided without any extensive quality verification apart from a basic quality check. Therefore, we conducted initial quality checks using the FastQC software. To further improve the quality of the data, we utilized the CutAdapt v2.1 tool. For read 1, we removed Illumina universal adaptors, as well as short and low-quality reads, using the command: “cutadapt -b AGATCGGAAGAG -m 60 -j 4.” Similarly, for read 2, we removed short and low-quality reads, terminal Ns, and the Nextera adapter sequence using the command: “cutadapt -m 94 -j 4 --trim-n -b CTGTCTCTTATA.” To ensure that only paired reads were retained, we used the Makepairs tool in our preprocessing pipeline. This step helped us maintain the integrity of paired-end reads for subsequent analyses.

We used a new *S. mediterranea* genome and annotation by the J. Rink laboratory (*52*). After the preprocessing steps, we utilized the Drop-seq_tools-2.3.0 software package (available at https://github.com/broadinstitute/Drop-seq) to create sequence dictionary, refFlat, reduced GTF, and interval files. To generate the STAR-2.7.3a index (*73*), we used the following settings: --sjdbOverhang 99, −-genomeSAindexNbases 13, and --genomeChrBinNbits 14. This index allows for efficient mapping of the reads to the reference genome. Each of the two sublibraries sequenced in our study was processed separately. For barcode extraction, verification, and correction (with hamming distance ≤ 1), we used the SPLiTseq toolbox (available at https://github.com/RebekkaWegmann/splitseq_toolbox). This toolbox incorporates many of the components of Drop-seq_tools-2.3.0. Mapping of the processed reads was performed using STAR-2.7.3a with the --quantMode GeneCounts option and default settings. To re-order and merge the aligned and tagged reads, we used Picard v2.21.1-SNAPSHOT (developed by the Broad Institute, available at http://broadinstitute.github.io/picard/). Specifically, we used the SortSam and MergeBamAlignment tools. For further annotation of the mapped reads, we used the Drop-seq_tools-2.3.0 TagReadWithInterval and TagReadWithGeneFunction tools in sequential order. These tools use the custom refFlat and genes.intervals files created earlier to note the mapping location and assign gene function to the reads. The resulting mapping files were then used to create expression matrices for each library individually using the Drop-seq_tools-2.3.0 DigitalExpression tool. We applied the following settings: READ_MQ = 0, EDIT_DISTANCE = 1, MIN_NUM_GENES_PER_CELL = 50, and LOCUS_FUNCTION_LIST = INTRONIC. These settings ensured the generation of accurate expression matrices for subsequent analyses.

### Genome annotation

The *S. mediterranea* genome (*52*) and annotation were subjected to a snakemake workflow of standard tools for gene annotation, found at https://github.com/apposada/gene_annot. Briefly, the longest isoforms per gene were extracted using gffread on an AGAT-standardized version of the GFF3 annotation file and the genome sequence FASTA. These sequences were translated into proteins using TransDecoder (https://github.com/TransDecoder/TransDecoder) using evidence from BLAST reciprocal best hits against the UniProt database and hmmer queried against the PFAM database, as previously described (*51*). Protein sequences were further annotated using (i) eggNOG against the protein set of all metazoa (*74*); (ii) InterProScan against the PFAM, SFAM, and Panther databases; (iii) BLAST reciprocal best hits against the UniProt database; and (iv) assigning co-orthologs from a set of model organism species using OrthoFinder (*75*). Evidence from (ii, iii, and iv) was used to annotate transcription factors into TF classes using also data from AnimalTFDB 3.0 (*76*), as previously described (*51*).

### Single-cell transcriptomic analysis

The scRNA-seq data were analyzed using Scanpy. The gene expression data from each of the two sublibraries, encapsulated in the 10x matrices, were uploaded and processed to associate the sample names with the Anndata object. We tagged each cell observation in adata.obs with its sample of origin. In addition, each gene in the adata.var. was tagged with the previously described gene annotations.

We applied additional quality control (QC) measures to the scRNA-seq data to eliminate low-quality cells. Specifically, we used the command “sc.pp.filter_cells(adata, min_counts = 100)” to filter out cells with a low number of UMIs and “sc.pp.filter_cells(adata, min_genes = 100)” to filter out cells with a low expression of genes. To further assess the quality of the data, QC metrics were calculated using the command “sc.pp.calculate_qc_metrics(adata, qc_vars=[‘mt’], percent_top=None, log1p=False, inplace=True).” Cells with a low number of expressed genes are often indicative of poor quality or technical artifacts, and therefore, they were excluded from further analysis. Similarly, cells with a low total UMI count may be associated with low RNA content or technical issues, so they were also excluded to improve the downstream analysis quality. To achieve this, we filtered the matrix in the Anndata object, removing cells where the number of expressed genes was less than 900 using the command “adata = adata[adata.obs.n_genes_by_counts < 900,: ]” and cells where the total molecule count was less than 1200 using the command “adata = adata[adata.obs.total_counts < 1200,: ].” Furthermore, we performed normalization to ensure consistent read counts across cells, which was accomplished using the command “sc.pp.normalize_total(adata).” Subsequently, the data were log-transformed to stabilize the variances, and variable genes were identified to pinpoint genes that exhibited significant expression variation across cells. For this purpose, the top 24,000 variable genes were selected using the command “sc.pp.highly_variable_genes(adata, n_top_genes = 24000).”

To reduce the dimensionality of the dataset, we used PCA and UMAP (for dimension reduction). PCA was performed on the first 150 principal components using the command “sc.tl.pca(adata, svd_solver=‘arpack’, n_comps=150).” An elbow plot was created to assess the amount of variance captured by these components. Based on the PCA results, the neighborhood relationships between cells were determined using the first 95 principal components with the command “sc.pp.neighbors(adata, n_neighbors=55, n_pcs=95).” For UMAP visualization, the calculated neighbors were used, and parameters such as minimum distance and spread were specified to control the density and layout of the visualization. This was accomplished using the command “sc.tl.umap(adata, min_dist=0.75, spread=1.25, alpha=1, gamma=1.0).” Clustering was performed using the Leiden algorithm, and the resolution was set to values 1, 2, 3, and 4 to determine the optimal granularity of the clusters. To evaluate the consistency and robustness of the clustering results, correlation matrices and dendrograms were examined for each clustering resolution. Reliable clustering was indicated by consistent and well-separated clusters in both the correlation matrix and dendrogram. In addition, known marker genes were referenced to assess whether the clustering algorithm accurately captured the expected biology (*44*). Last, to identify marker genes associated with each cluster, gene rankings were generated using both the ‘wilcoxon’ and ‘logreg’ methods. The cluster dendrogram was obtained with the scanpy function “sc.pl.dendrogram.”

To gain further insights into the cellular composition and heterogeneity present in the scRNA-seq data, we visualized cluster-specific marker genes using dot plots, heatmaps, and features plots. These visualizations provided a concise representation of gene expression within each cluster as well as across clusters. By performing these analyses and examining the expression patterns of known marker genes, we were able to identify distinct cell populations and infer their respective cell types. To obtain log_2_ ratios between cell numbers in L and S planarians, we divided the number of cells in each cluster in each size category by the sum of the cells in the category. We then applied logarithms and obtained the ratios by subtracting the log frequency values. These values were plotted on the UMAP using a custom color scale, since most values are between −1.3 and 1.1 except cluster 54 (secretory 4), which has an outlier value of 4.4.

### Pseudo-bulk and differential gene expression analysis

Using the cell annotation derived from our single-cell analysis (i.e., clustering, broad cell types, etc.) as well as cell information such as size of the organism of origin (L, M, and S) and cell library, we generated a pseudo-bulk matrix by aggregating, for a given gene X, all the counts of gene X from cells coming from the same cluster and library, effectively generating a pseudo-bulk matrix with genes in rows and “pseudosamples” (i.e., all combinations of cell type + “condition,” i.e., organism size + “replicate,” i.e., library) in columns. For a given cell type i, we subsetted this pseudo-bulk matrix to keep pseudosamples from cell type i and genes annotated as “high confidence” in the gene annotation (see Materials and Methods) and performed differential gene expression analysis using DESeq2 (*66*) inside a custom wrapper. Briefly, we filtered genes with less than two counts in at least one replicate and performed a negative binomial test from DESeq2 with contrast “L” over “S.” Genes were considered differentially expressed if the *P* value of the test was lower than 0.05.

### In situ hybridization images

All in situ hybridization images were downloaded from https://digiworm.wi.mit.edu/ (*42*). The genes selected are dd_Smed_v4_21541_0_1 (h1SMcG0010053), dd_Smed_v4_750_0_1 (h1SMcG0017679), dd_Smed_v4_43_0_1, (h1SMcG0005326), and dd_Smed_v4_7593_0_1 (h1SMcG0011854).

### Graph neighborhood differential abundance

Comparison in cell-state abundance between the different sizes of the organism of origin were analyzed using the package Milo (*54*) with the implementation in python milopy (https://github.com/emdann/milopy). The dataset was subsetted into cells from each corresponding library and grouped into adata objects for the two differential comparisons made (L versus S and M versus S). kNN graphs were constructed using similarity of each cell embedding, and cells were classified into neighborhoods. Later, this information was assigned to the cluster annotation of the whole dataset based on the number of cells belonging to that neighborhood. To detect significance across the pairs in the differential neirghbohood analysis a threshold of spatial false discovery rate (<1%) and log fold change (±0.5) was implemented. For more details in the commands used for these analyses, see the code repository.

### Statistical analysis

To assess the relationship between cluster memberships and size category membership, Pearson’s chi-squared tests for independence were conducted. Each omnibus chi-squared test was followed by a post hoc analysis of the standardized residuals to assess which category combinations were significantly over- or under-represented. Multiple testing was corrected using the Benjamini-Hochberg correction, which was deemed more appropriate than the more commonly used Bonferroni correction as it focused on reducing false discovery rate under multiple testing.

All statistical analysis was conducted in R version 4.3.0 (R Core Team, 2023; www.R-project.org/) using RStudio 2023.03.1 + 446 (Posit team, 2023; www.posit.co/). Additionally to baseR functionalities, the package suite tidyverse version 2.0.0 (*77*) and packages chisq.posthoc.test version 0.1.2 (Ebbert, 2019; https://CRAN.R-project.org/package=chisq.posthoc.test), colorspace version 2.1-0 (*78*), and rstatix version 0.7.2 (Kassambara, 2023; https://CRAN.R-project.org/package=rstatix) were used for analyses and development of heatmaps.

### Comparison with anterior-posterior dataset

To compare our observations with those of the anterior-posterior RNA-seq dataset performed by Stückemann and colleagues (*65*), we first obtained the best markers of each of our resolution 3 Leiden clusters. These were defined by the overlap between the Wilcoxon and the logistic regression top 30 markers. These markers were parsed using our annotation of the *S. mediterranea* genome (see project repository) using pandas scripts to obtain their equivalent transcripts in the Dresden version 6 transcriptome. Then, the values of these transcripts in the anterior-posterior dataset were obtained, *z*-scored, and averaged. The results were displayed as a heatmap using pandas and seaborn. The reverse comparison was performed by parsing the Dresden v6 transcripts against the newer version of the genome using pandas. Then, we used scanpy sc.tl.score_genes to obtain scores for each of the Stückemann *et al.* (*65*) in our cells. These scores were visualized in a matrixplot using scanpy.

### Real-time qPCR

L, M, and S planarians were classified as described above. Three biological replicas for each condition were used. Total RNA was extracted from each sample using TRIzol reagent (Invitrogen), following the manufacturer’s protocol. cDNA was synthesized from 1 mg of RNA using the Maxima H Minus Reverse Transcriptase (Thermo Fisher Scientific) and anchor oligo(dT)20 V. The samples were incubated for 35 min at 50°C, diluted 1:10, and kept at −20°C until use. The top and most specific markers of selected clusters were chosen for the qRT-PCR. The housekeeping gene (cytoplasmic dynein 1 heavy chain, DYNC1H1) was picked from the single cell dataset by extracting the most expressed gene, with the lowest log fold change expression between L, M, and S samples. Primers were designed using Primer3 software, and sequences can be found in data S8. The qRT-PCR reaction was performed using the Luna Universal qPCR Master Mix (New England Biolabs) in a QuantStudio 1 Real-Time PCR System (Thermo Fisher Scientific). For each biological replicate, we inputted three technical replicates in every reaction. Log_2_^-∆∆*C*T^ values and plots were obtained using Python.

# Supplementary material for: Allometry of cell types in planarians by single-cell transcriptomics
**Source:** Sci Adv. 2025 May 7;11(19):eadm7042. doi: 10.1126/sciadv.adm7042
**Supplement:** Supplementary file 1 — Supplementary Text Figs. S1 to S9 Legends for data S1 to S9

Supplementary Materials for  
**Allometry of cell types in planarians by single-cell transcriptomics**

Elena Emili *et al.*

*Sci. Adv.* **11**, eadm7042 (2025)  
DOI: 10.1126/sciadv.adm7042

**The PDF file includes:**

Supplementary Text  
Figs. S1 to S9  
Legends for data S1 to S9

**Other Supplementary Material for this manuscript includes the following:**

Data S1 to S9

## Supplementary Text

### Supplementary Note: Power Analysis of cell abundances in SPLiT-Seq data

#### Introduction

In statistics, power is a measure to assess the likelihood of effectively rejecting the null hypothesis provided the circumstances in which the test was done. The power of a test is related to the sample size, the criterion of significance of choice, the degrees of freedom of the test, and the so called “effect size” (ES, a number to estimate how present in the population is the biological phenomenon of interest). Generally, small sample sizes require larger effect sizes for a test to be considered powerful, but this may not hold true for very large samples (such as a whole dataset of planarians in a single cell experiment, as it is our case).

There are many ways to estimate the ES, generally more than one per kind of test. For proportion comparisons such as the Chi-Square post-hoc analyses we perform in Figure 4, a standard ES is an index that scales in relation to the discrepancies between the observed proportions of a sample and the expected proportions of a population, in an  $R \times K$  contingency table of categories.

#### *A priori* power analysis of a putative dataset

The body of a complex, multicellular organism such as an animal is formed by many different cell types, but this does not mean these cell types are equally abundant or frequent. We know from multiple single-cell transcriptomic studies that several cell types, especially those like secretory cells, sensory cells, or several neuronal and intestinal subtypes, are less abundant than those such as epidermis, skeletal muscle or cholinergic neurons, in a disproportionate order of magnitude (42, 44). In practice this means that, if we were to study a phenomenon that entails changes in the relative abundances of cell types, some cell types will see more subtle differences in abundances than others. Because no sequencing technology can capture a perfect molecular portrayal of a biological sample, this means that our capacity to detect such subtle differences may be hindered by factors like sequencing depth, or the amount of biological sample needed to capture those smaller cell types at a given sequencing depth. Therefore, it becomes necessary to assess to which extent one can rely on abundance tests to detect such differences under a given experimental design, because there might be not a single rule-of-thumb. For this we can calculate the *a priori* power of the abundance tests performed in such clusters.

Let us consider a putative single cell dataset of *Schmidtea mediterranea*, comprised of 25,000 cells from four different samples, each being a different experimental condition, and equally abundant –each comprising 25% of the total dataset (Supplementary Figure S5A). Planarian cell type abundance varies a lot: it ranges from small clusters that comprise below one percent of the total dataset (secretory cells, several neuronal cell types) to large clusters sitting comfortably around or above the ten percent (muscle cells, neoblasts, cholinergic neurons).

Of these four conditions, let us suppose one condition, named ‘X’, has different cell type abundances than what one might expect based on the literature. If we tested for differences in abundances of a small cluster ‘Y’ (which normally comprises 0.05% of the dataset) between

different conditions, we could think of a contingency table like the one in Supplementary Figure S5B.

Of note that the marginal proportions for belonging to the small cluster are not 0.5% and 99.5%, as one might expect from the literature. This is because this dataset is comprised of several samples, one of which (X, the one we are testing) has a deviation from the expected proportions which alters the relative abundance of the cell type in this specific dataset (the other three still following the expected cell proportions in this example). Likewise, we assume 25% and 75% for the frequencies of cells from (or not from) condition X as we mentioned we have an equally large number of cells from each condition.

In this putative situation, we could find that cells from condition X have 0.6% cells Y, compared to cells from the rest of the conditions which retain an expected value of 0.5% in the dataset. This would mean that we found differences of 0.1% between our condition of interest and the expected proportions (Supplementary Figure S5B). Are these differences enough to reliably reject the null hypothesis if we saw ourselves in such a case?

In order to assess the power of this test, we must calculate the following:

1. Sample size: As this is a Chi-Square comparing differences in small cluster 'Y' relative to the whole dataset, the sample size would correspond to the total amount of cells (25000).
2. Significance criterion: all the tests reported as significant in our study have a p-value below 0.05.
3. Degrees of freedom: this test consisted of two categories: "being Y / not being Y" (category R) and "condition X / not condition X" (category K). The resulting contingency table is 2x2 and thus the degrees of freedom are  $(2-1) \times (2-1) = 1 \times 1 = 1$ .
4. The Effect Size. We relied on Cohen's formula for calculating the effect size 'w' (55), for which we need to retrieve the observed proportions (which we already have) and the expected proportions. See below for more details.

To retrieve the expected proportions, we can think of the following. If the null hypothesis (expected) was true, there would be **no association** between being from cluster Y and being from condition X. Therefore, if there were no association, the **individual proportions would be expected**. In other words: 25% of the cells in the dataset are from condition X, and .525% of cells in the dataset are from the cluster Y. If there were no association, we expect to find the same fraction of cells Y inside the fraction of cells from condition X. Which means, the expected probability of cells Y in planarians from condition X would be .525% of the 25% of cells of the population. In practice, this means we retrieve the expected proportions by multiplying the marginals of the contingency table of proportions P1 (i.e. the table of observed proportions). This is the P0 table, the table of expected proportions (Supplementary Figure S5C).

As stated before, the "Effect Size" is a way to quantify, or parametrise, the presence of the phenomenon in the population. This stems from the idea that oftentimes a null hypothesis is tethered to a specific quantitative aspect of the population: for example, the **null** hypothesis of differences being prone to a given disease between biologically-assigned-at-birth males and females might be .50, i.e. no differences. Following this logic, any quantitative deviation from this proportion can be understood as a means to parametrise the degree to which the null hypothesis is false. According to Cohen (55), when the null hypothesis is incorrect, the truth deviates from the null hypothesis by a specific amount. This degree of deviation reflects how

strongly the phenomenon being studied is present. The effect size (ES) is introduced as a way to quantify this. When the null hypothesis is accurate, the effect size is zero, but when it is false, the effect size takes on a nonzero value that represents the extent of departure from the null hypothesis. Essentially, the effect size serves as a measure of how much the observed data diverges from what would be expected under the null hypothesis.

In the case of testing the association between being “cell type Y” and belonging to “condition X”, we could think of the ES as the departure of the observed proportions from the expected proportions. Cohen implemented a formula to calculate this:

Equation 1:

$$\sum_{i=1}^m \sqrt{\frac{(P_{1i} - P_{0i})^2}{P_{0i}}} = w$$

Where ‘ $P_{1i}$ ’ corresponds to observed proportions and ‘ $P_{0i}$ ’ corresponds to expected proportions, and the range from ‘i’ to ‘m’ are the different cells from the contingency tables of observed and expected proportions. That is, the different values of the contingency table, which correspond to combinations of categories from R and K.

Considering a simplified depiction of the two contingency tables P1 and P0, where every cell is labelled with one letter, and colours indicate whether it is P1 (observed) or P0 (expected). Our visual depiction in Supplementary Figure S5D can help us visualise the way Cohen’s ‘w’ parameter is calculated.

With this, we can therefore estimate that, in a dataset of 25,000 cells and four evenly sampled experimental conditions, observing a small cluster going from 0.5% to 0.6% translates into an effect size of ~0.006. In turn, using the ‘pwr.chisq.test’ function from the R package ‘pwr’, providing the rest of required values (sample size, significance level, degrees of freedom) we can estimate this translates into a statistical power of .15, which is not considered enough.

We can expand this reasoning to more scenarios, with multiple differences in proportions across clusters of different size (abundance in the dataset), in order to explore which differences would yield powerful tests for each kind of cluster. With these values we could guide ourselves if we found similar differences in abundance. The resulting effect size and power analyses can be observed in the heatmaps of Supplementary Figure S5E.

On the left side we have a heatmap showing the estimated Effect Size for clusters of different sizes (rows) when detecting putative differences of different orders (columns). On the right side we have a heatmap for the resulting power analysis of the respective Chi-Squared tests. One asterisk (“\*\*”) indicate power above 0.8, and two asterisks (“\*\*\*”) indicate power above 0.95.

As a general rule of thumb, any difference above two percent (that is, finding an increase or a decrease of 2%) can reliably yield a powerful test, below which these differences vary with the cluster size. The smaller the cluster, the more subtle these differences and the less likely they could be attributed to variability in the dataset that is not related to the phenomenon under study.

### ***A posteriori* power analysis: case example from our dataset**

With this knowledge, how does our resulting Chi-Squared tests of abundances relate to these putative scenarios?

In our case, provided the number of tests and comparisons are made, we will assess the power of every test in the heatmaps of Figure 4. But for clarity's sake, we will focus on just one of these tests.

A brief clarification before continuing. We will be referring to the major groups of cell types as “**broad types**” –these are: **neoblasts, epidermal, phagocytes, basal/goblet cells, muscle, neurons, parenchyma, protonephridia**, and **secretory** cell types. By opposition, we will refer to the discrete clusters used throughout the manuscript as “**specific cell types**” –these are neoblasts 1, neoblasts 2, committed neoblasts, germ line progenitors, early epidermal progenitors, etc.

As one example, we will focus in one such test. In Figure 4C, we can see that the “specific cell type” neoblasts 2 is significantly enriched in small planarians and depleted in large planarians. To assess the power of this test, we must figure out the following data:

1. Sample size: as before, the sample size would correspond to the total amount of cells (28423).
2. Significance criterion: again, this would be 0.05.
3. Degrees of freedom: again, this would be 1.
4. The Effect Size, which we can estimate again using Cohen's formula.

More details on the effect size. Suppose the following contingency table, where we study the number of “neoblasts 2” cells in small planarians. We have two different ways to categorise the cells: first, the cell type they belong to; second, the size of the planaria they come from. The first category we call R (with categories r1 and r2), and the second category we call K (with categories k1 and k2) (Supplementary Figure S5F). In this table of number of cells, “not small” amounts to cells from M and L planarians, and “not neoblasts” amounts to cells from every other specific cell type except neoblasts2.

To retrieve the proportions within the sample, we can divide these numbers by the total, 28423. This is what we call the P1 proportions table (Supplementary Figure S5G).

Like before, we retrieve the expected proportions by multiplying the marginals of the contingency table of proportions P1. This leads to the expected proportions P0 (Supplementary Figure S5H).

We will apply Cohen's formula here, replacing the different values:

Equation 2:

$$\sqrt{\frac{(.0177 - .0149)^2}{.0149} + \frac{(.0371 - .0399)^2}{.0399} + \frac{(.2538 - .2566)^2}{.2566} + \frac{(.6914 - .6886)^2}{.6886}} = .0276$$

According to Cohen's tables of effect size values, as a rule of thumb, low ES values are .1, medium ES values are .3, and high ES values are .5. Following this criterion, the value obtained above should be understood, in principle, as negligibly low. However, we must remember that a power analysis also takes in other variables such as the sample size, and the significance criterion.

When plugging in these values into the R function `pwr.chisq.test` from the R package `pwr`, we retrieve the results observed in Supplementary Figure S5I. We see that this large sample size, despite a very low ES value, results in very high power (a standard value of ‘good’ power analyses is considered equal or above 0.8). This means that in our dataset, with this

experimental design, we can reliably reject the null hypothesis that there is no relationship between being a cell from the “neoblasts 2” specific cell type and coming from small planarians.

### ***A posteriori* analysis of differences in abundances for other cell types**

This also happens with the rest of statistically significant abundance tests performed for other specific cell types. Supplementary Figure S5J represents the resulting power analysis of every Chi-Squared test in Figure 4C. Dashed red line indicates power = 0.8. We also retrieve good power when doing the same for all the significant tests at the broad cell type level (Supplementary Figure S5K), and the same for significant tests when comparing the abundances of specific cell types relative to their broad type, with one exception (phagocyte progenitors 1 in L, which falls right below 0.8)(Supplementary Figure S5L).

With this, we focused on trying to assess if there was any association between cluster size and having relatively good power in our dataset. For this we visualised changes in cluster size (logarithmic) against the resulting power of each of the tests Figure 4C (Supplementary Figure S5M). There seems to be a small relationship between cluster size and level of power ( $R = +.28$ , highlighted by the blue line).

### **Conclusion**

Our *a priori* analysis suggested that differences in abundances can be reliably detected even for small clusters, for which smaller differences may tend to be significant. This aligns with the high power detected *a posteriori* for all the significant tests of abundances performed in this manuscript. There is room for improvement, however: the slight linear relationship between cluster size and statistical power aligns with the idea that detecting differences is influenced by the resolution of the data (depth of sequencing, for example). This means that, with more material and deeper sequencing, we can likely enhance the detection of smaller clusters and increase our capability to assess differences in cell abundance across experimental conditions.

With this, overall, we think the large sample size of a single cell experiment suffices to detect subtle changes in cell abundances of different clusters, regardless of the cluster sizes we normally observe in planarians.

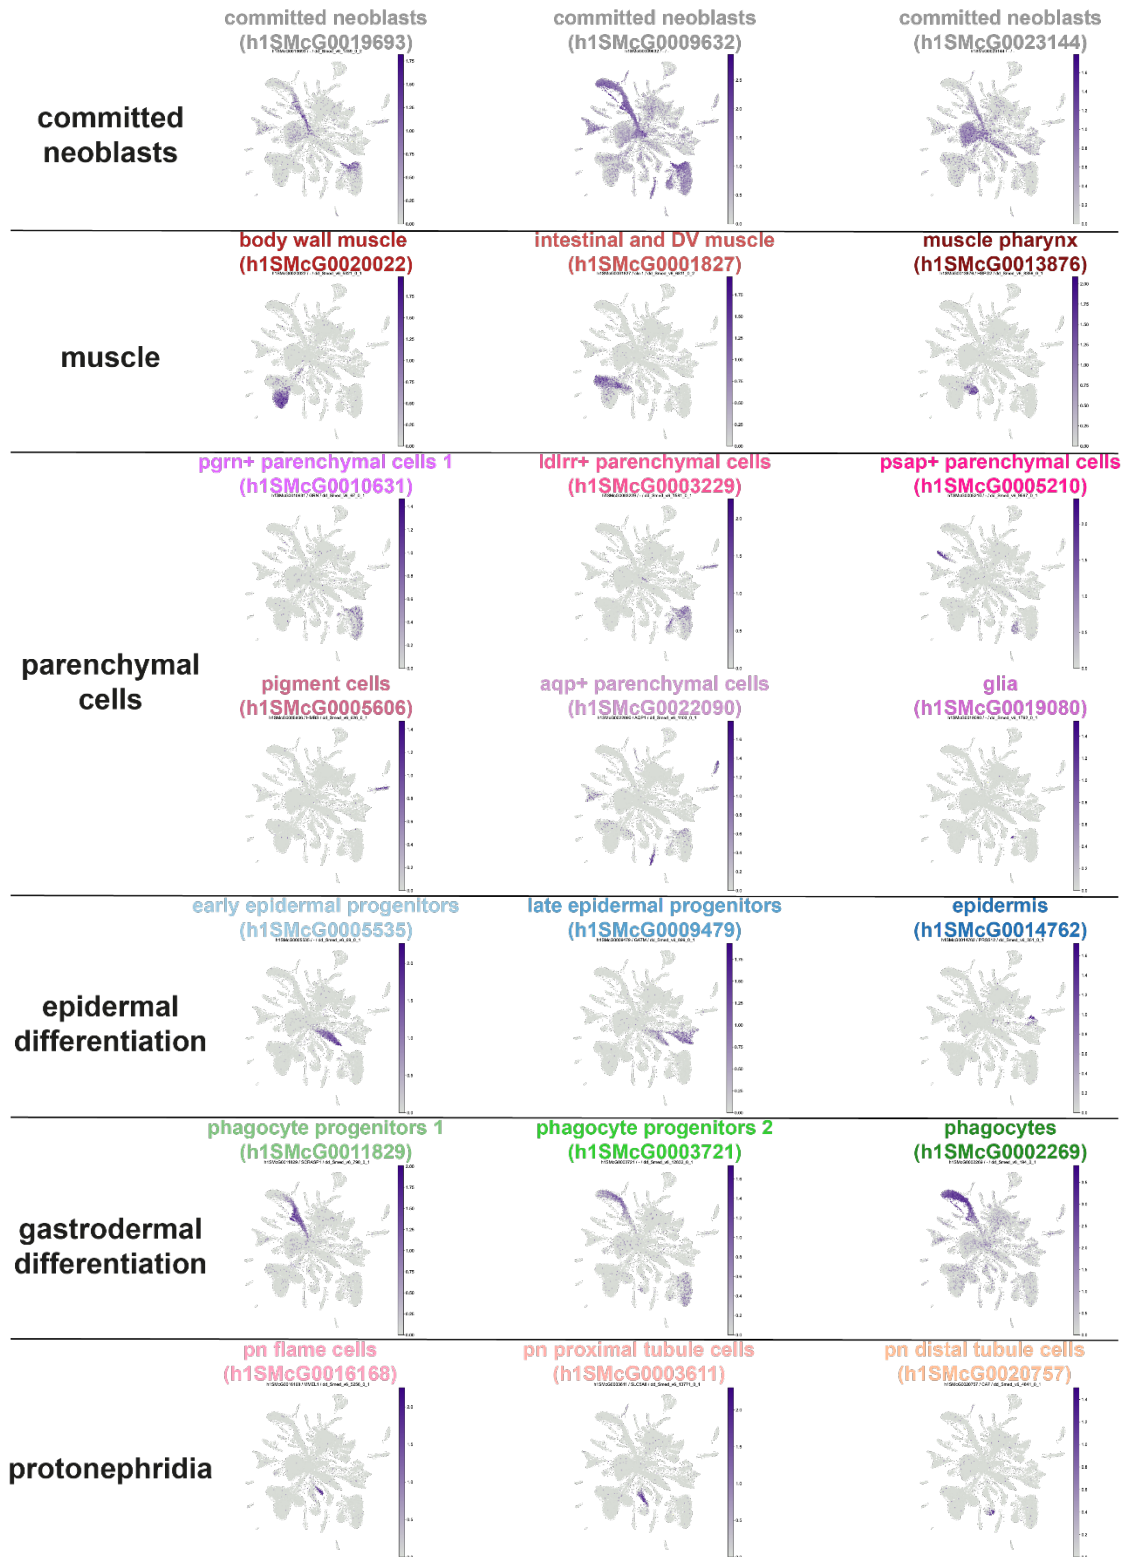

**Fig. S1.**

**Cluster Annotation.** UMAP feature plots of markers of specific cell clusters used to annotate different cell types..

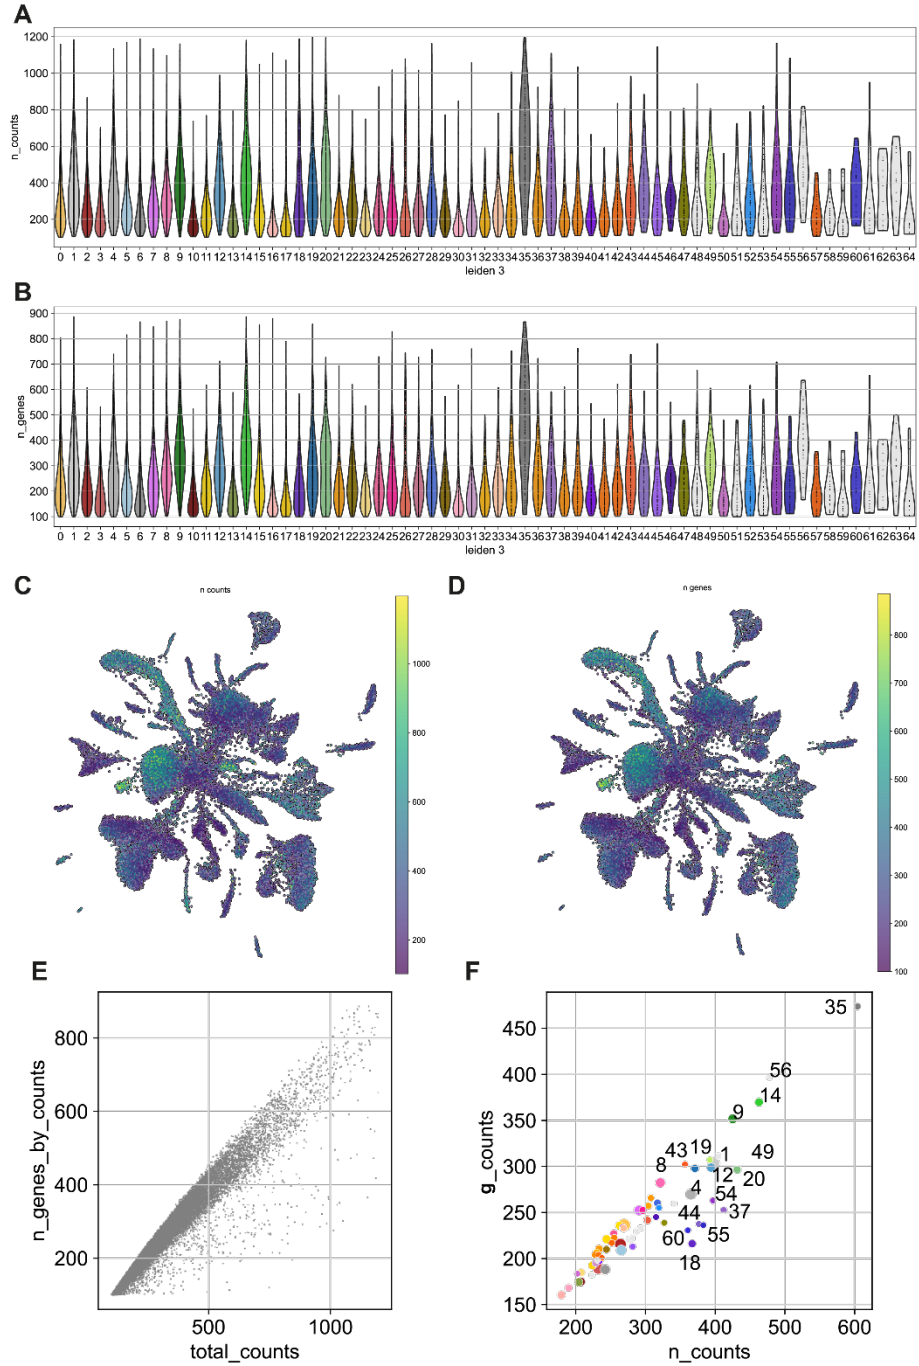

**Fig. S2.**

**Sizes dataset metrics.** A: Violin plots showing the number of UMI counts detected per cell in each cluster. B: Violin plots showing the number of genes detected per cell in each cluster. C: UMAP showing the distribution of UMI counts detected per cell. D: UMAP showing the distribution of genes detected per cell. E: Scatter plot of total number of counts vs. number of genes per cell. F: Scatter plot of average of UMI counts per cluster vs. average of genes per cluster.

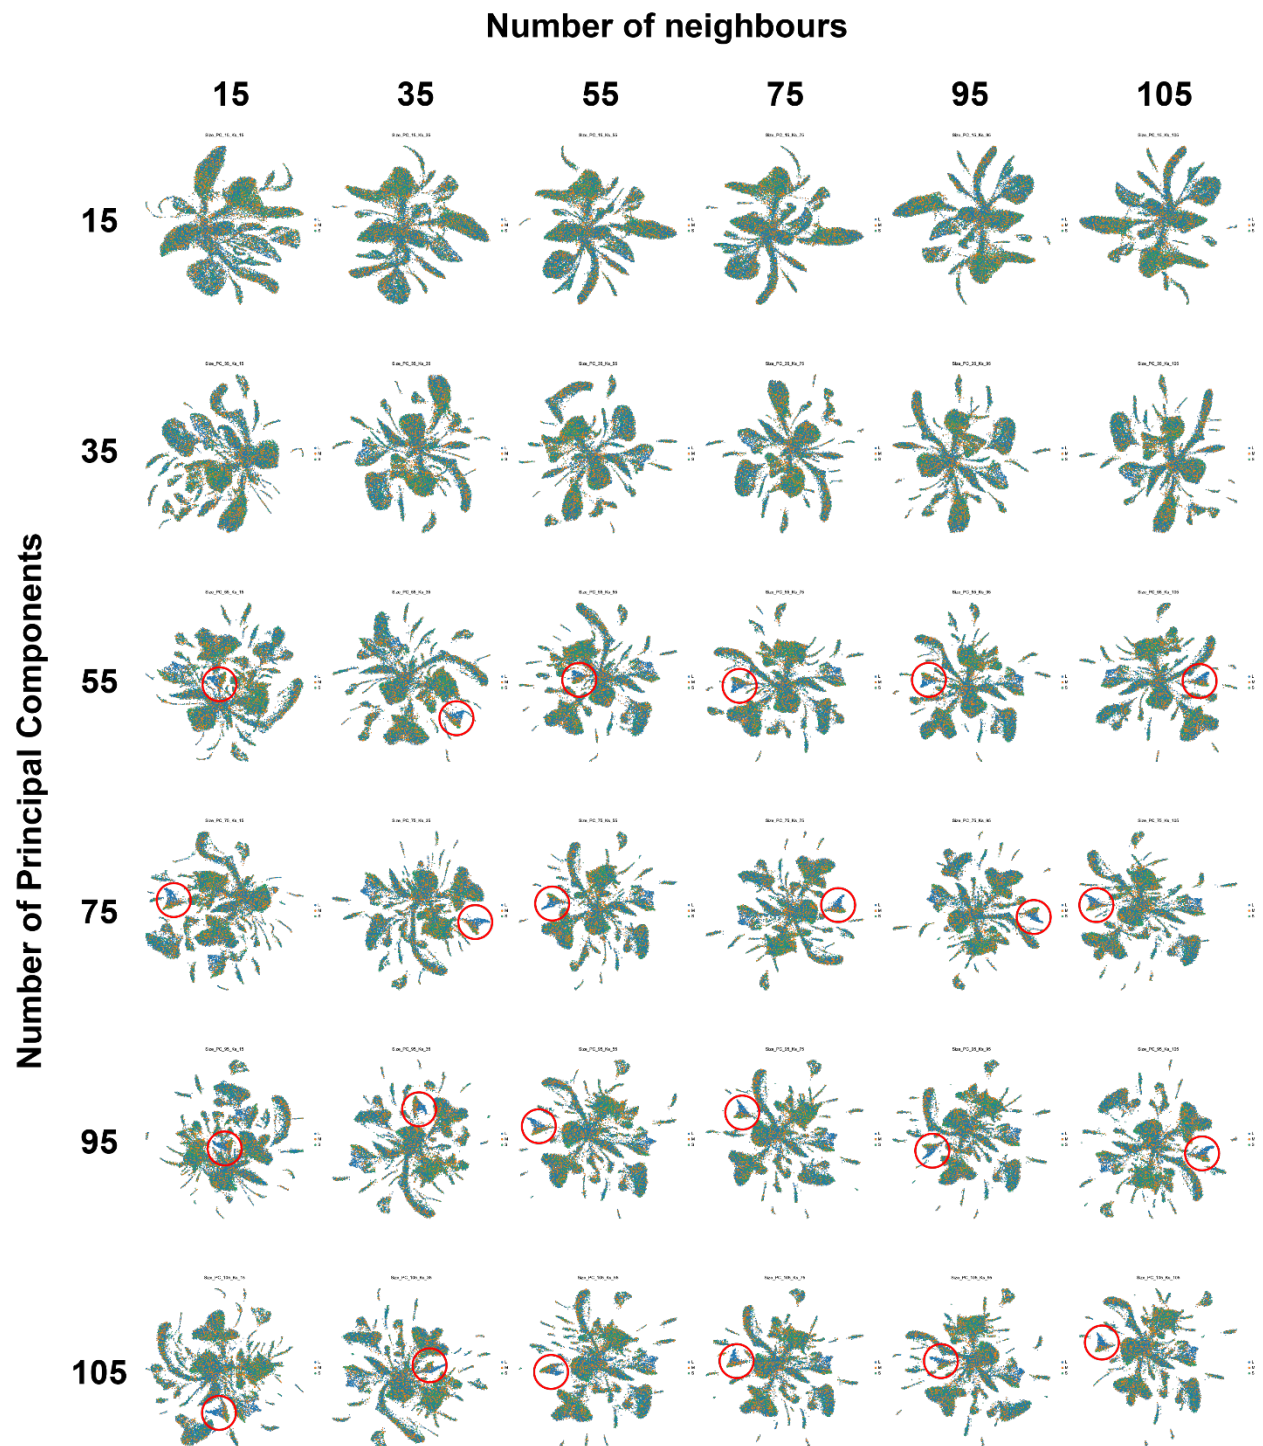

**Fig. S3.**

**Pre-processing parameter space exploration.** UMAP visualisation of the 28,738 cells pre-processed with different parameters for number of neighbours (15-105), and number of principal components (15-105). Red circle indicates the basal cells.

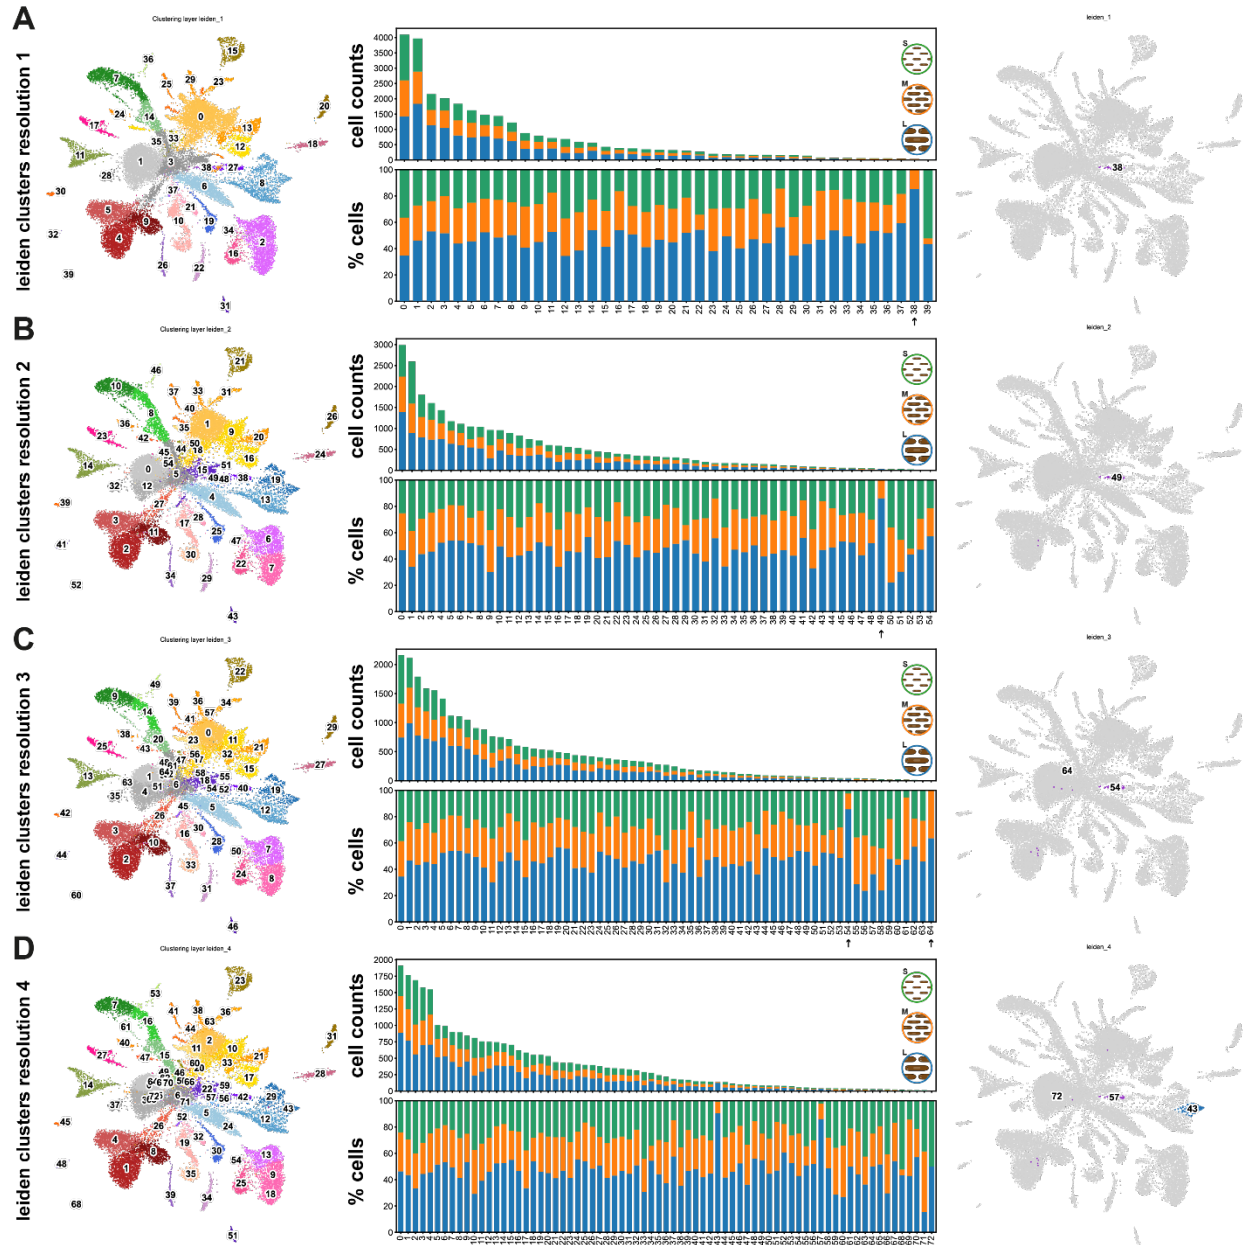

**Fig. S4.**

**Cell type frequency in planarians of different sizes.** A-D: UMAP, stacked barplot of cell counts and cell percentages based on Leiden clustering at resolution 1 (A), 2 (B) 3 (C) and 4 (D). Arrows point to the clusters with the lowest percentages. UMAPs highlighting cell clusters with the lowest percentages are depicted in the right.

A priori power analysis, hypothetical dataset following the same experimental design in this project

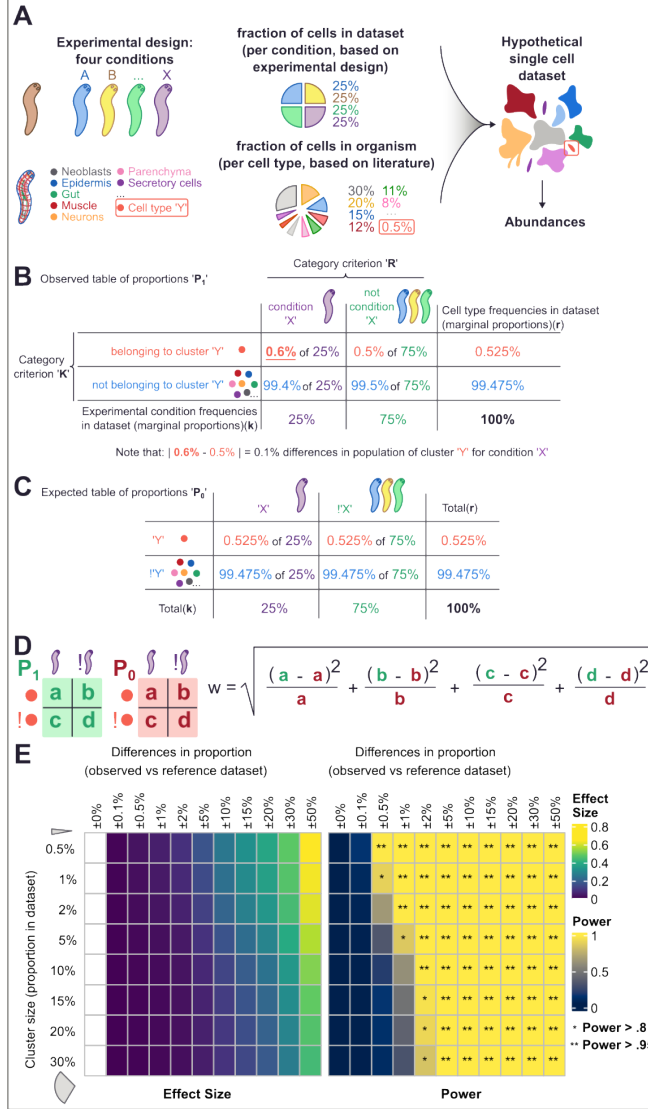

A posteriori power analysis, using the results of the tests from Figure 4

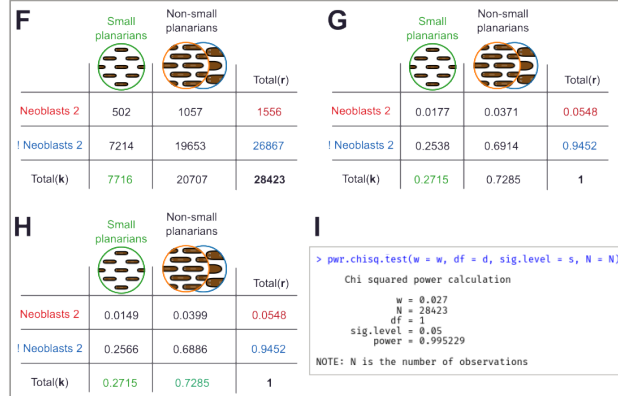

M cluster size and power (tests from Fig. 4C)

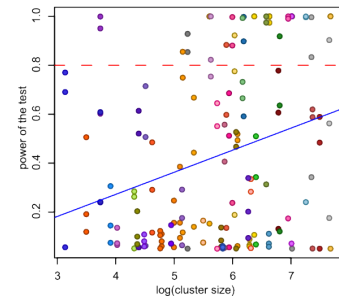

J A posteriori power analysis, specific cell type (x<sup>2</sup> whole dataset)

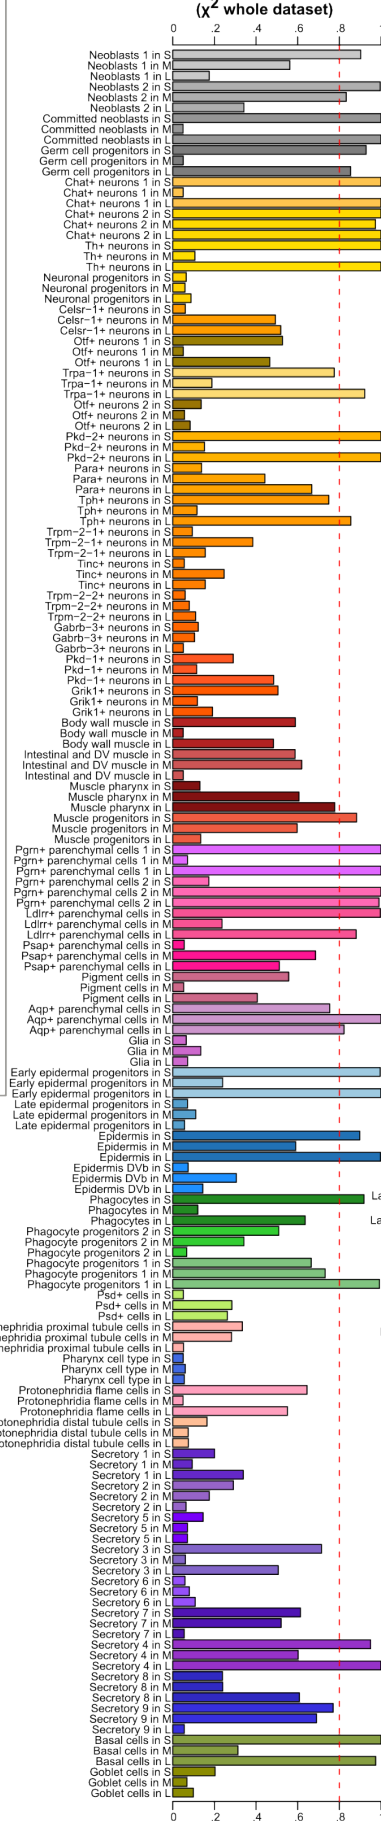

**Fig. S5.**

**Statistical power analysis in single cell transcriptomics data of *S. mediterranea*.** A: Design of a putative single cell dataset for an *A priori* power analysis. Like our dataset, we suppose conditions sampled evenly, and expected cell type proportions following reference literature. We focus on a putative cell cluster 'Y' changing abundances in condition 'X'. B: Contingency table of hypothetical observed proportions 'P1' for cluster 'Y' in condition 'X'. C: Contingency table of hypothetical expected proportions 'P0' for cluster 'Y' in condition 'X'. D: Visual depiction of how the effect size is calculated. Green contingency table represents observed proportions (P1); red contingency table represents expected proportions (P0). E: Heatmaps showing putative effect sizes and powers of chi-squared tests for a range of abundance differences and a range of clusters of varying sizes. F: Contingency table of observed numbers of cluster 'Neoblasts 2' in small planarians. G: Contingency table of observed proportions of cluster 'Neoblasts 2' in small planarians. H: Contingency table of expected proportions of cluster 'Neoblasts 2' in small planarians. I. Resulting power analysis for the observed differences and effect size of Neoblasts 2 in small planarians. J: power analysis for all the abundance tests performed in the chi-square tests of Figure 4C. Dashed red line indicates power >0.8. K: power analysis for all the abundance tests performed in the chi-square tests of Figure 4B. Dashed red line indicates power >0.8. L: power analysis for all the abundance tests performed in the chi-square tests of Figure 4D. Dashed red line indicates power >0.8. M: scatter plot showing the relationship between cluster size and retrieved power of the tests in results from Figure 4C. Blue line represents regression line. Dashed red line indicates power >0.8.

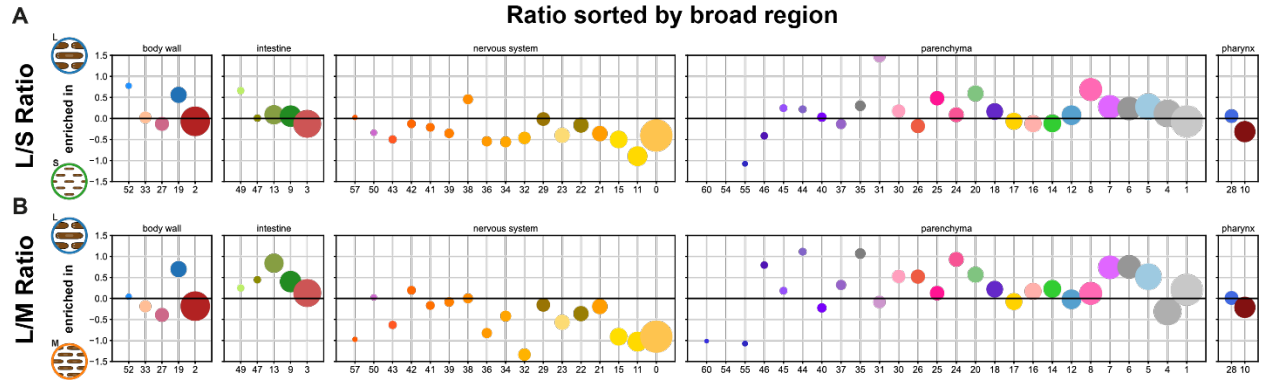

**Fig. S6.**

**Variations in ratios of cell proportions by anatomical features.** A: Percentage ratios of cell clusters in L vs S planarians sorted by body region. Dot size represents cluster size in cell number. B: Percentage ratios of cell clusters in L vs M planarians sorted by body region. In both plots cluster 54, corresponding to secretory 4 cells, lies outside of the plotted area due to a high enrichment in L, and cluster 60, corresponding to secretory 9 cells, lies outside of the plotted area due to a high enrichment in M.

## Basal Cell Small DGEs

## Basal Cell Large DGEs

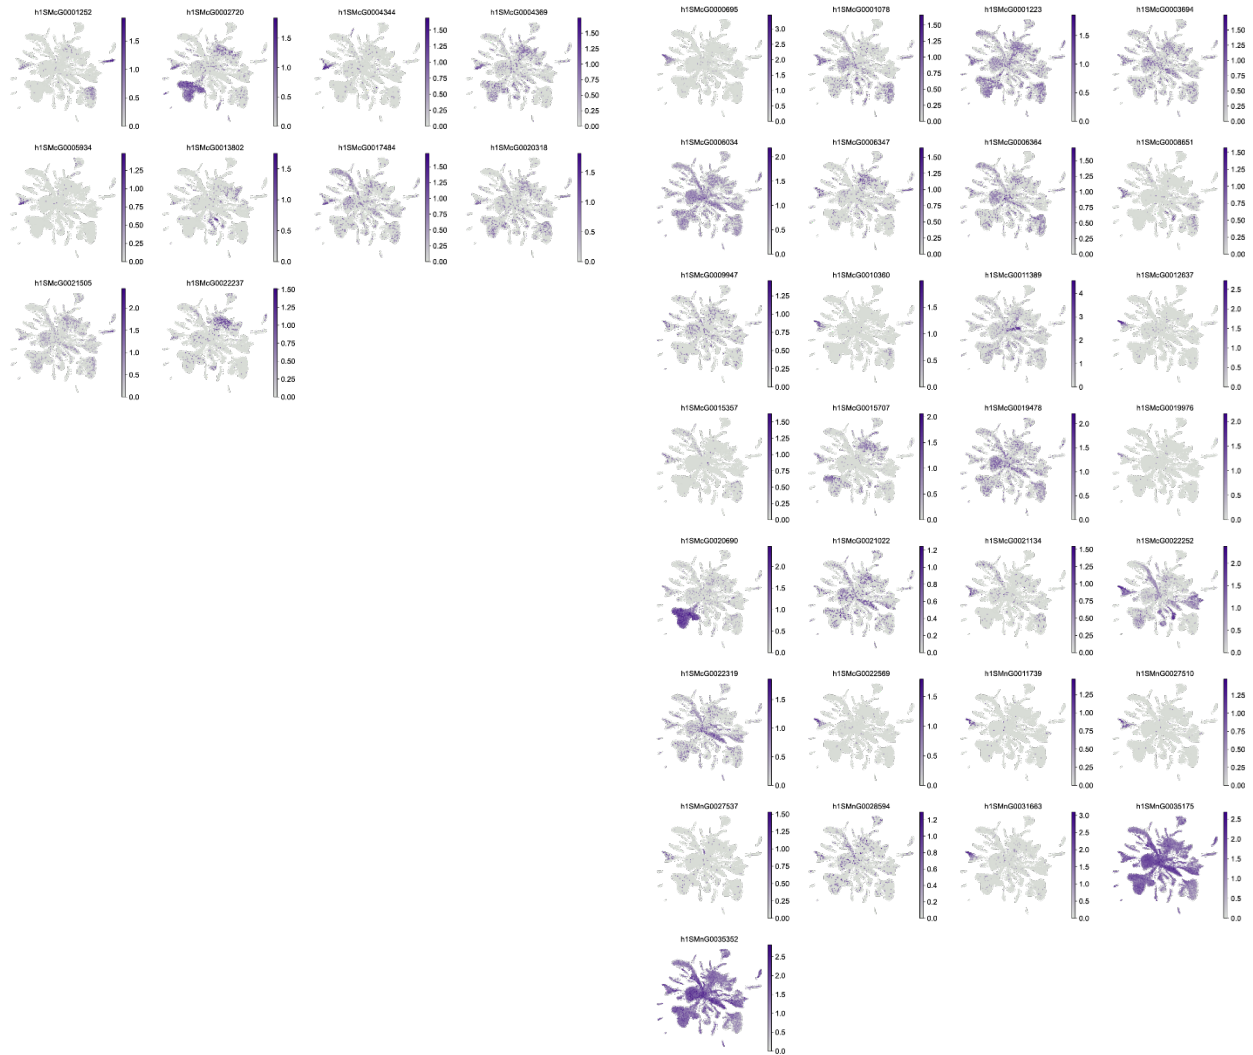

**Fig. S7.**

**Differential gene expression analysis with DEseq2.** Genes differentially regulated in S vs L planarians in basal cells.

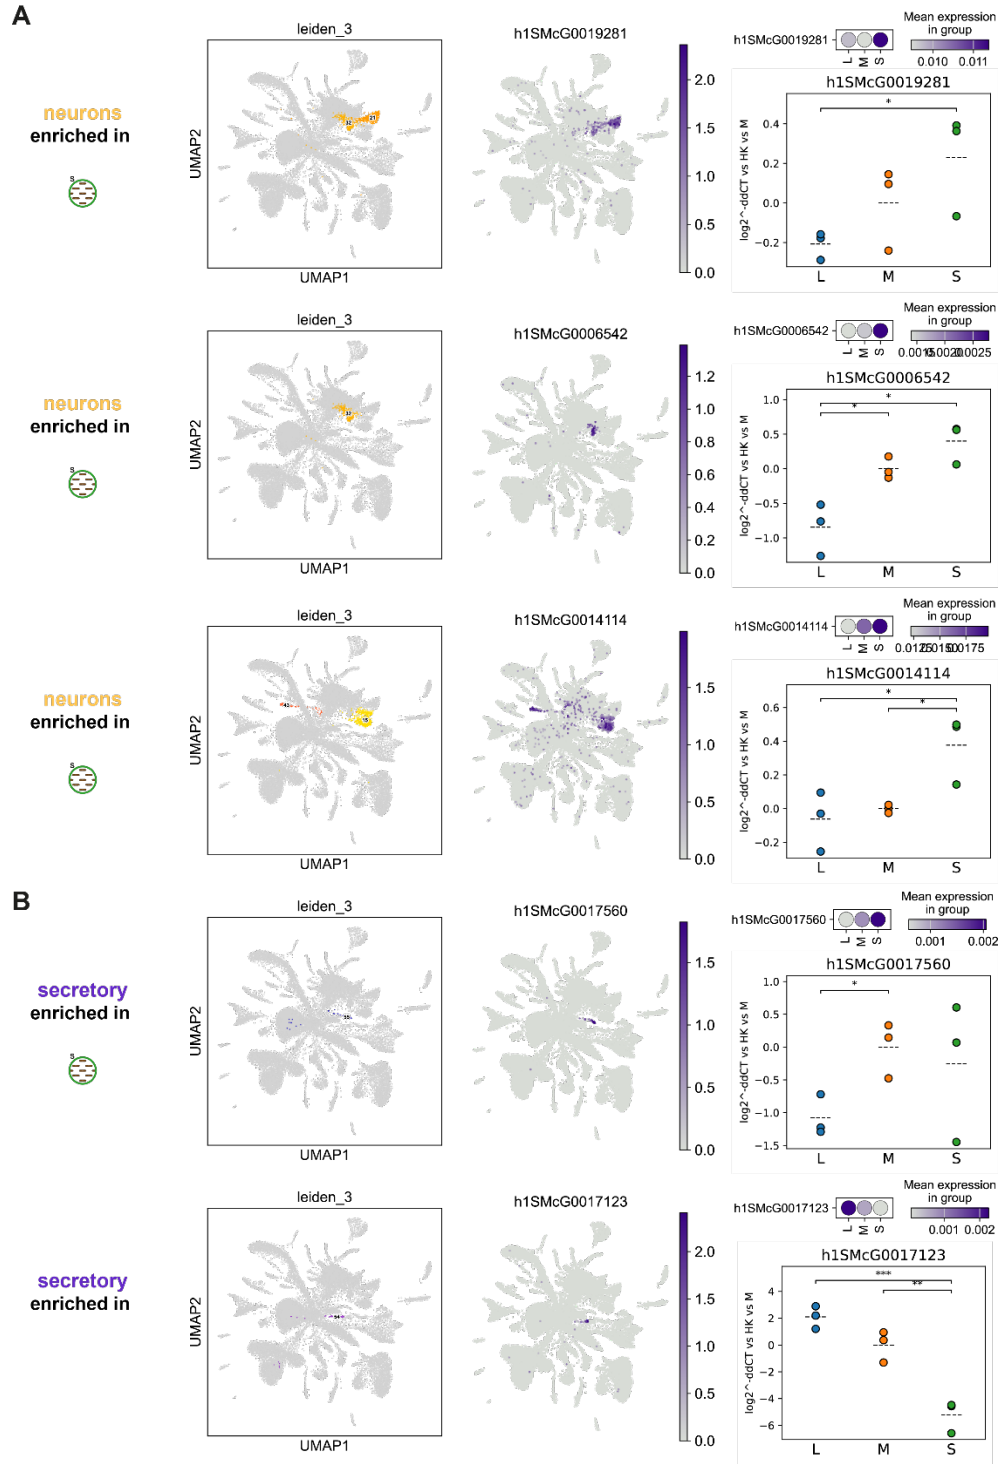

**Fig. S8.**

**qPCR validation of the neuronal and secretory markers in L, M and S planarian RNA samples.** A-B: UMAP projection of clusters (left), their markers (centre) and dotplot (right top) of the validated markers, and qPCR values (right bottom) of neuronal (A) and secretory (B) markers.

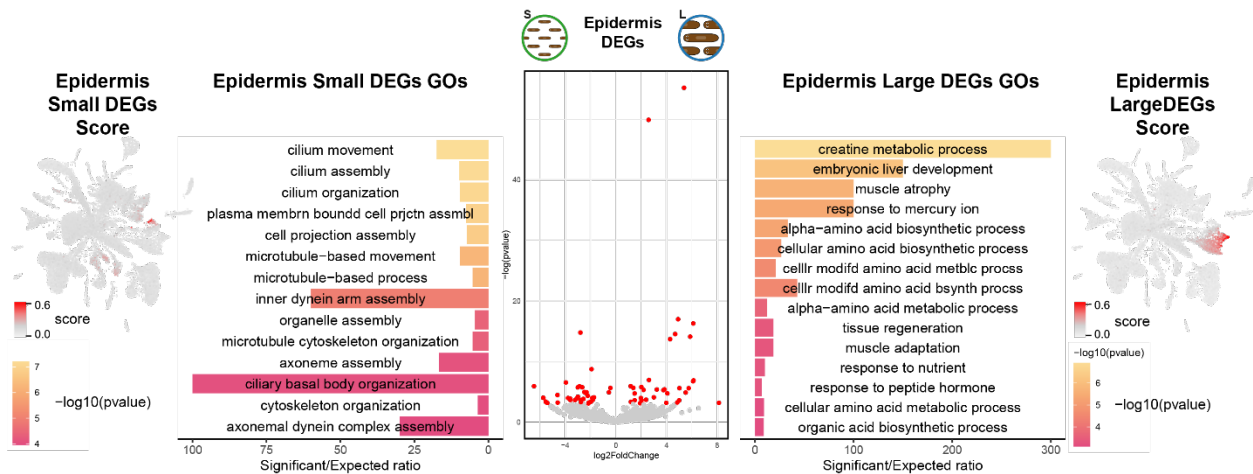

**Fig. S9.**

**Differential gene expression in epidermis of L and S planarians.** Differential gene expression analysis, GO term enrichment analysis and UMAP visualisation of gene scores, comparing the epidermis of L vs. S planarians. Bar size indicates ratio of significant/expected fraction of annotated genes with a given GO term. Colour gradient indicates adjusted p-value (Fisher's exact test). Scored expression of the group of differentially regulated genes in red.

**Data S1.**

**Planarian L, M and S size measurements.** Table of size measurements in mm<sup>2</sup> of animals selected, measured and single-cell sequenced in this experiment.

**Data S2.**

**Leiden cluster annotation.** Leiden clusters used in the data analysis, annotated with names, broad group membership, cell numbers per cluster, diagnostic markers, colours, and percentages.

**Data S3.**

***Schmidtea mediterranea* genome annotation.** *Schmidtea mediterranea* gene IDs and associated features.

**Data S4.**

**Common cluster markers UMAP visualisations.** UMAP plot visualisations of individual clusters and the markers that are common to Wilcoxon and Logistic Regression methods. Only the best 8 common markers are visualised. If the number of common markers is lower than 8, empty plots are presented.

**Data S5.**

**Cluster Wilcoxon markers.** Table of Wilcoxon markers, with gene annotations. If there are more than 50 significant markers, only the 50 with lowest p-values are presented.

**Data S6.**

**Cluster Logistic Regression markers.** Table of Logistic Regression markers, with gene annotations. Only the 50 with highest scores are presented.

**Data S7.**

**Chi-squared statistical tests.** Table of Chi-squared tests with p-values, residuals and significance levels.

**Data S8.**

**qPCR primers.** List of qPCR primers used in real-time qPCR validations.

**Data S9.**

**DEseq2 Differential Gene Expression analyses.** Table of Differential Gene Expression (DEseq2) analysis results, with for each broad cell type group.

# Supplementary material for: Allometry of cell types in planarians by single-cell transcriptomics
**Source:** Sci Adv. 2025 May 7;11(19):eadm7042. doi: 10.1126/sciadv.adm7042

leiden\_3 cluster 0

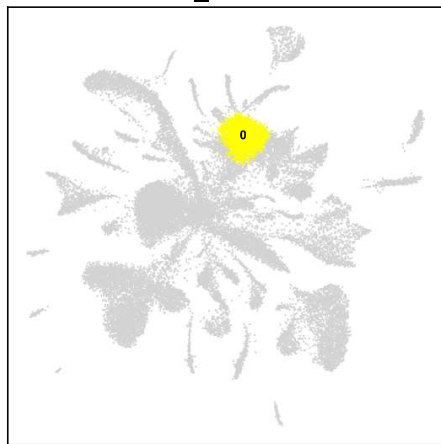

h1SMcG0019136

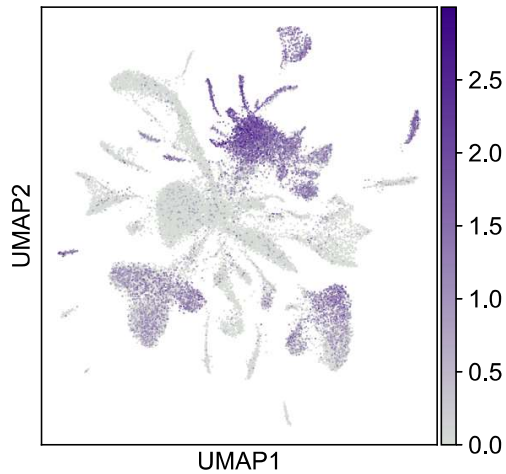

h1SMcG0020223

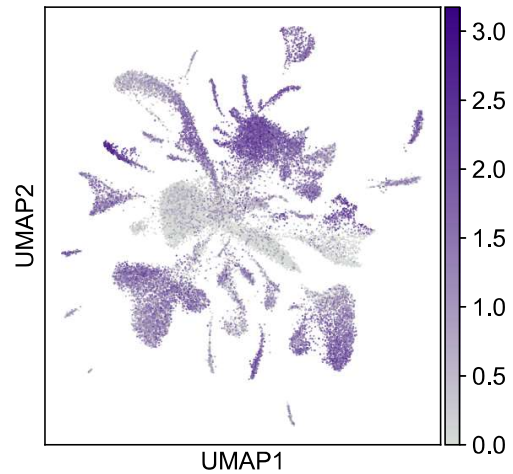

h1SMcG0015883

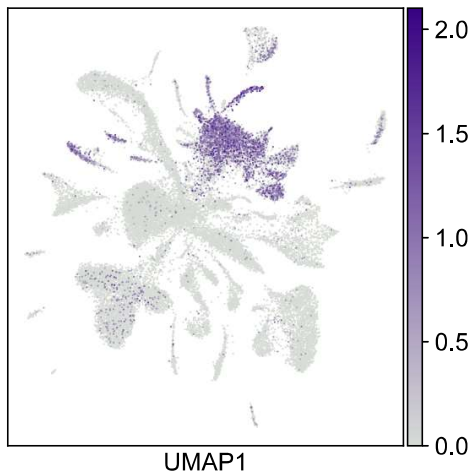

h1SMcG0013355

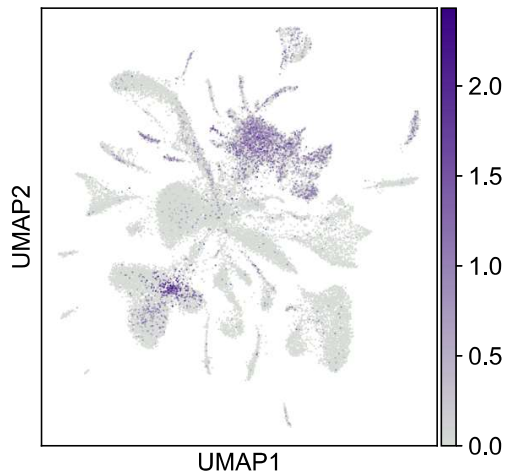

h1SMcG0006436

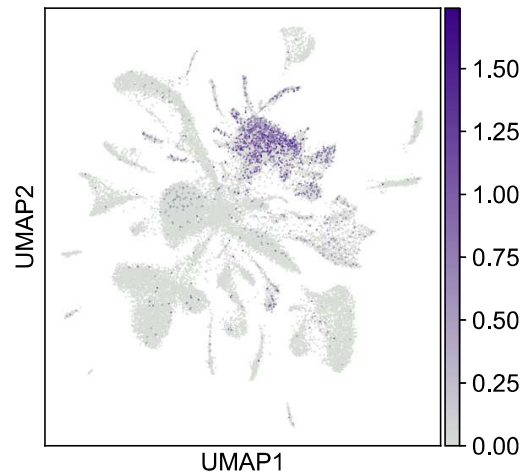

h1SMcG0009545

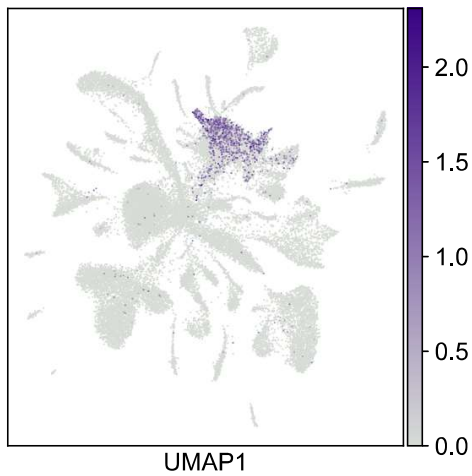

h1SMcG0001288

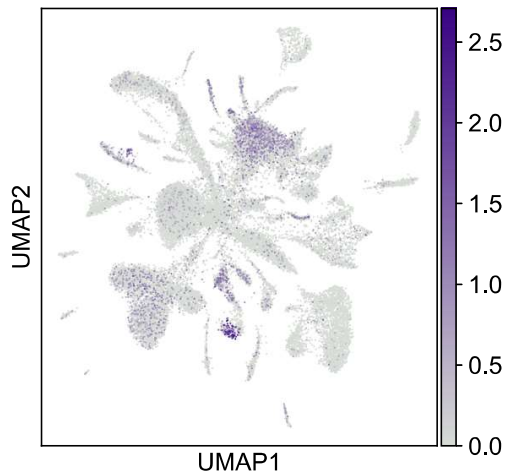

h1SMcG0019733

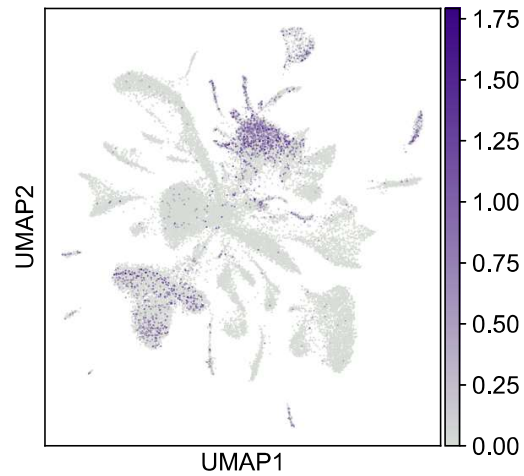

leiden\_3 cluster 1

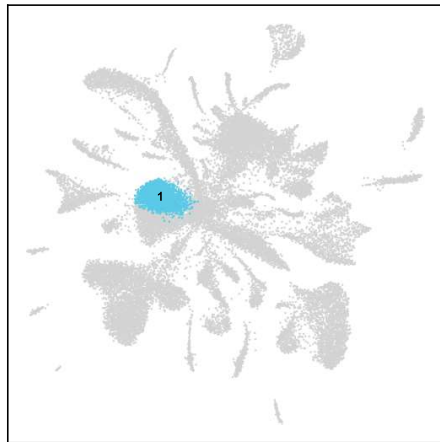

h1SMcG0008035

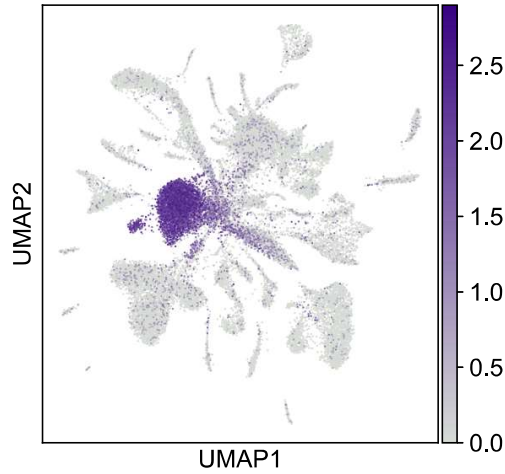

h1SMcG0013999

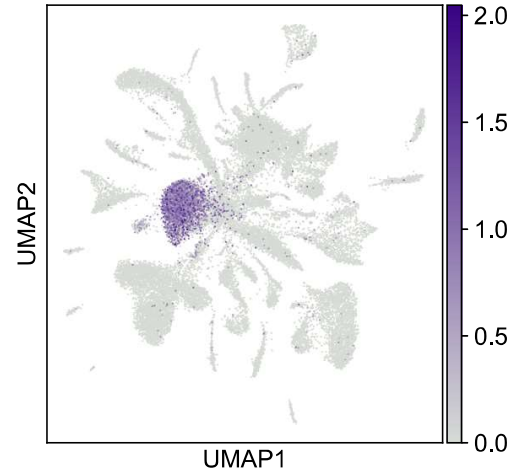

h1SMcG0005241

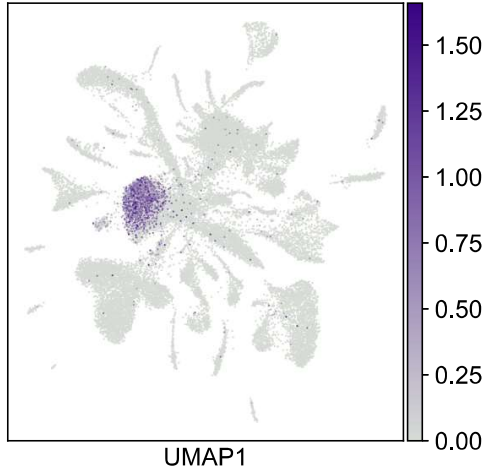

h1SMcG0009165

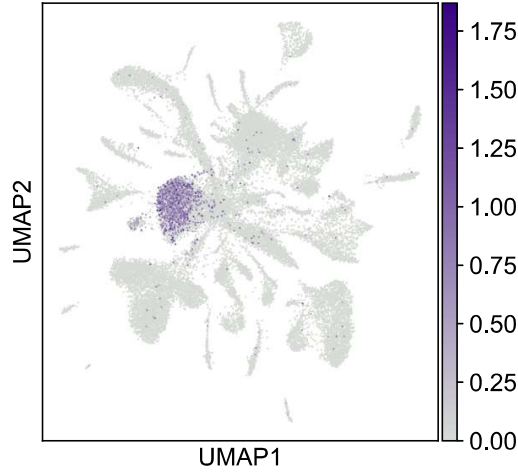

h1SMcG0007442

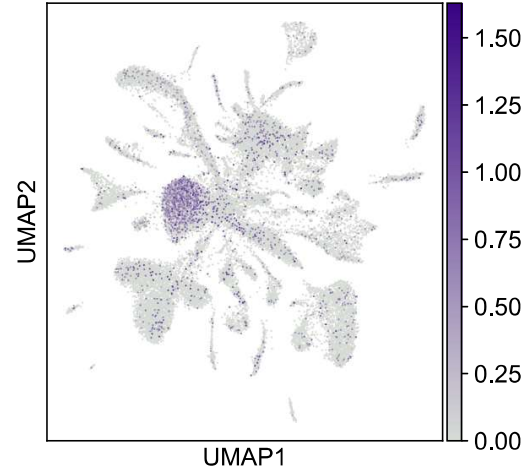

h1SMnG0032688

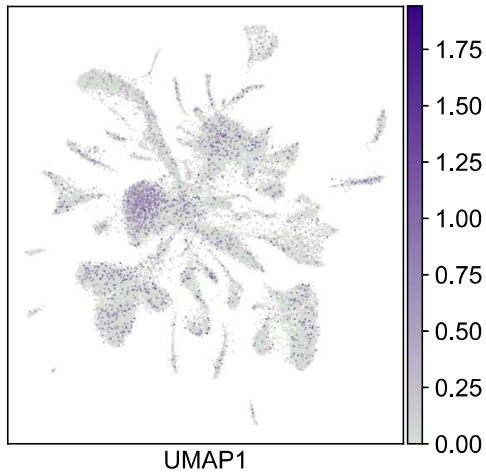

h1SMcG0004237

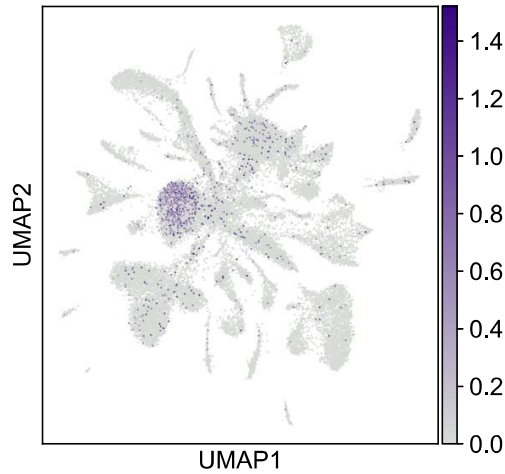

h1SMnG0020097

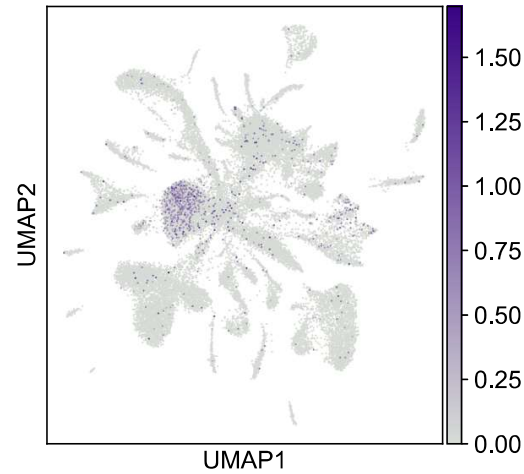

leiden\_3 cluster 2

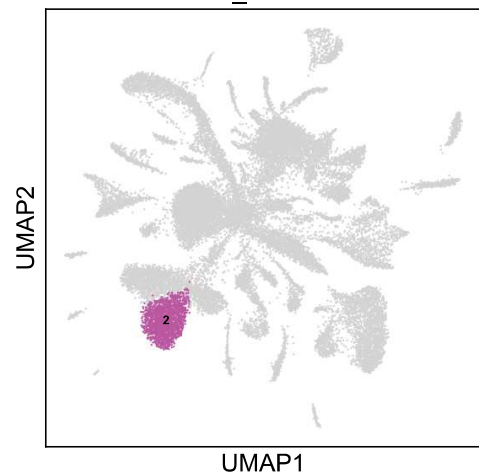

h1SMcG0014354

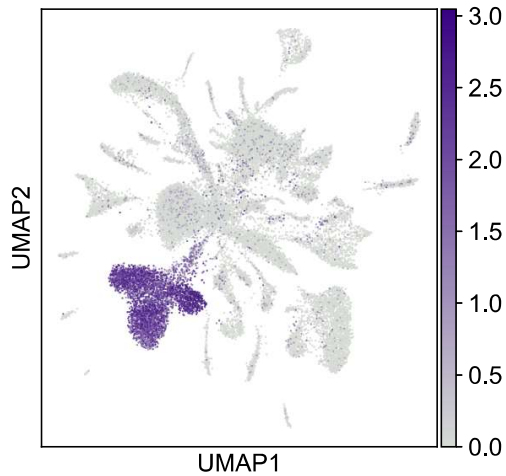

h1SMcG0022555

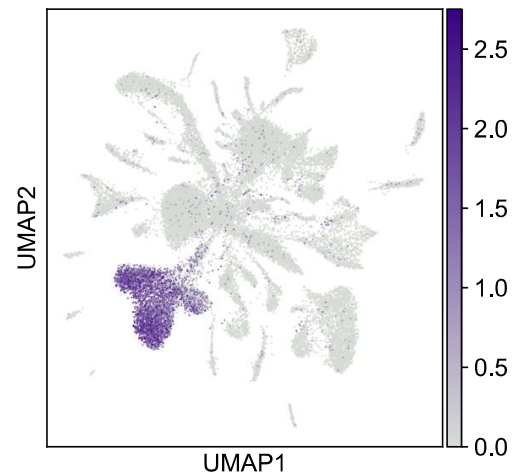

h1SMcG0015236

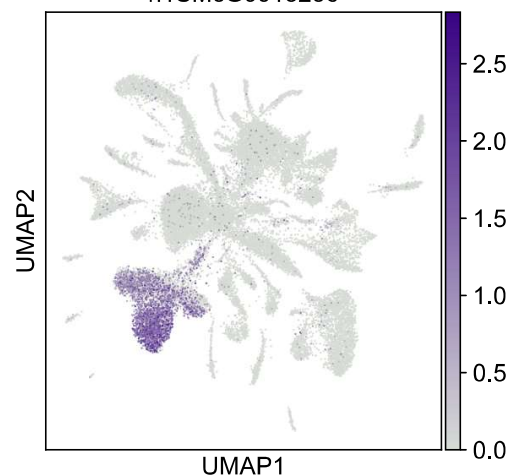

h1SMcG0016741

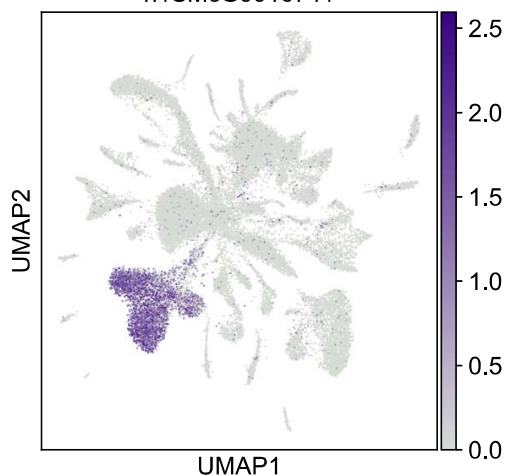

h1SMcG0001082

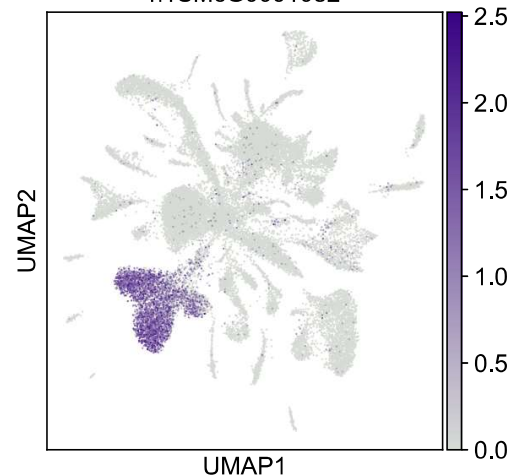

h1SMcG0018373

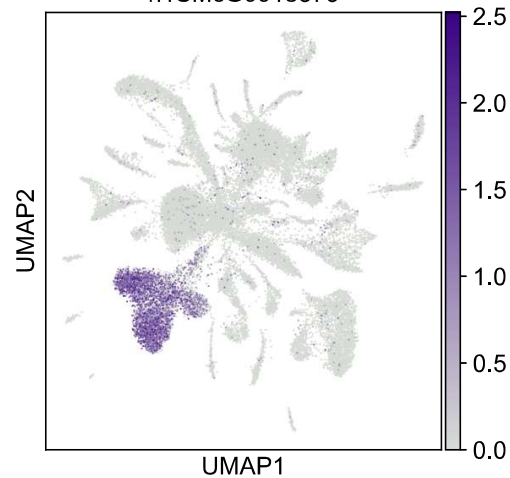

h1SMcG0000998

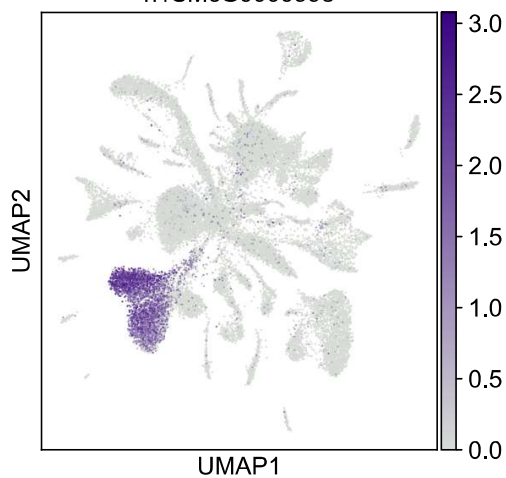

h1SMcG0006857

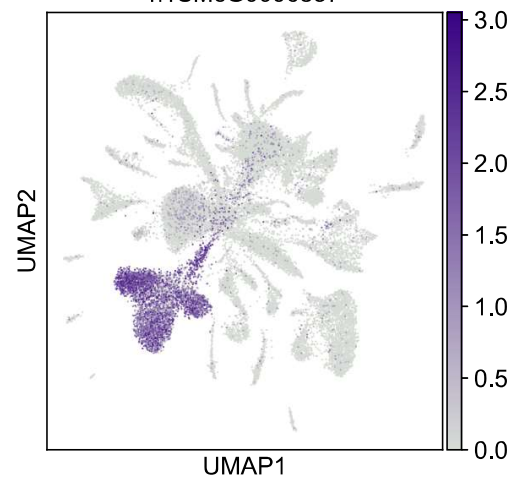

leiden\_3 cluster 3

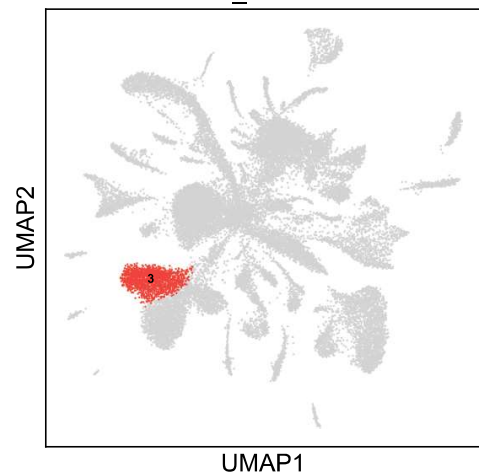

h1SMcG0000998

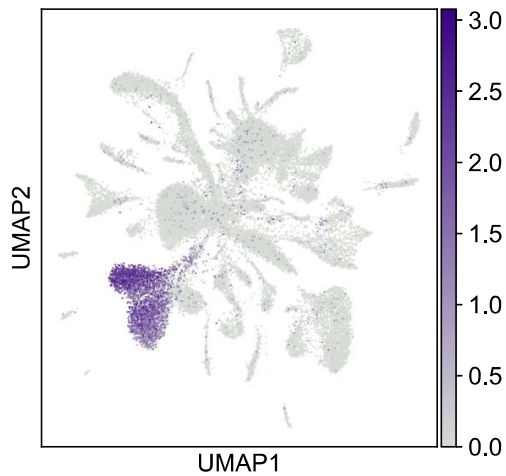

h1SMcG0014354

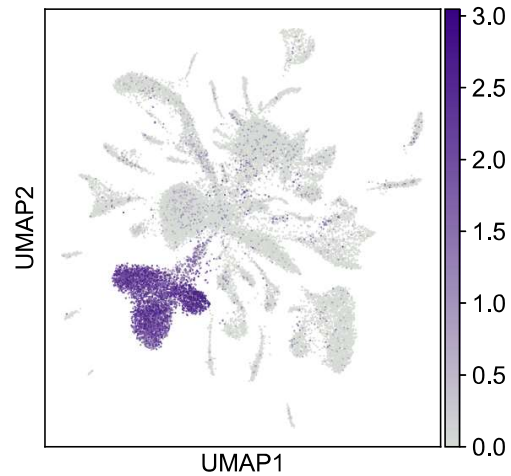

h1SMcG0009472

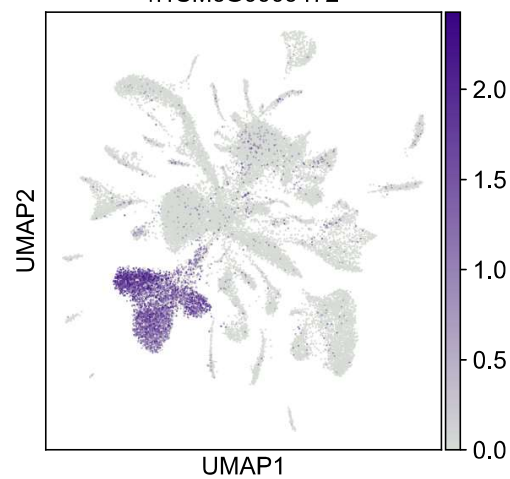

h1SMcG0006857

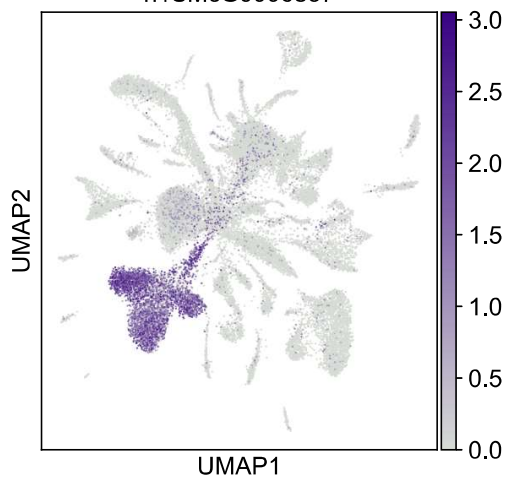

h1SMcG0007433

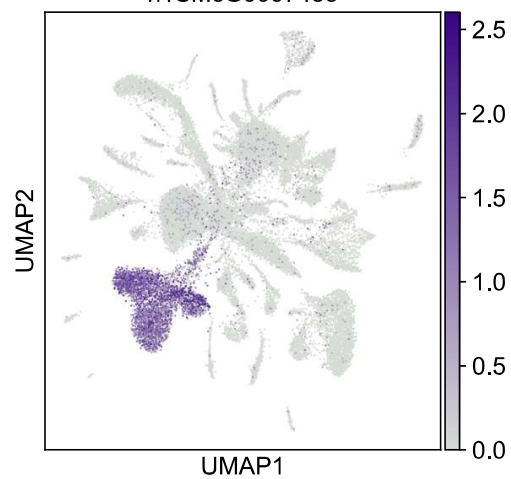

h1SMcG0001082

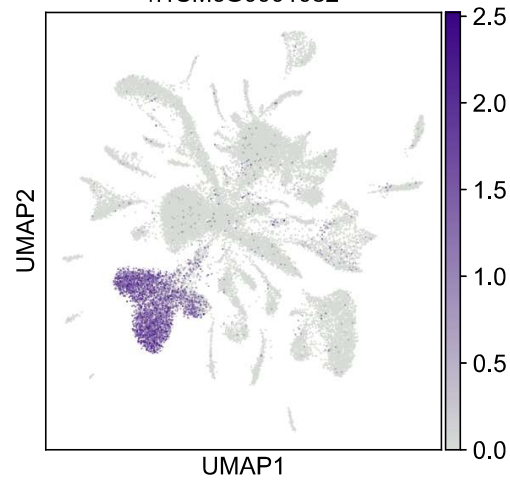

h1SMcG0016741

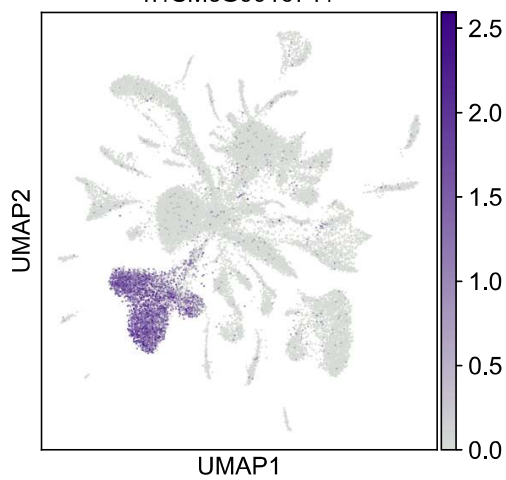

h1SMcG0018100

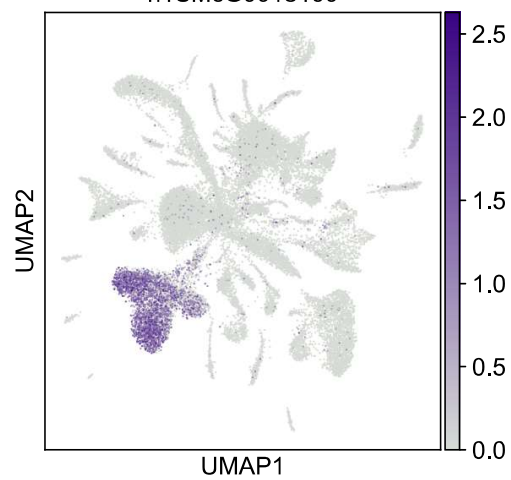

leiden\_3 cluster 4

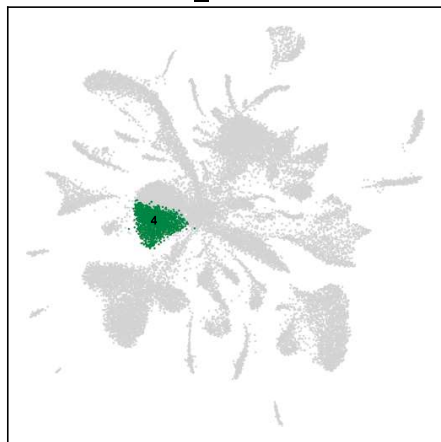

h1SMnG0035616

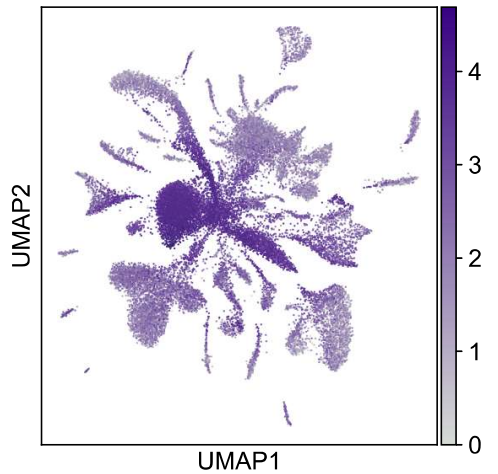

h1SMcG0008035

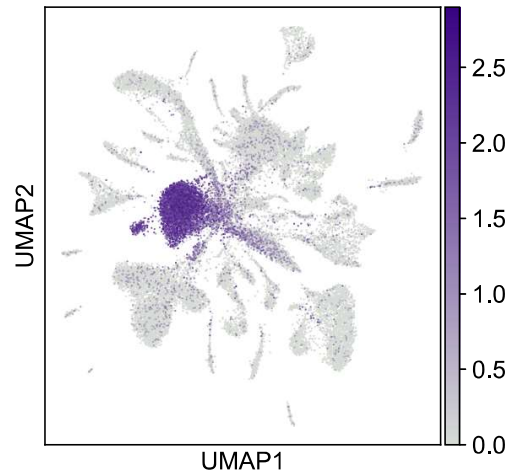

h1SMcG0013999

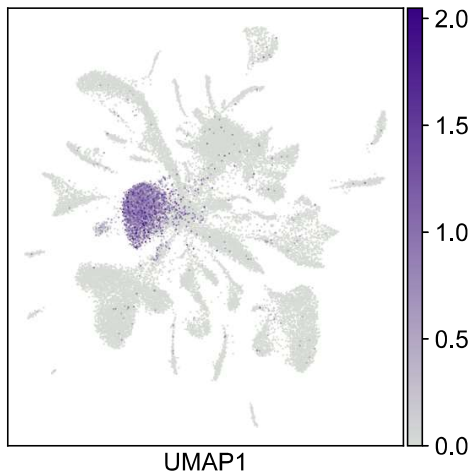

h1SMcG0013627

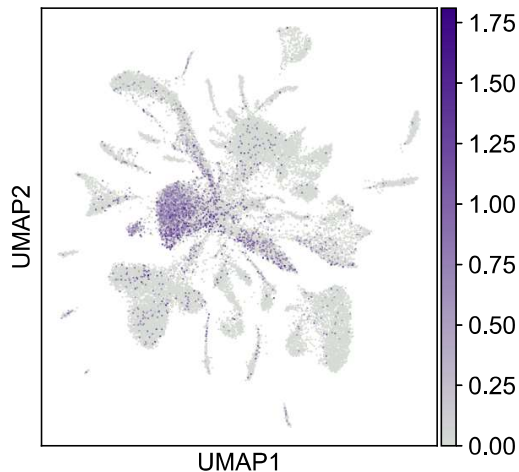

h1SMcG0006433

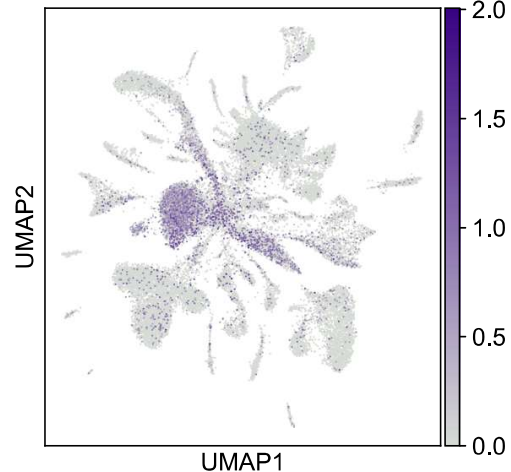

h1SMcG0013162

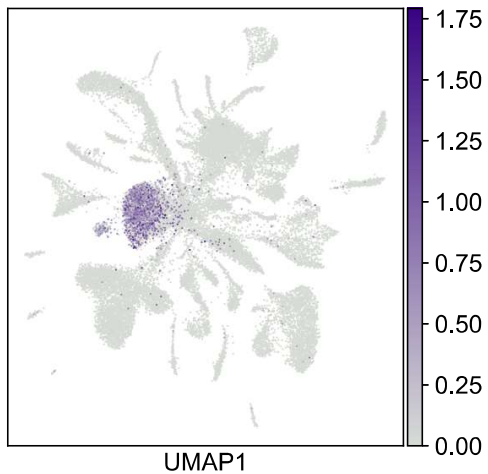

h1SMcG0003097

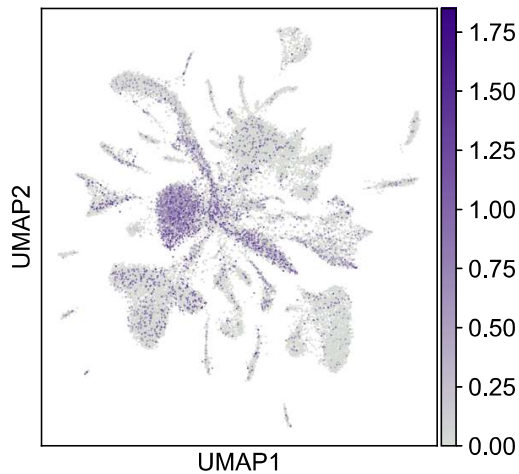

h1SMcG0020537

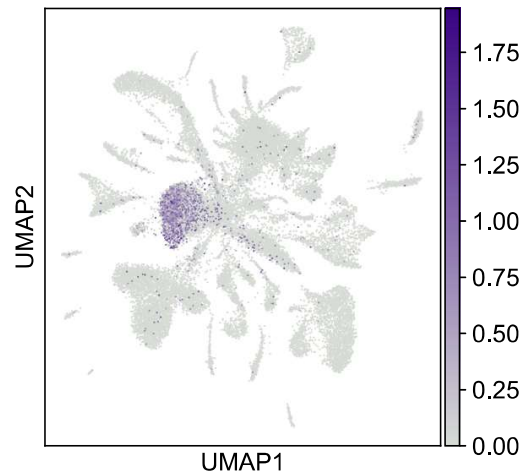

leiden\_3 cluster 5

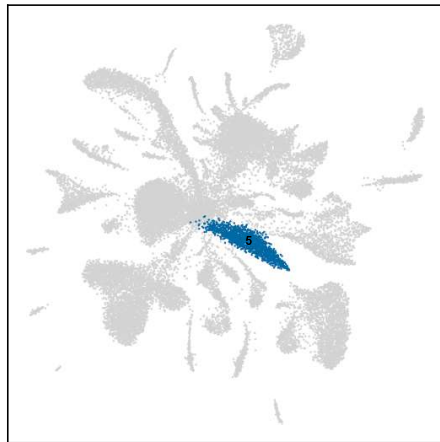

h1SMnG0035616

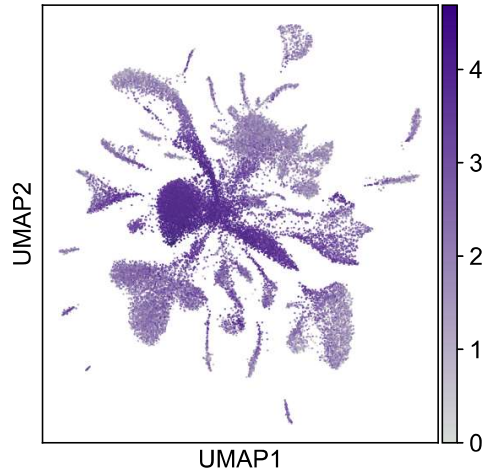

h1SMcG0005534

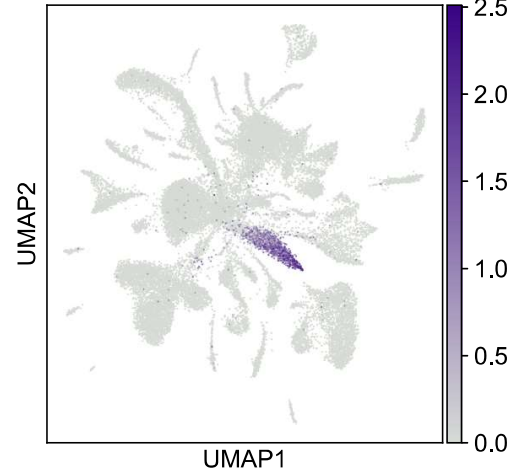

h1SMcG0005535

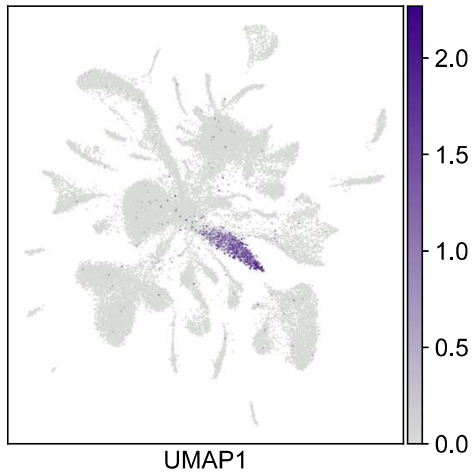

h1SMcG0005543

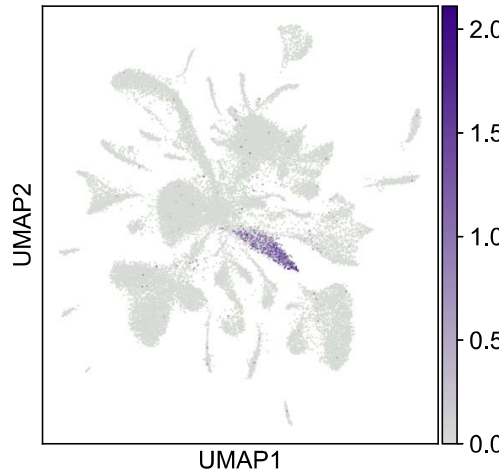

h1SMcG0005613

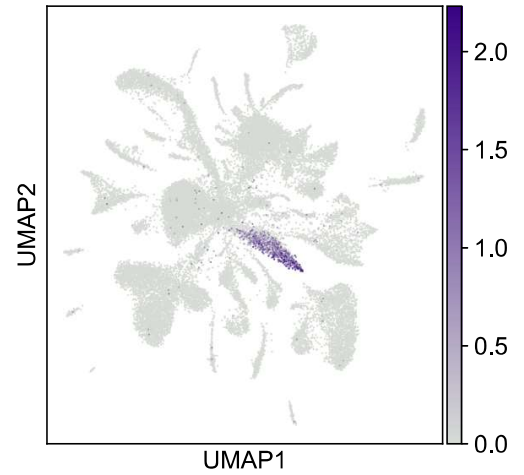

h1SMcG0005567

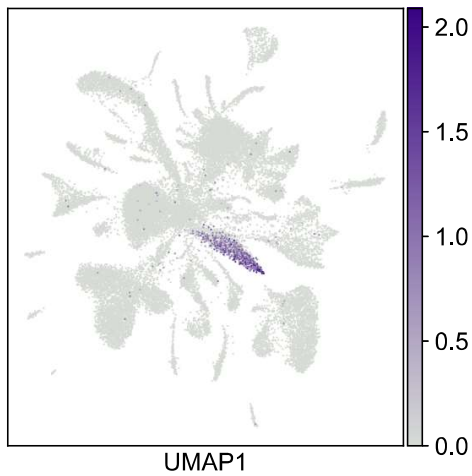

h1SMcG0005538

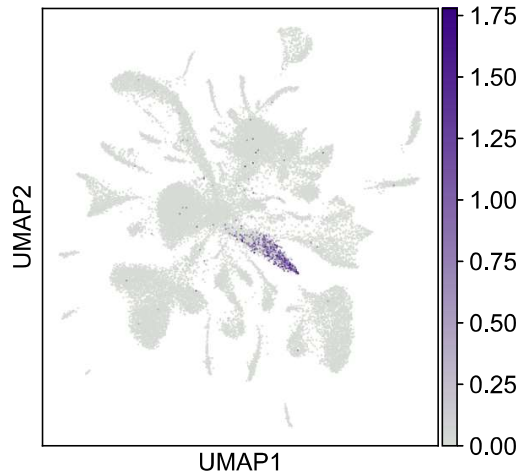

h1SMcG0005539

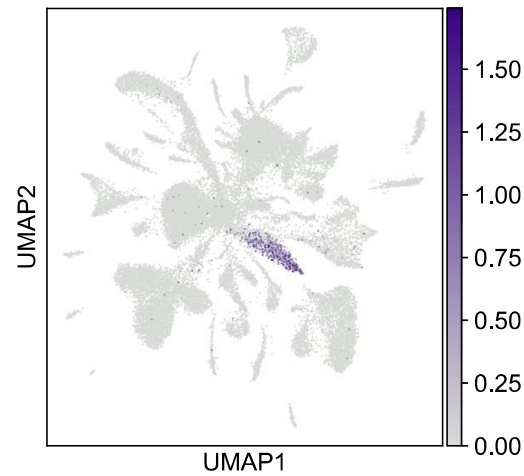

leiden\_3 cluster 6

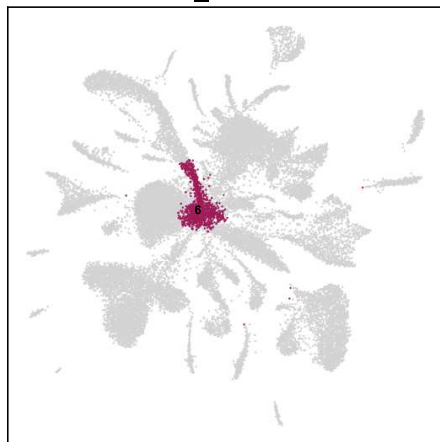

h1SMnG0035616

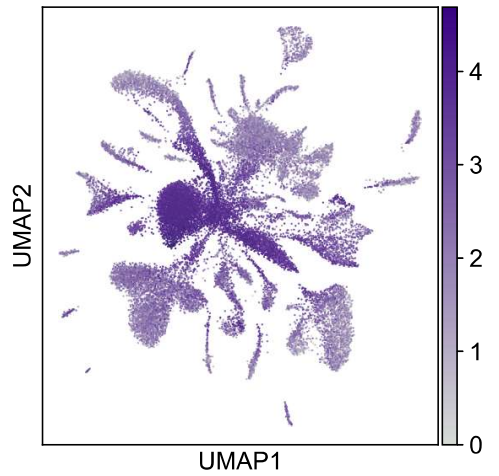

h1SMnG0035608

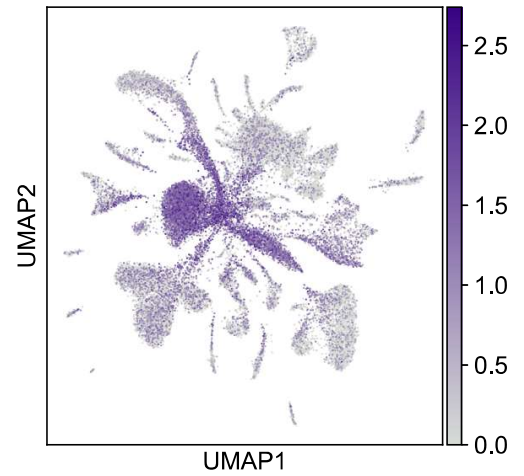

h1SMcG0009632

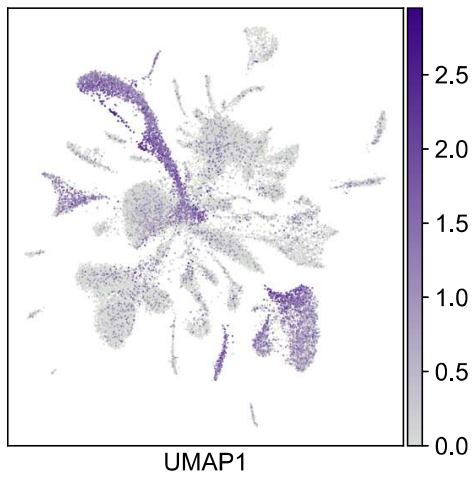

h1SMcG0000479

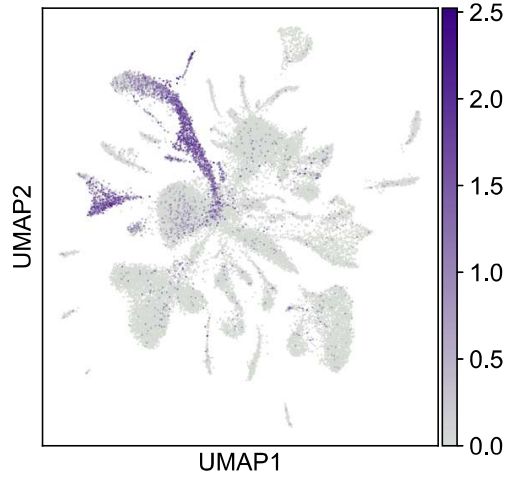

h1SMcG0012529

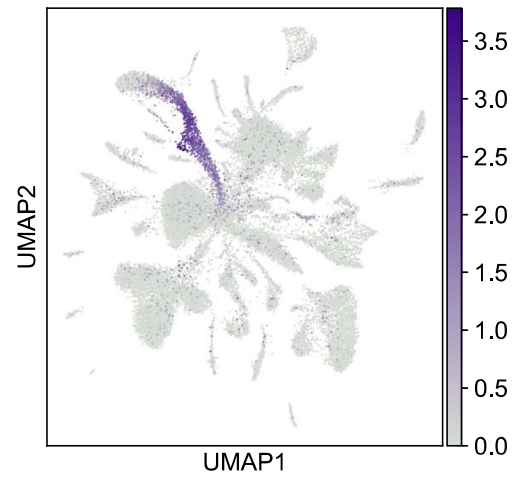

h1SMcG0023144

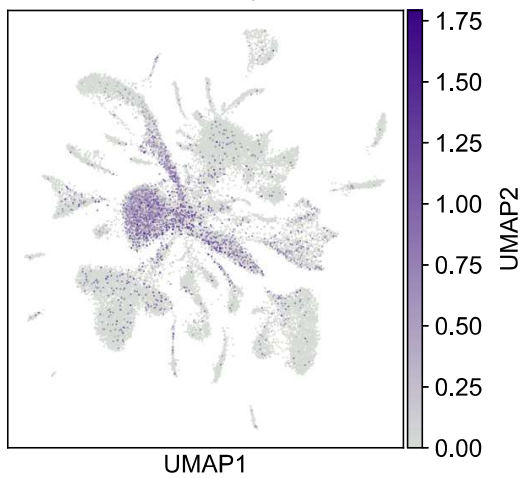

h1SMcG0013540

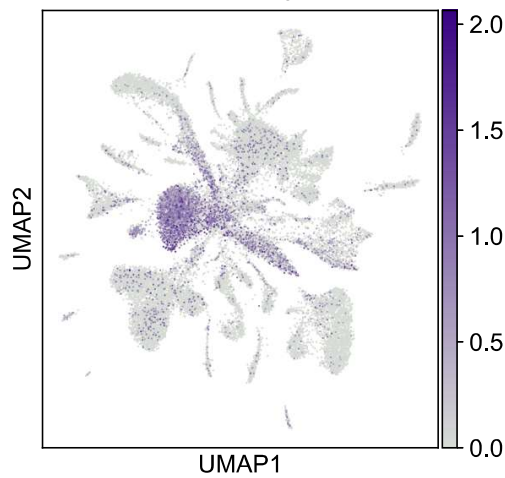

h1SMcG0019693

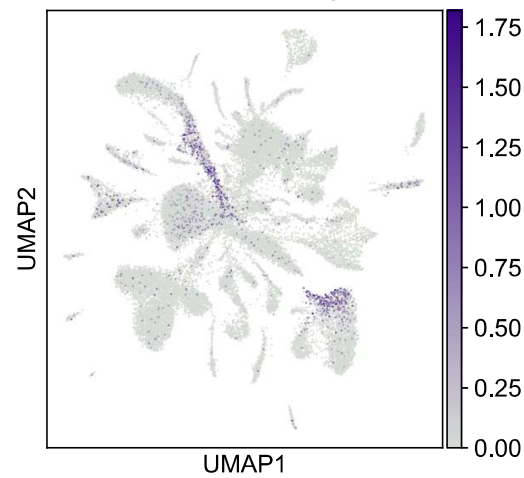

leiden\_3 cluster 7

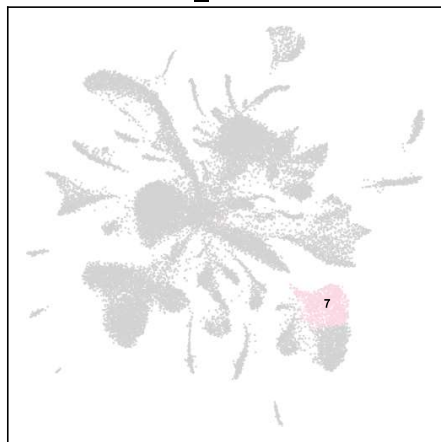

h1SMcG0017400

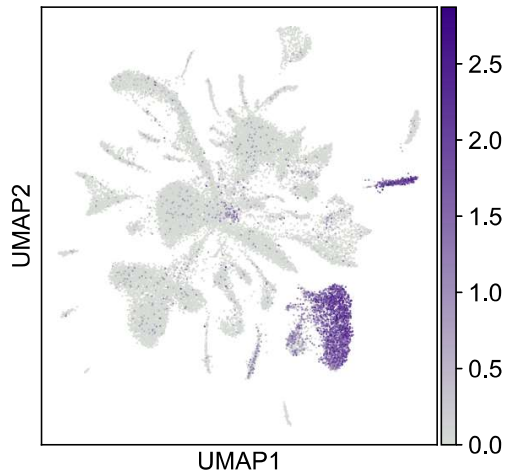

h1SMcG0003474

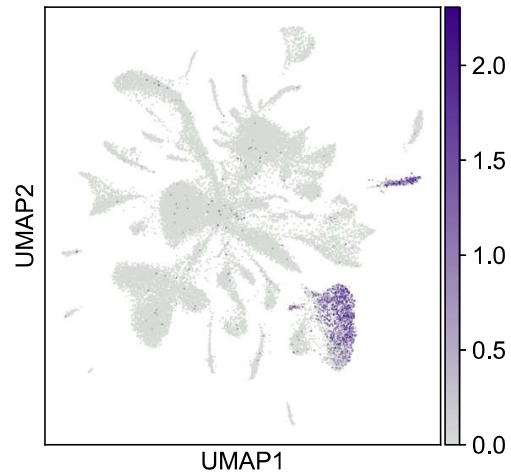

h1SMcG0009632

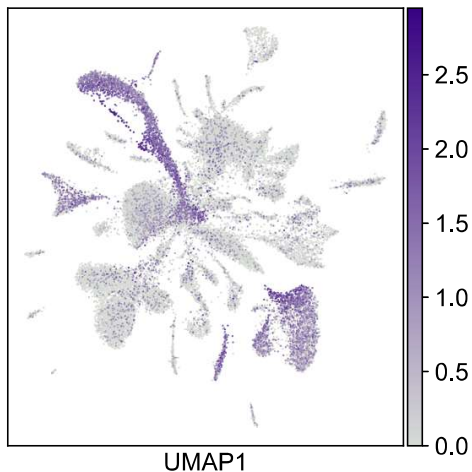

h1SMcG0015598

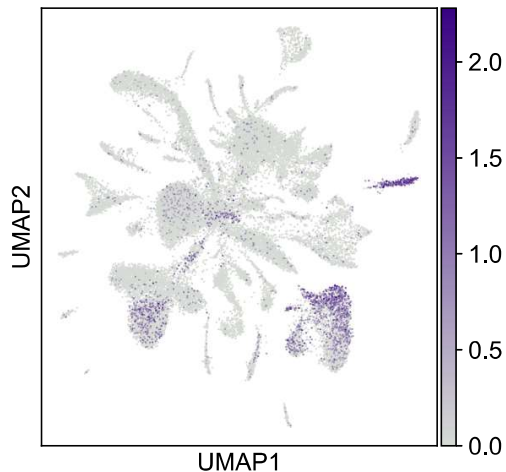

h1SMcG0008074

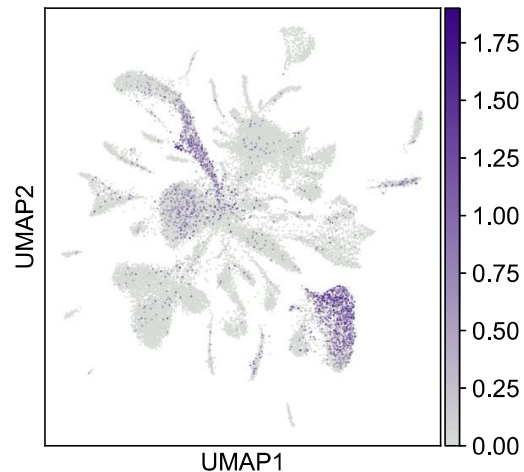

h1SMcG0008073

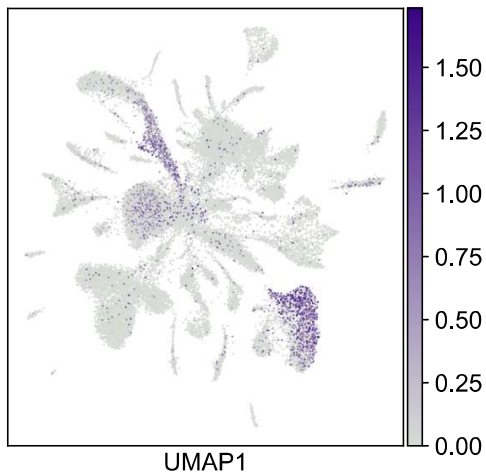

h1SMcG0007791

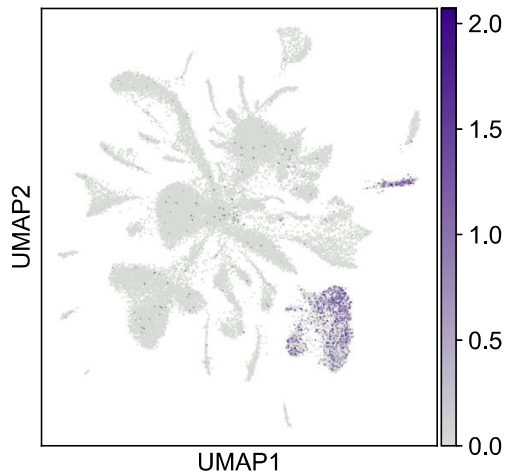

h1SMcG0019136

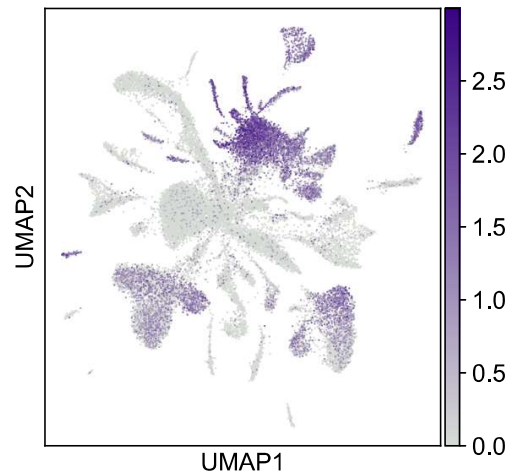

leiden\_3 cluster 8

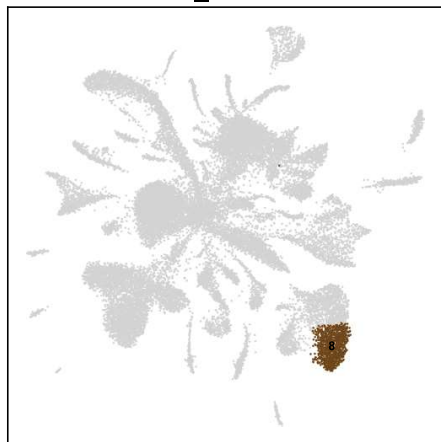

h1SMcG0017400

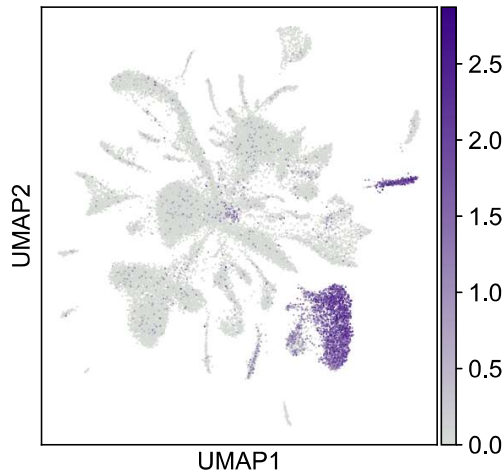

h1SMcG0016328

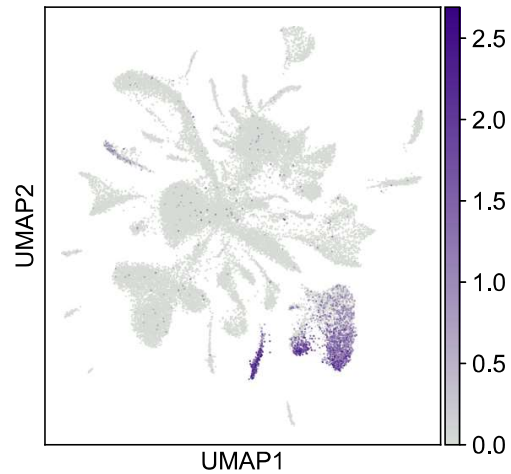

h1SMcG0016327

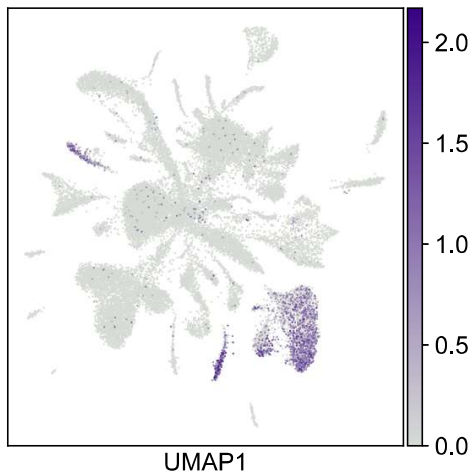

h1SMcG0003473

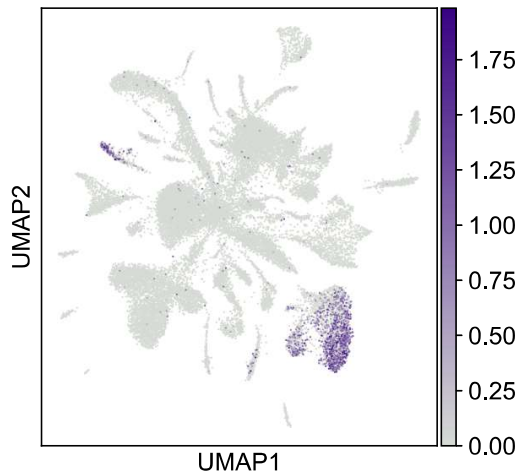

h1SMcG0011169

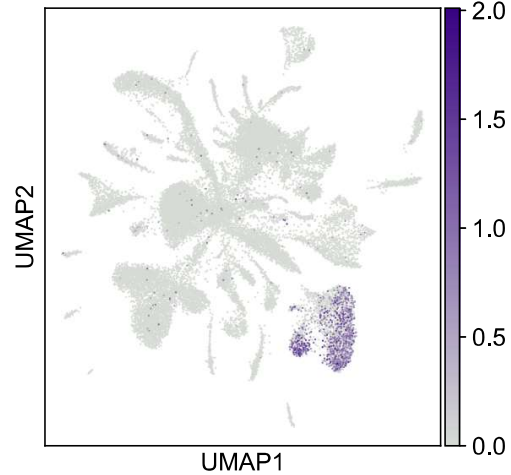

h1SMcG0013759

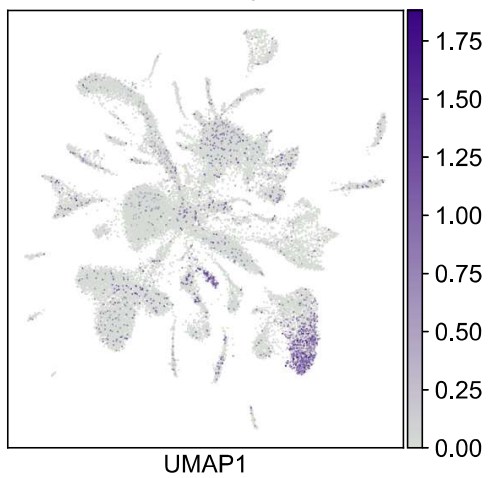

h1SMcG0001608

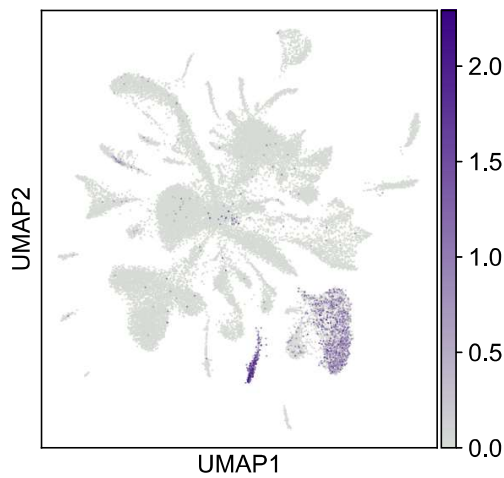

h1SMcG0015571

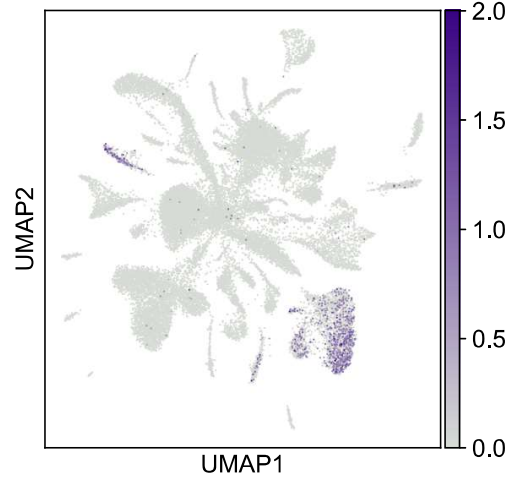

leiden\_3 cluster 9

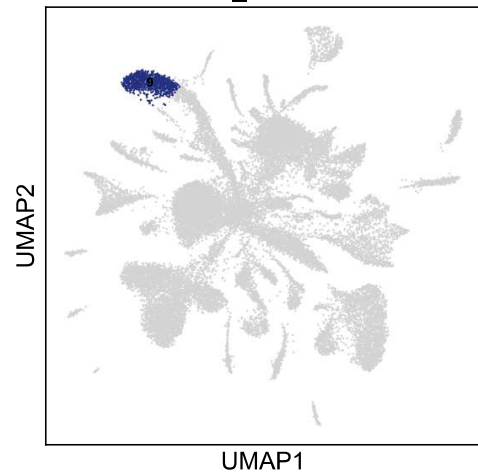

h1SMcG0002269

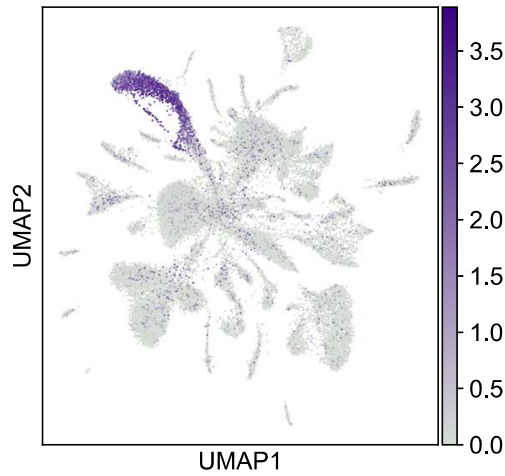

h1SMcG0015757

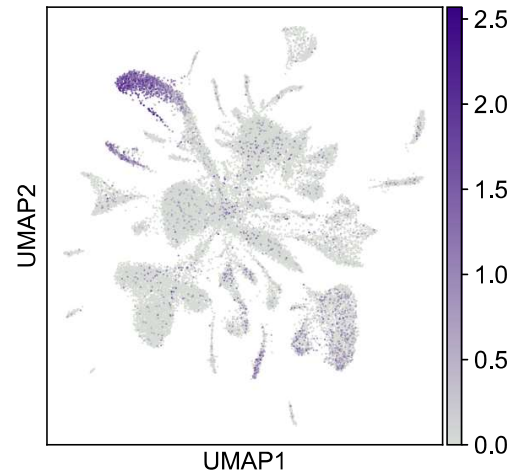

h1SMnG0009123

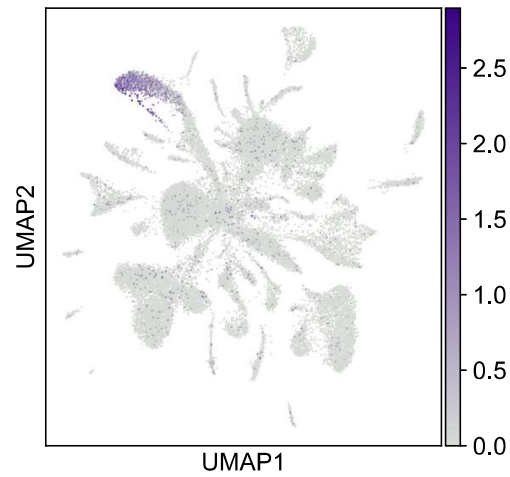

h1SMcG0009175

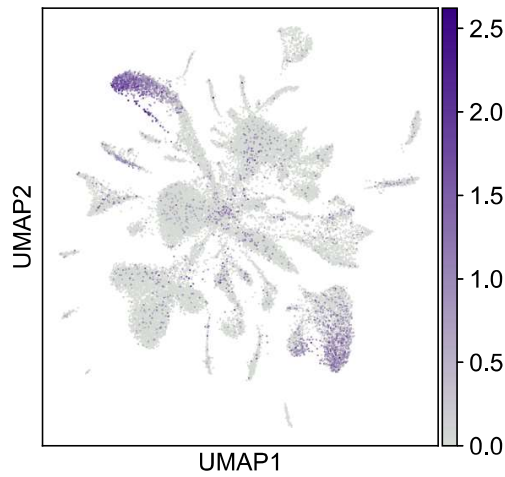

h1SMcG0014491

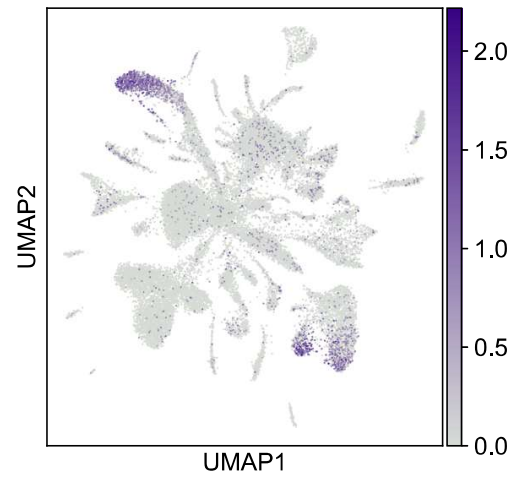

h1SMcG0009632

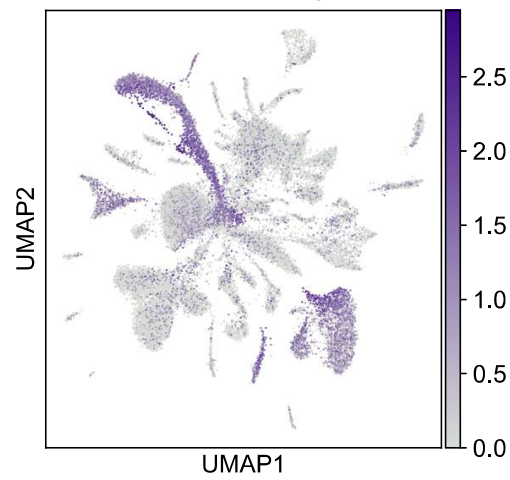

h1SMcG0006393

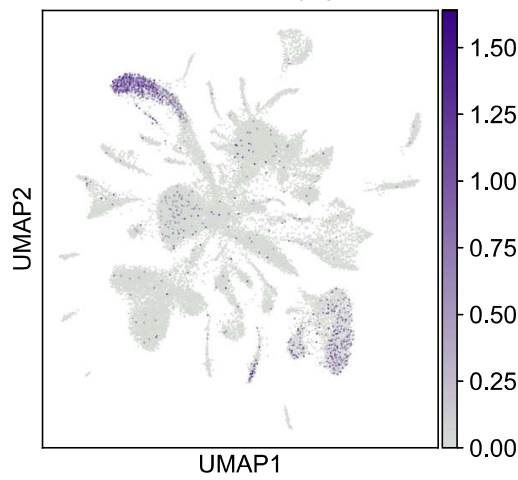

h1SMcG0018987

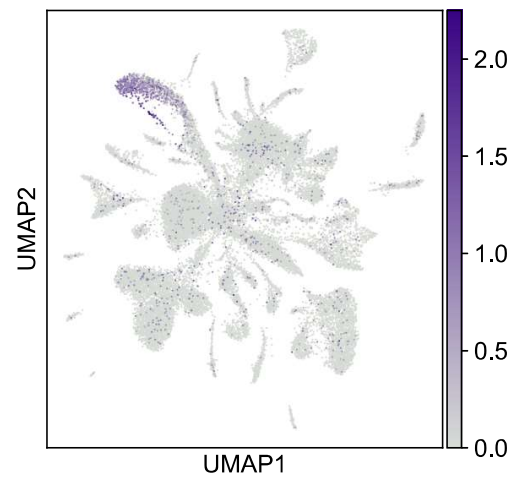

leiden\_3 cluster 10

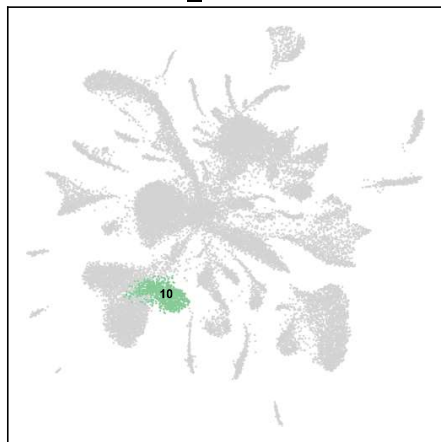

h1SMcG0014354

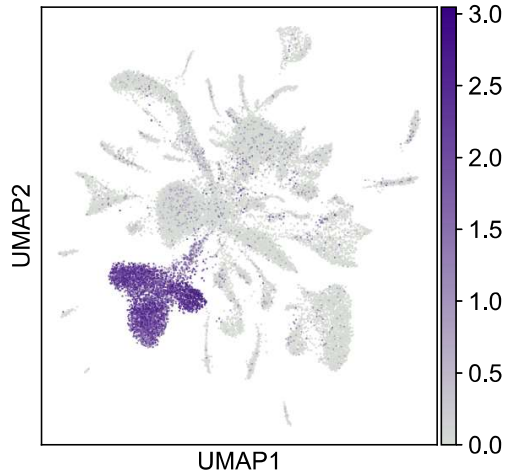

h1SMcG0002622

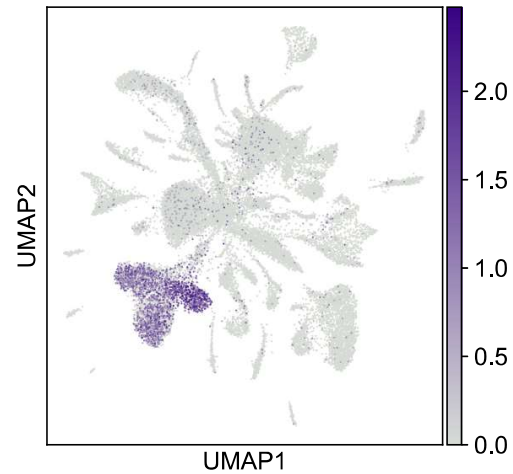

h1SMcG0007433

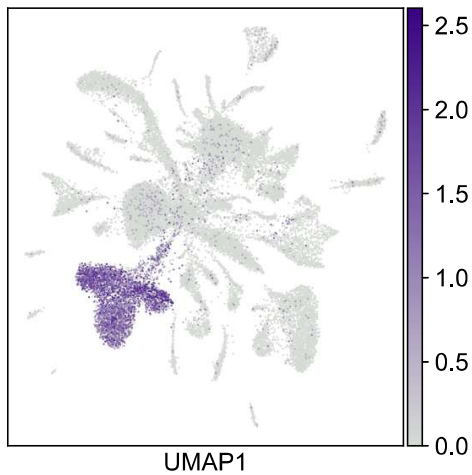

h1SMcG0006857

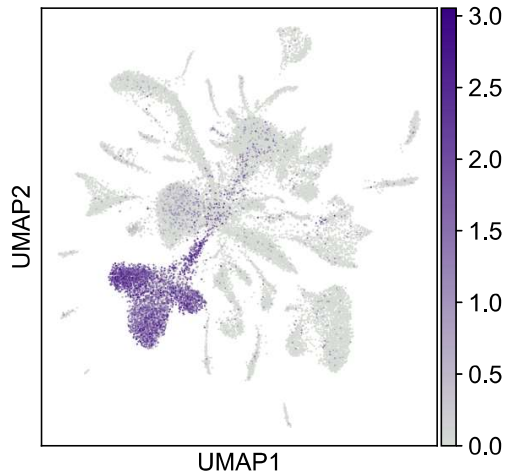

h1SMcG0009472

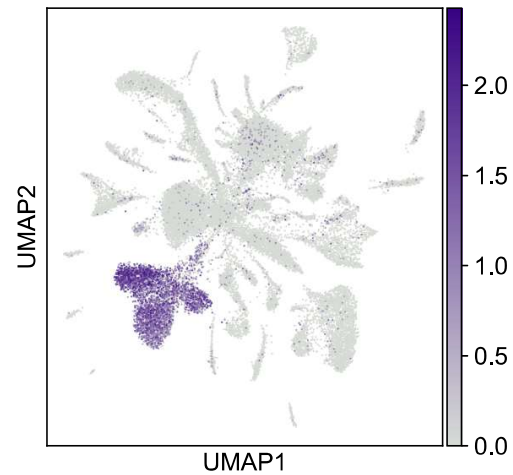

h1SMcG0020983

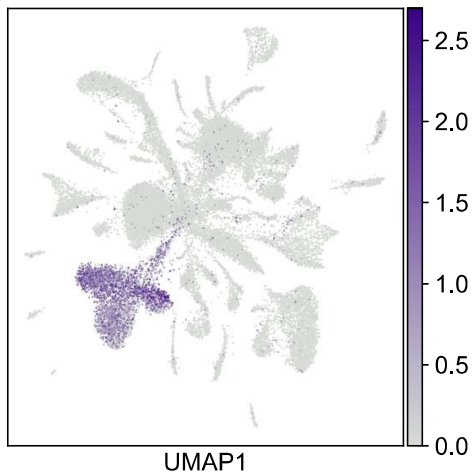

h1SMcG0020690

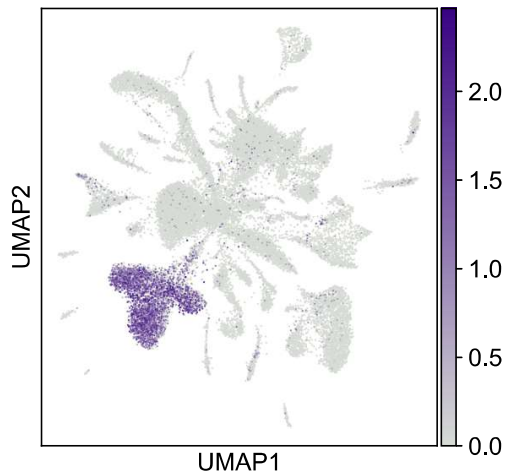

h1SMcG0012064

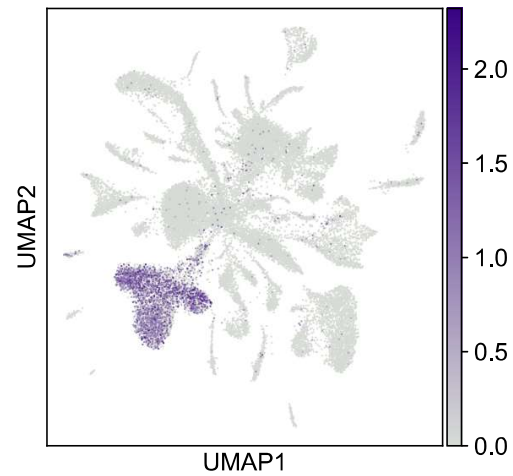

leiden\_3 cluster 11

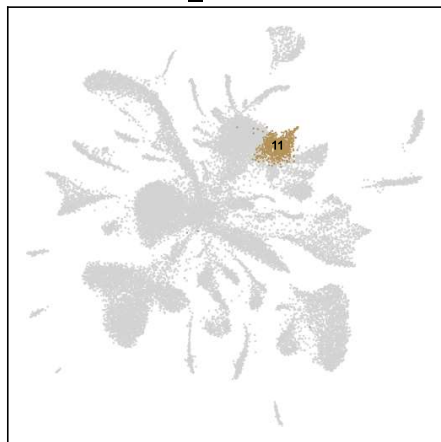

h1SMcG0015883

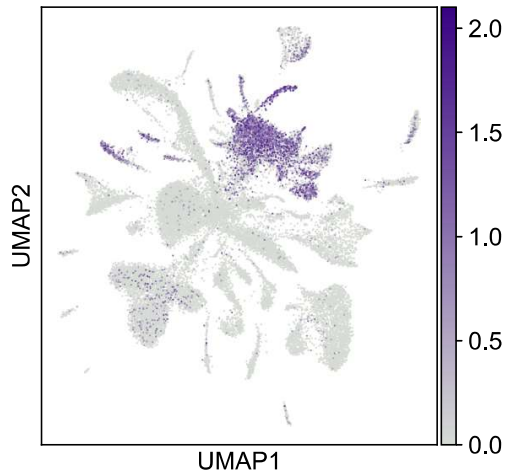

h1SMcG0018921

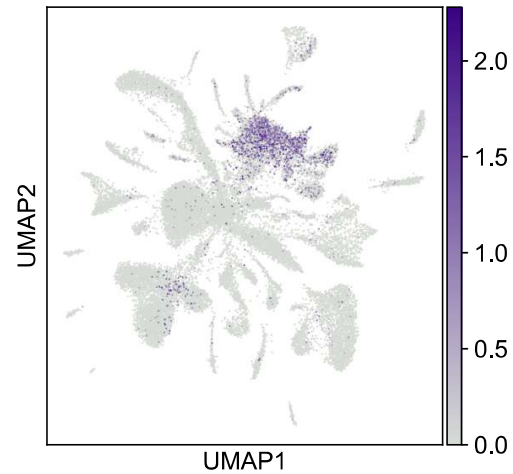

h1SMcG0011689

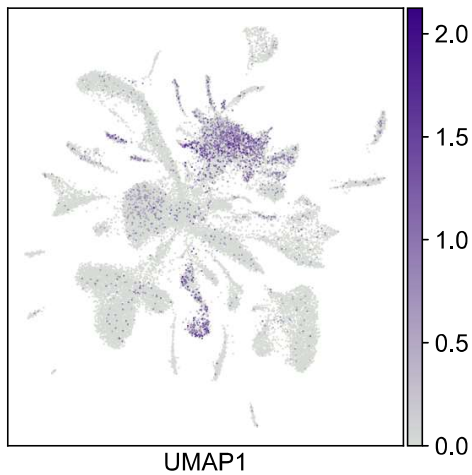

h1SMcG0006436

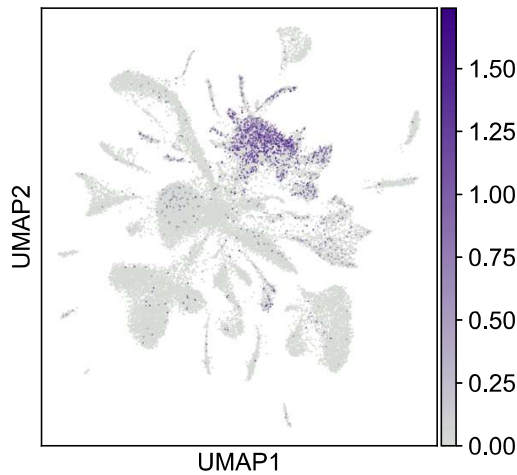

h1SMcG0010353

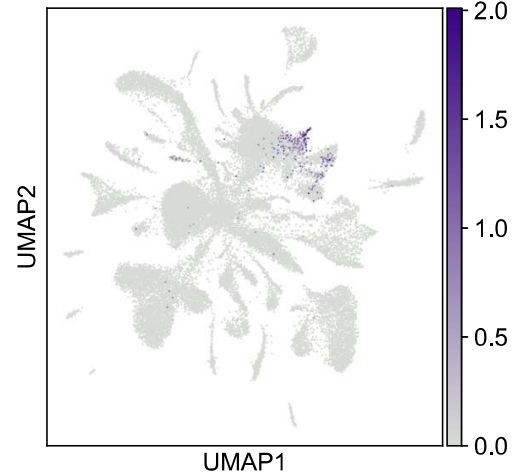

h1SMcG0003722

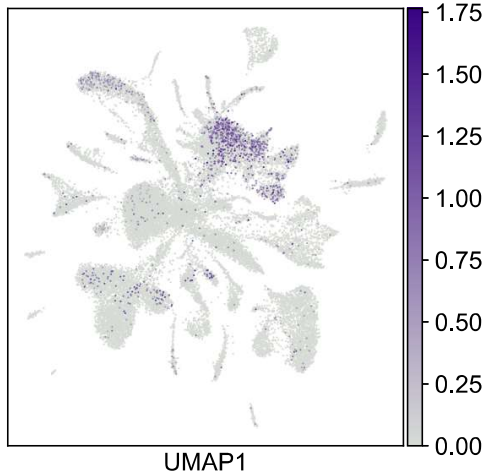

h1SMcG0018920

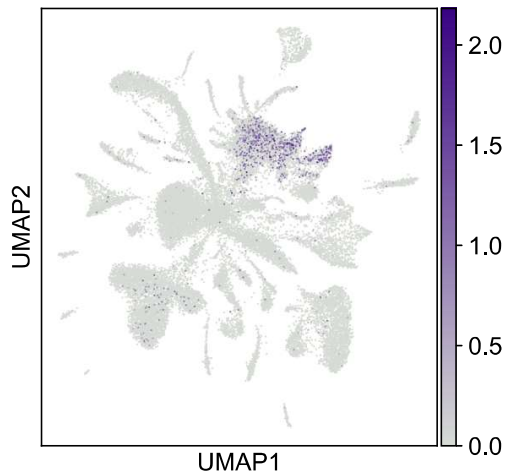

h1SMcG0016624

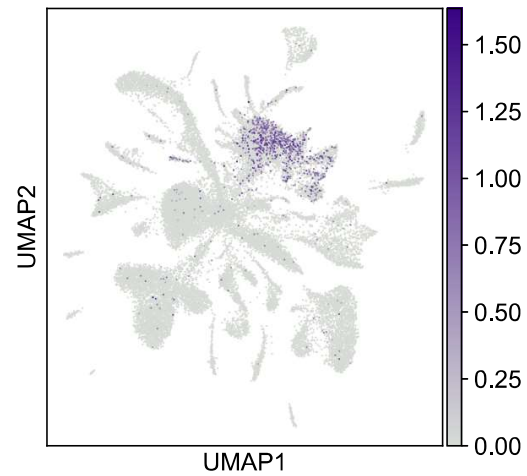

leiden\_3 cluster 12

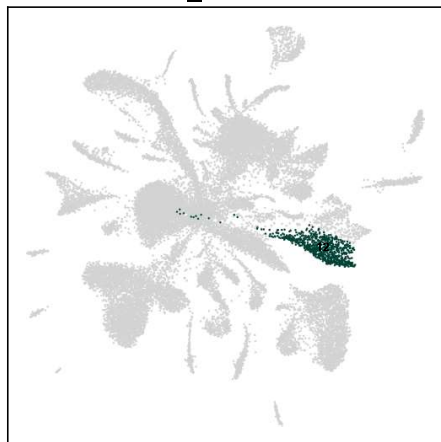

h1SMcG0013410

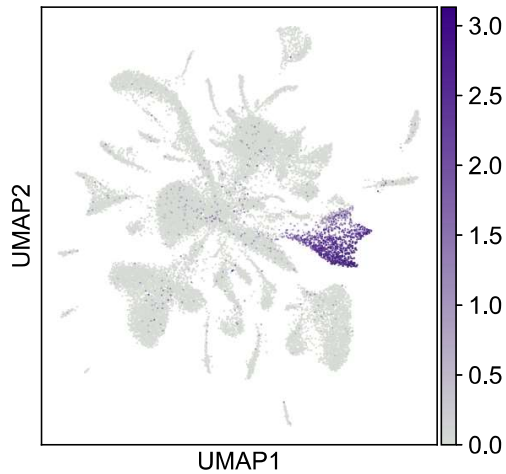

h1SMcG0008281

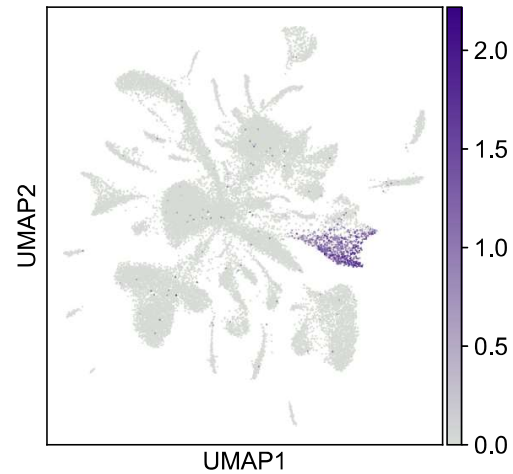

h1SMnG0022131

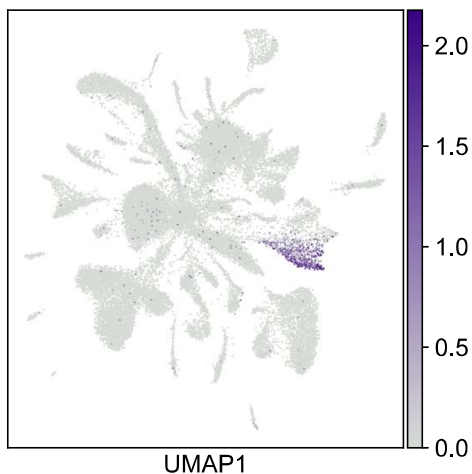

h1SMcG0009480

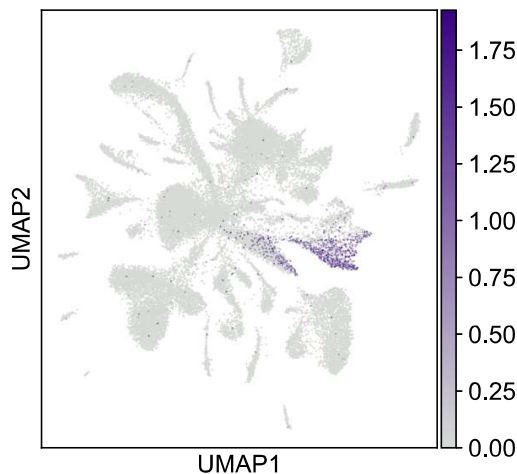

h1SMcG0013407

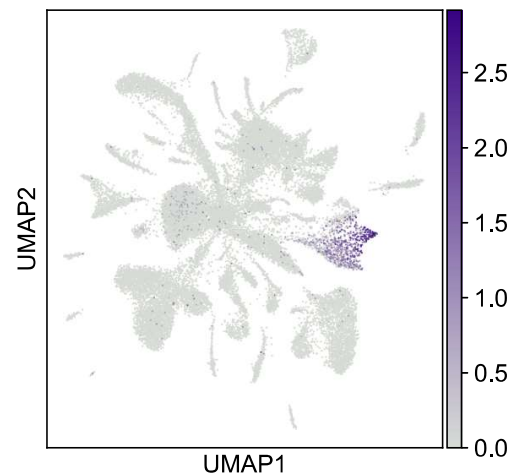

h1SMcG0009479

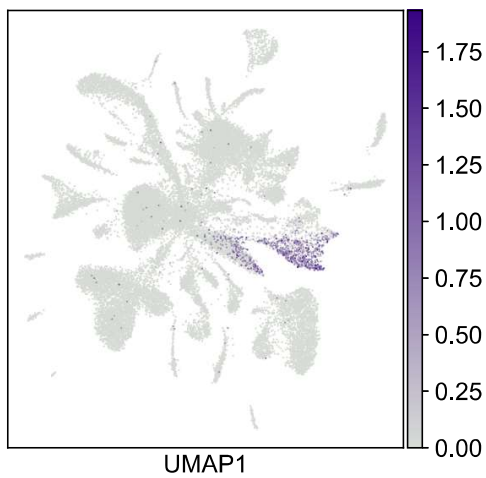

h1SMcG0002559

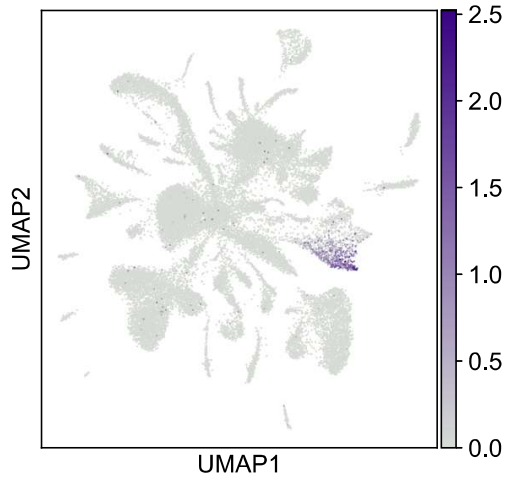

h1SMcG0016889

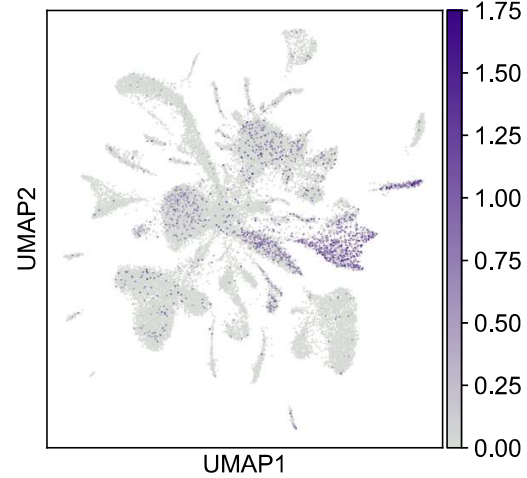

leiden\_3 cluster 13

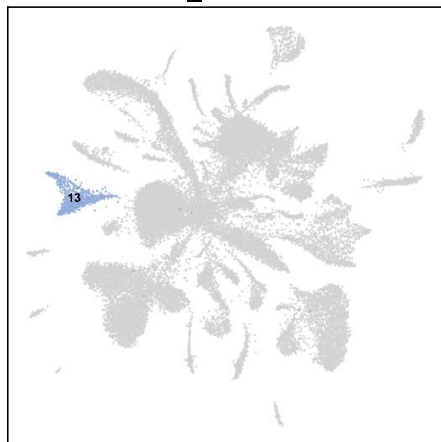

h1SMcG0001890

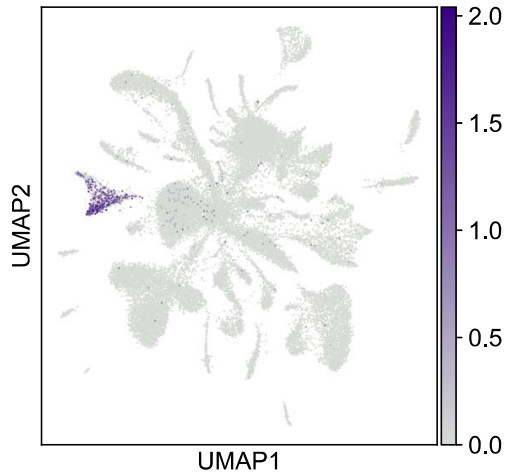

h1SMcG0000479

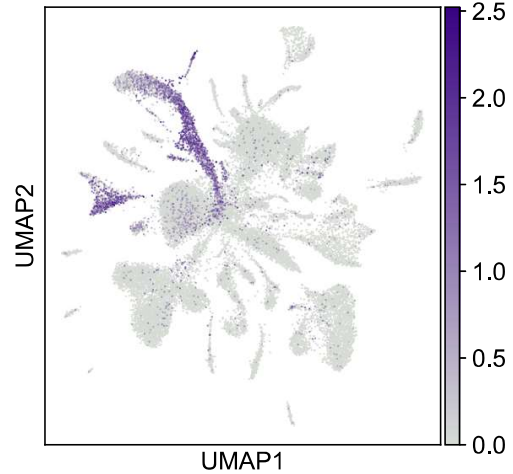

h1SMcG0002430

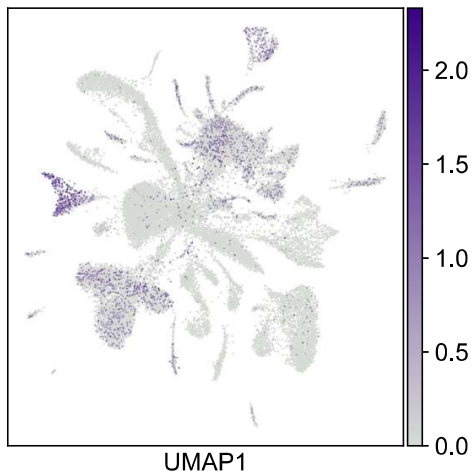

h1SMcG0019578

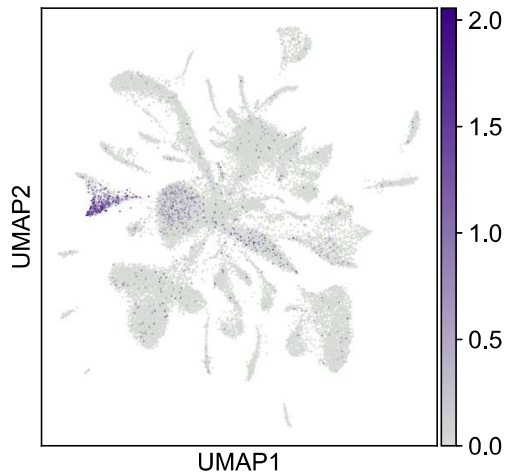

h1SMnG0024720

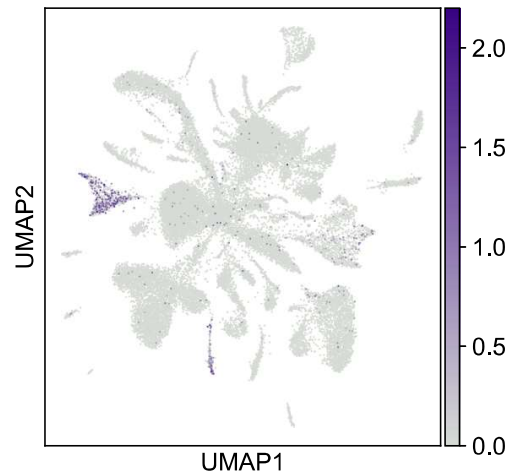

h1SMcG0002222

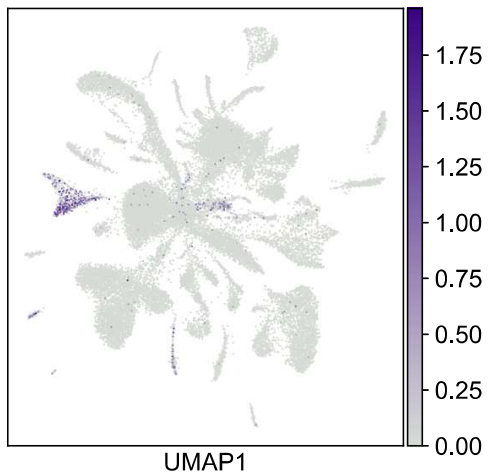

h1SMcG0022252

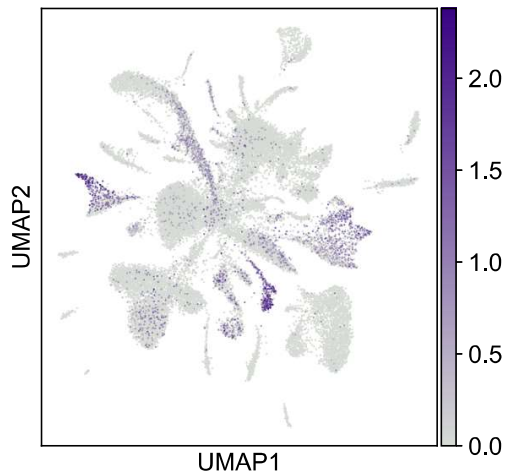

h1SMcG0014026

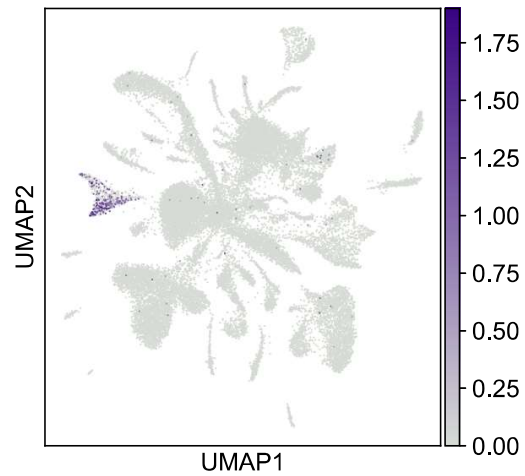

leiden\_3 cluster 14

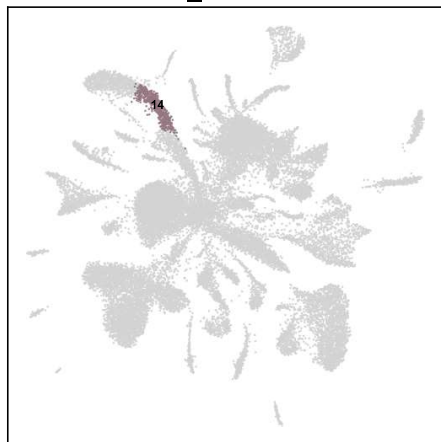

h1SMcG0012529

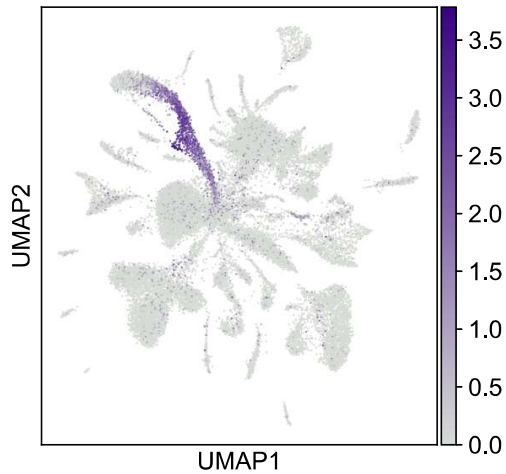

h1SMcG0002269

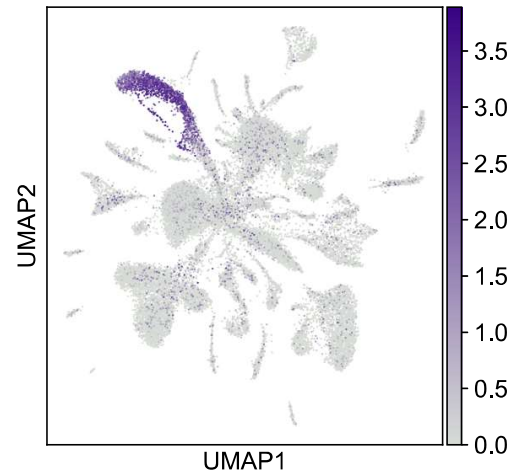

h1SMcG0000479

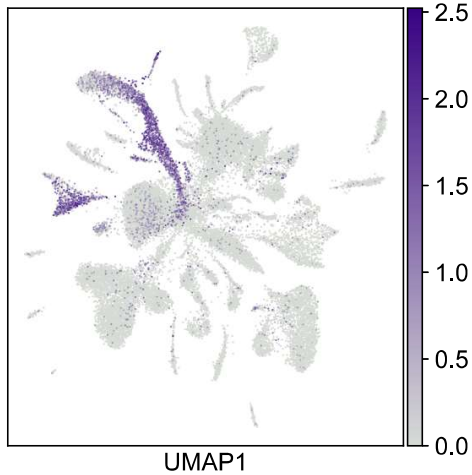

h1SMcG0003721

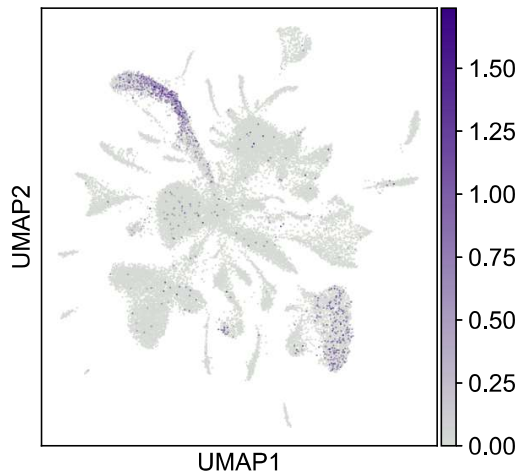

h1SMcG0006374

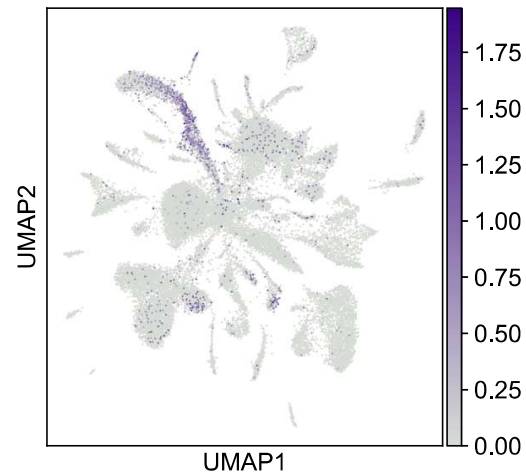

h1SMcG0011829

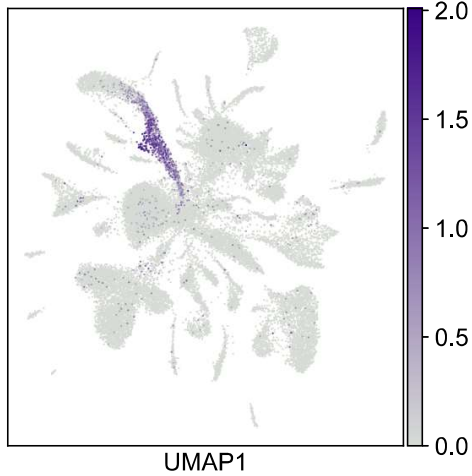

h1SMcG0008011

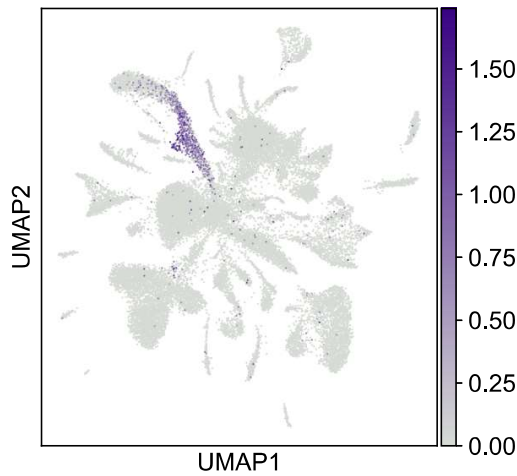

h1SMcG0000090

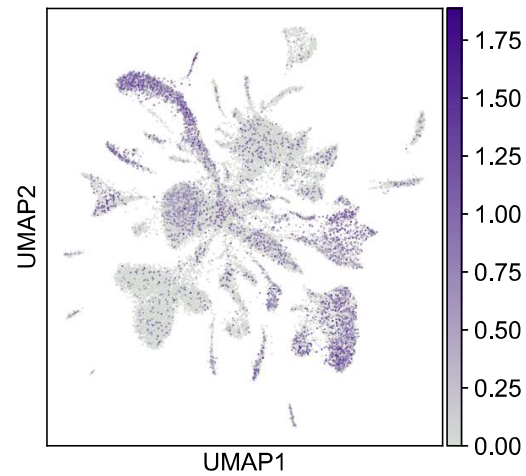

leiden\_3 cluster 15

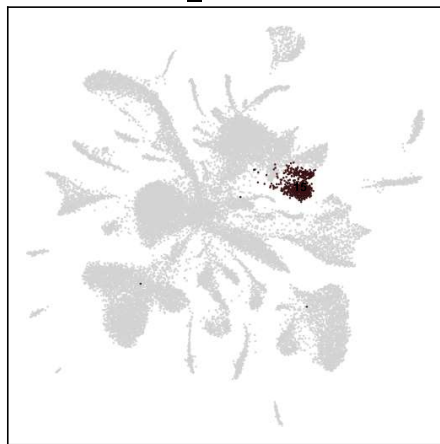

h1SMcG0021376

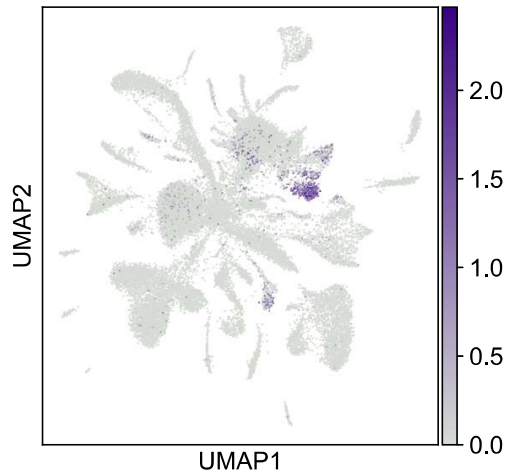

h1SMcG0014114

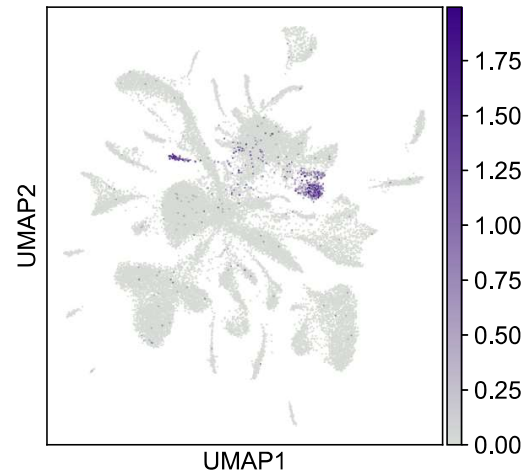

h1SMcG0022349

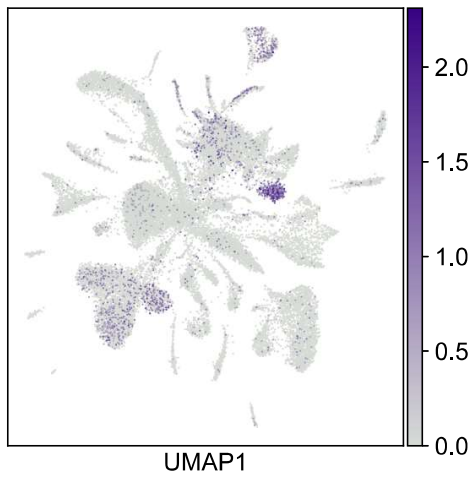

h1SMcG0021858

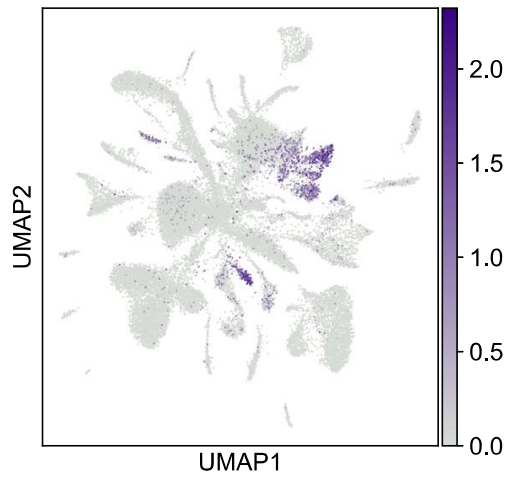

h1SMcG0015883

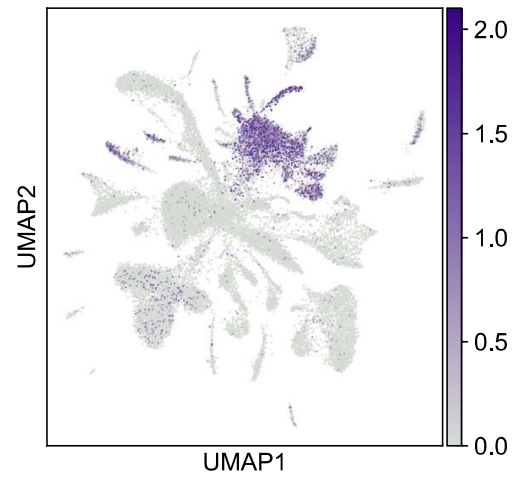

h1SMcG0021000

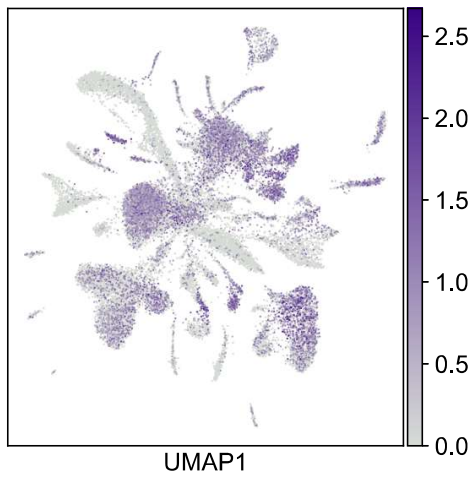

h1SMcG0007593

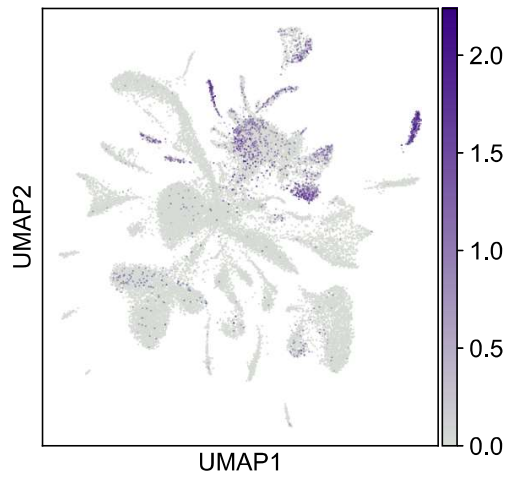

h1SMcG0012445

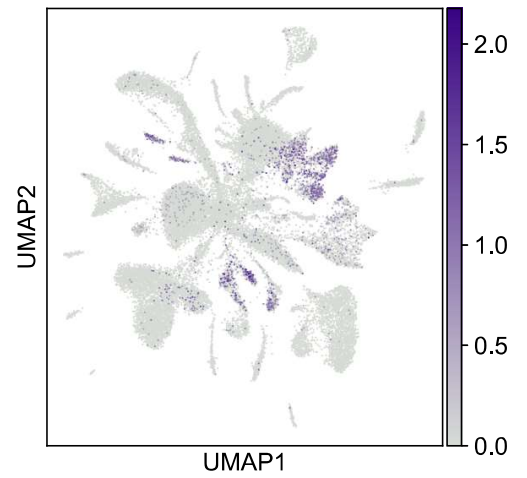

leiden\_3 cluster 16

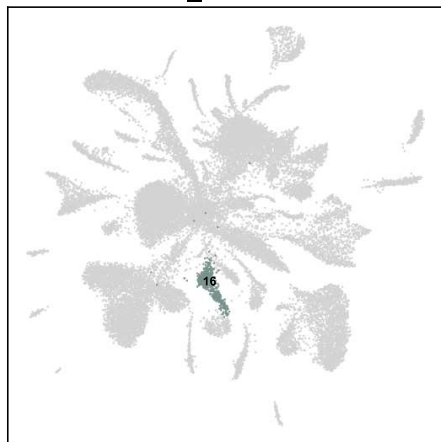

h1SMcG0016251

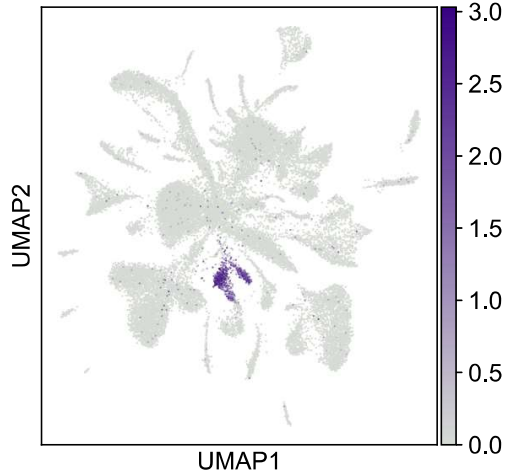

h1SMcG0007437

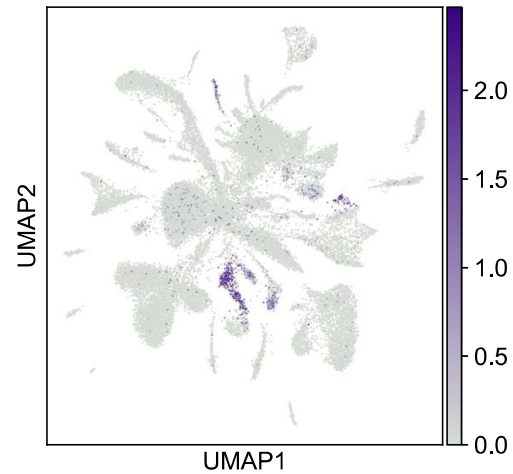

h1SMcG0003207

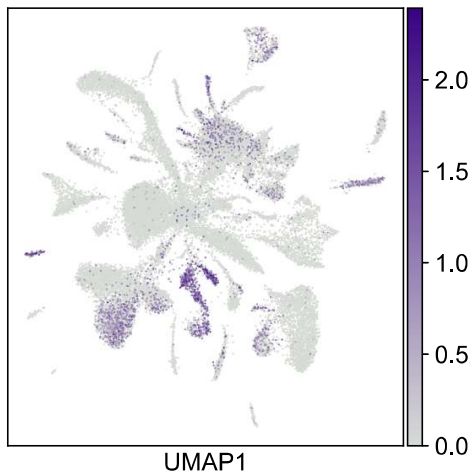

h1SMcG0003611

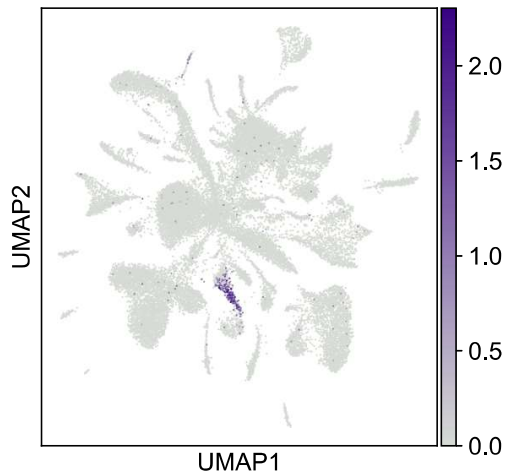

h1SMcG0016777

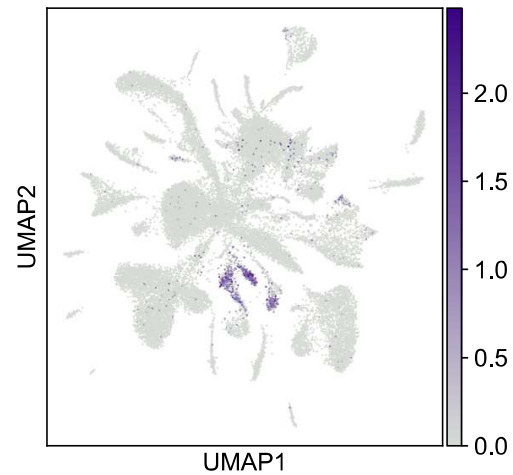

h1SMcG0002508

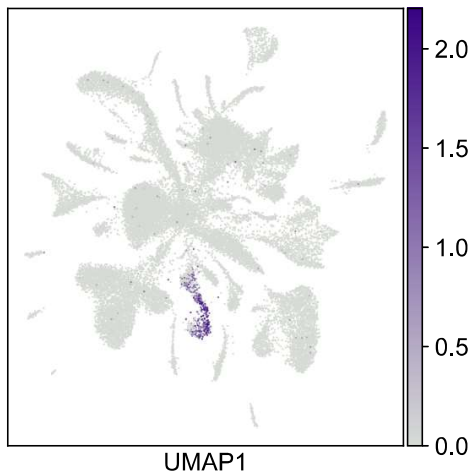

h1SMcG0022250

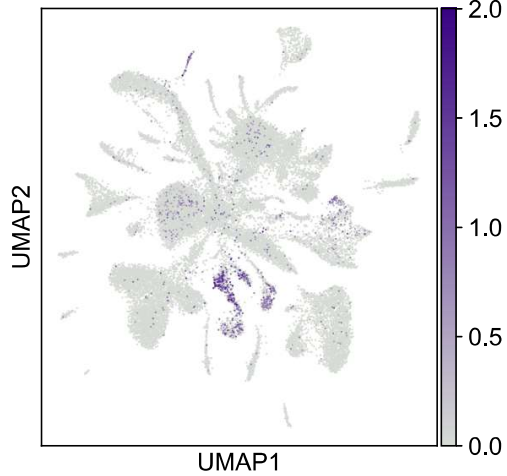

h1SMcG0005618

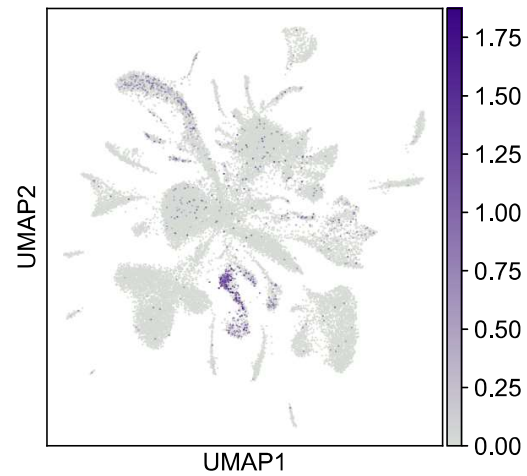

leiden\_3 cluster 17

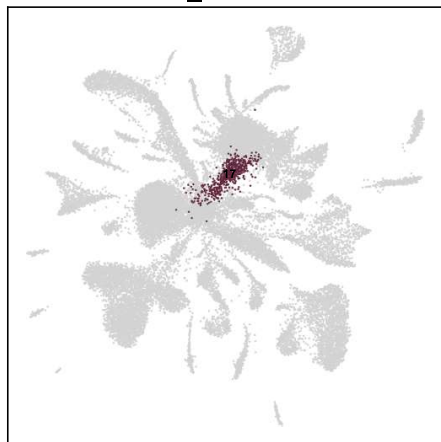

h1SMnG0035616

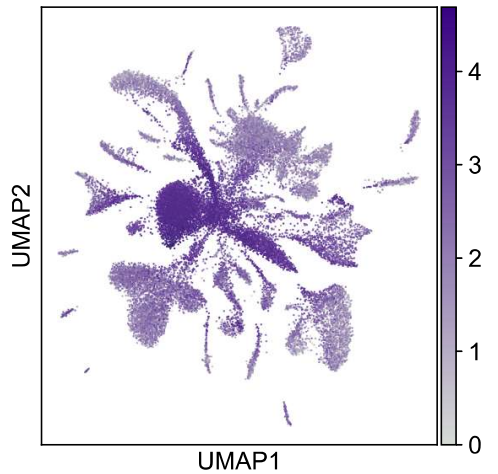

h1SMcG0019758

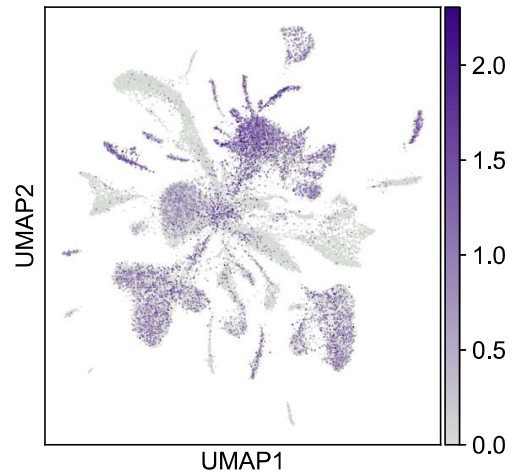

h1SMcG0000076

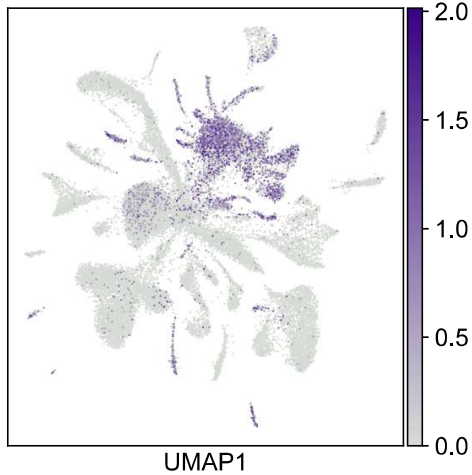

h1SMnG0035608

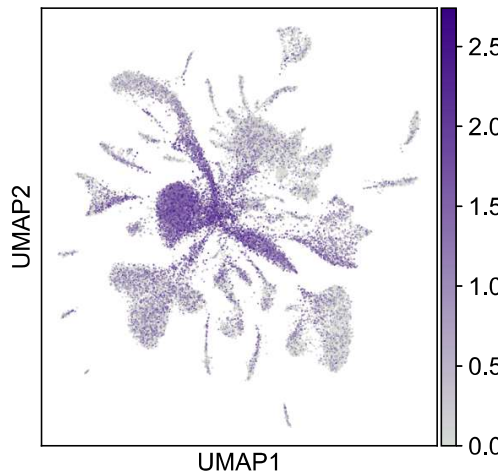

h1SMcG0009596

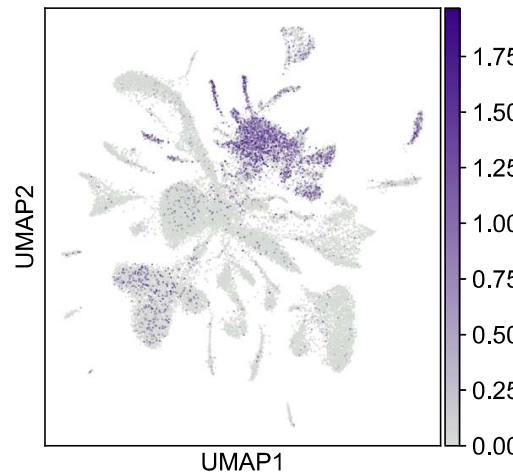

h1SMcG0009545

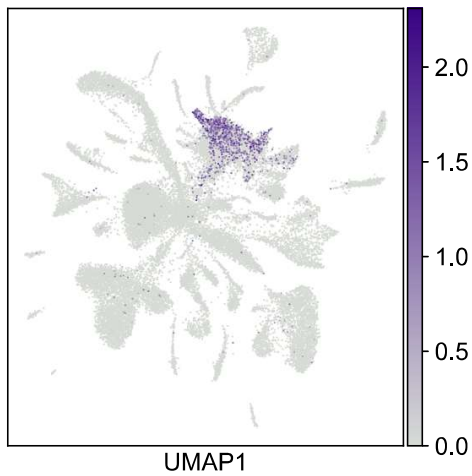

h1SMcG0014446

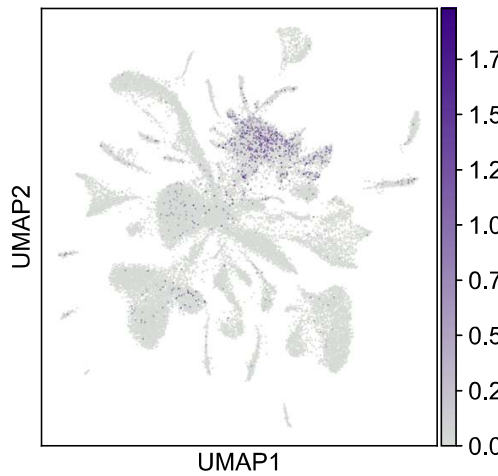

h1SMcG0021692

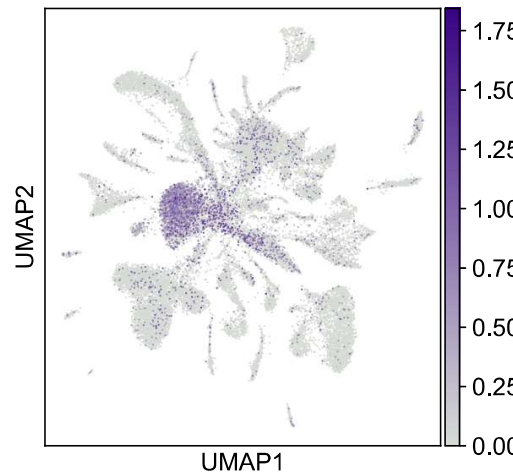

leiden\_3 cluster 18

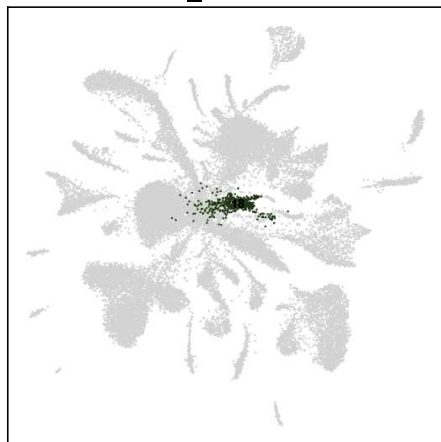

h1SMcG0011383

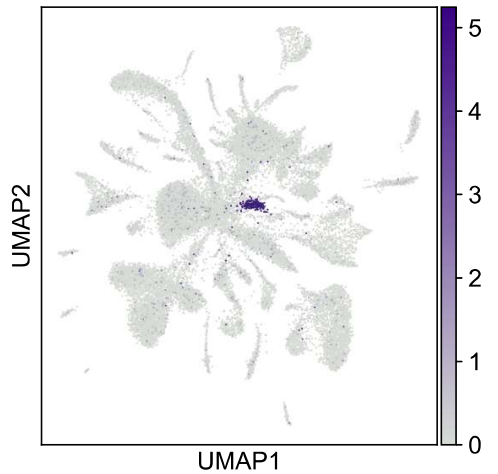

h1SMcG0004342

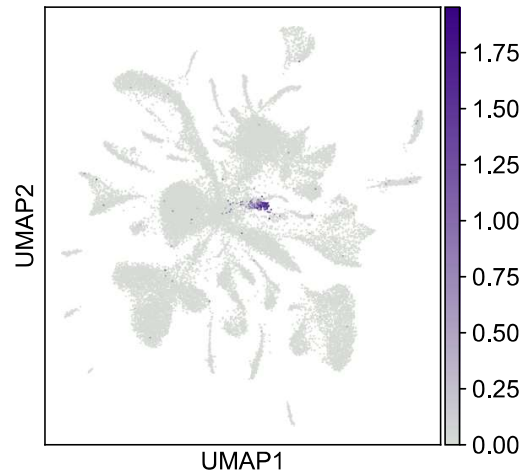

h1SMcG0011317

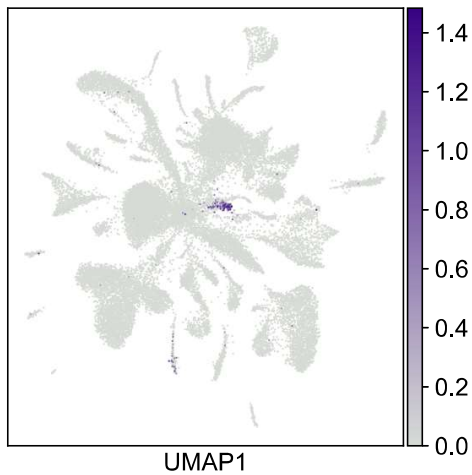

h1SMcG0008636

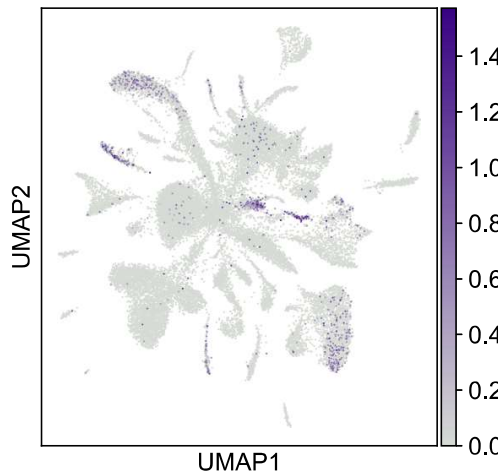

h1SMcG0022083

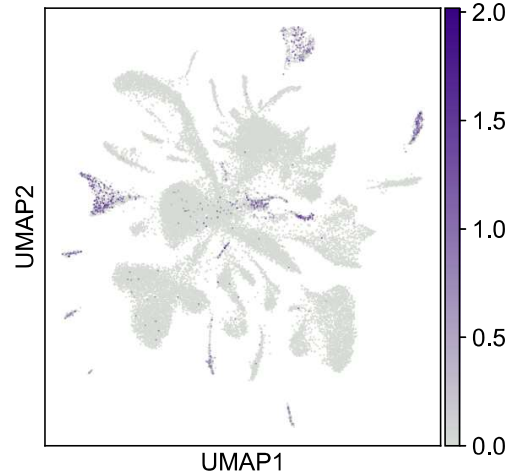

h1SMcG0008504

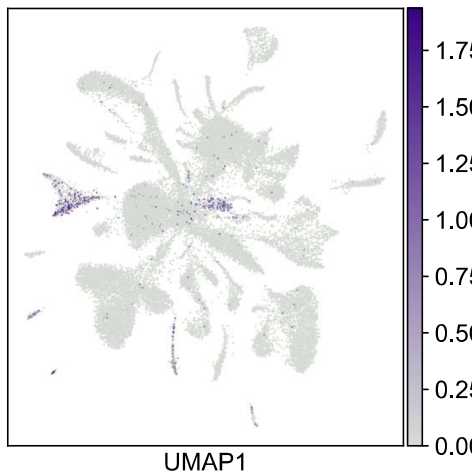

h1SMcG0000076

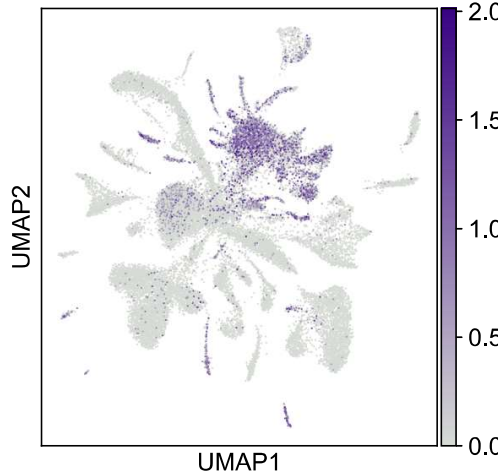

h1SMcG0010685

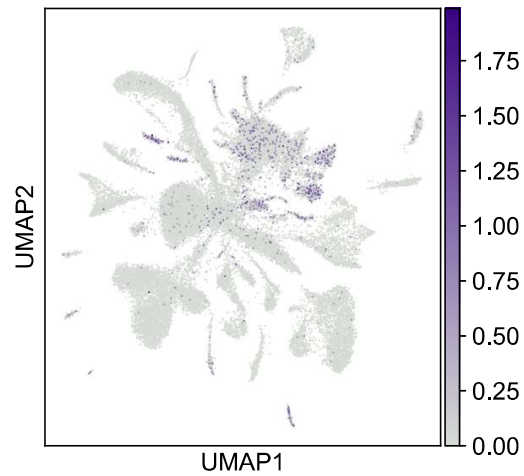

leiden\_3 cluster 19

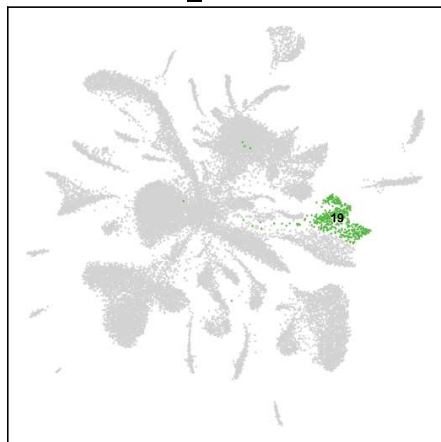

h1SMcG0001669

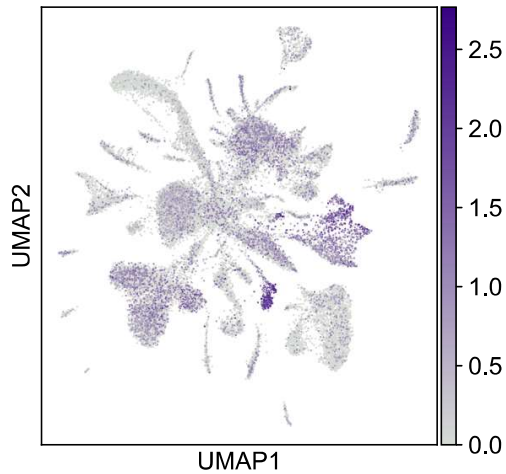

h1SMcG0006455

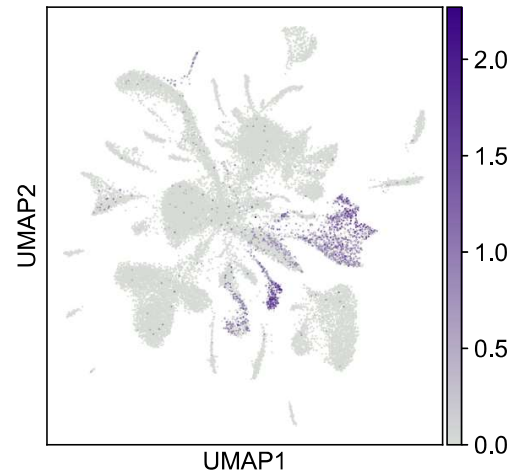

h1SMcG0013410

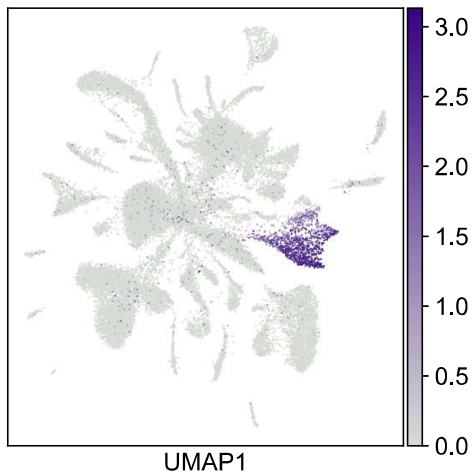

h1SMnG0032071

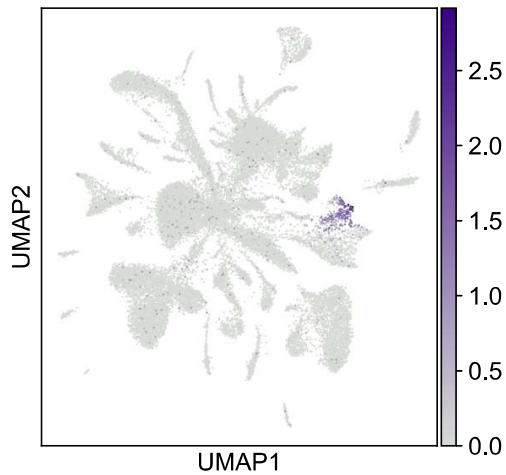

h1SMcG0022934

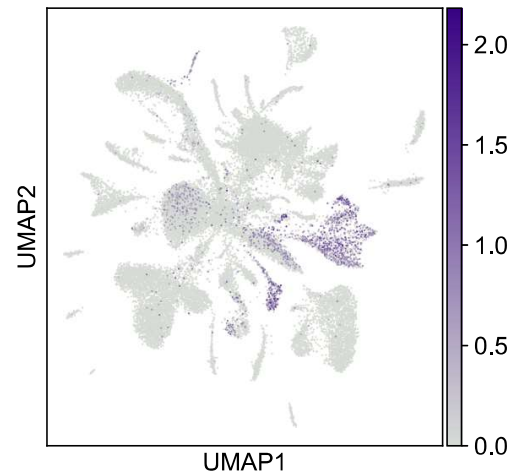

h1SMcG0020273

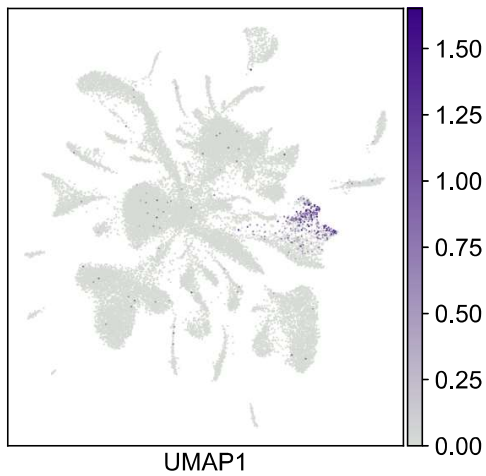

h1SMcG0022252

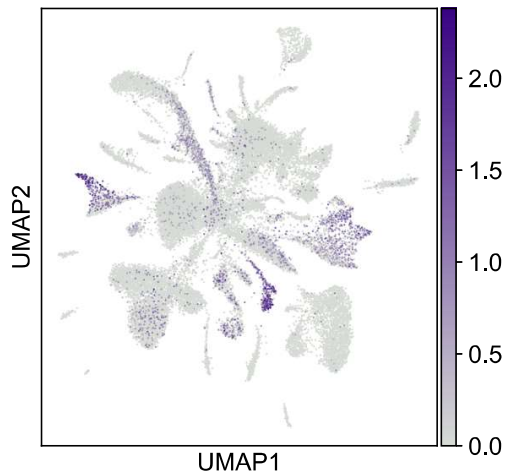

h1SMcG0004252

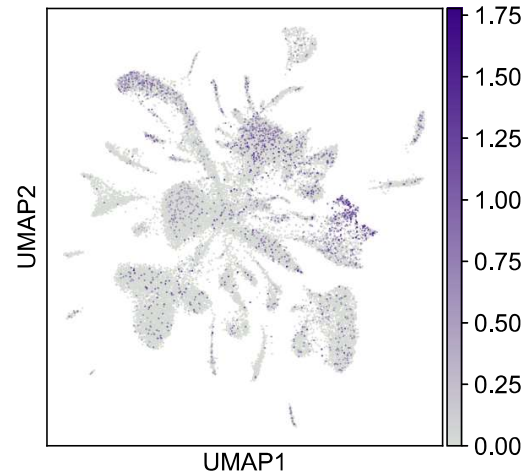

leiden\_3 cluster 20

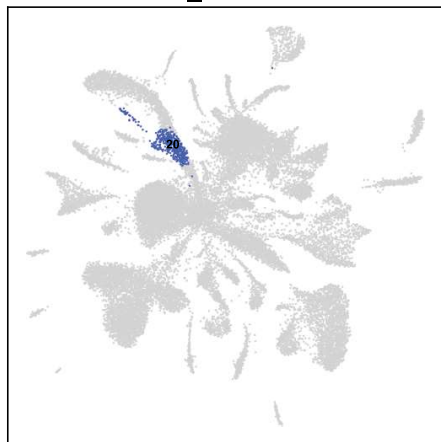

h1SMcG0012529

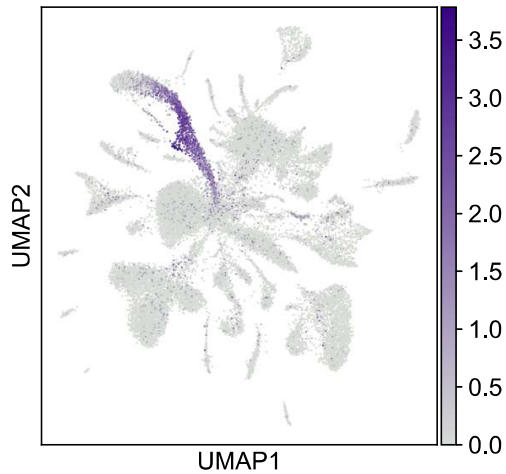

h1SMcG0009632

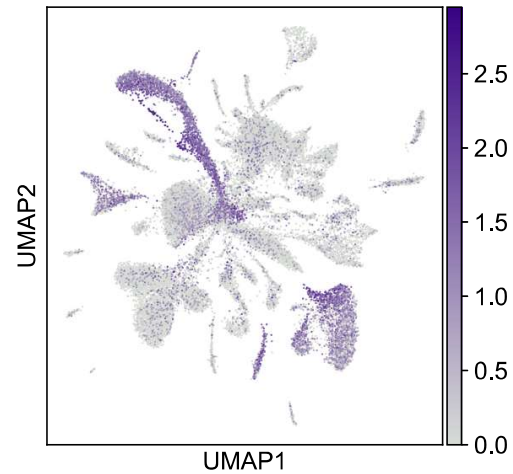

h1SMcG0009633

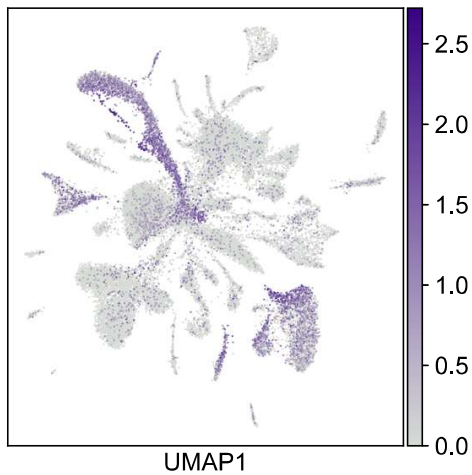

h1SMcG0000479

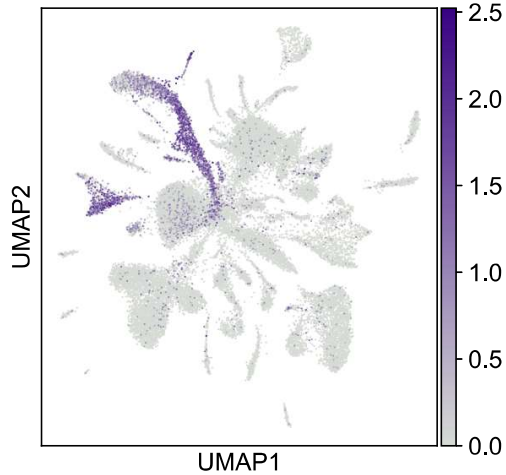

h1SMcG0011829

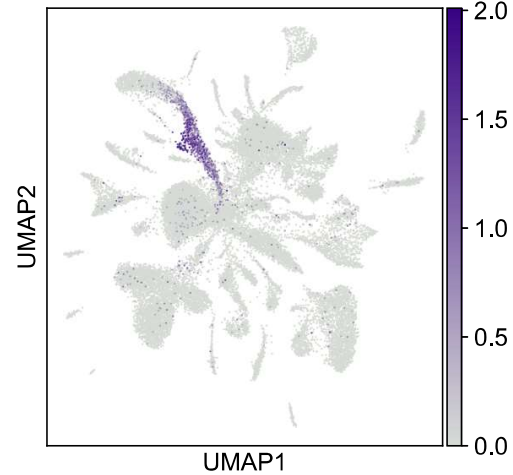

h1SMcG0008011

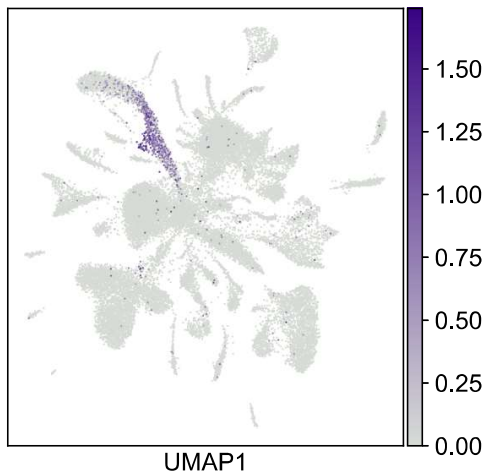

h1SMcG0011728

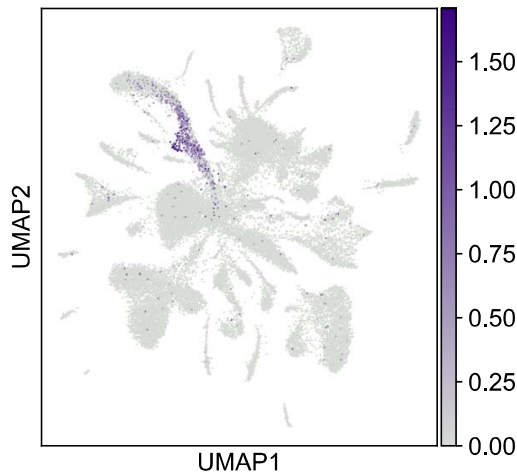

h1SMnG0017210

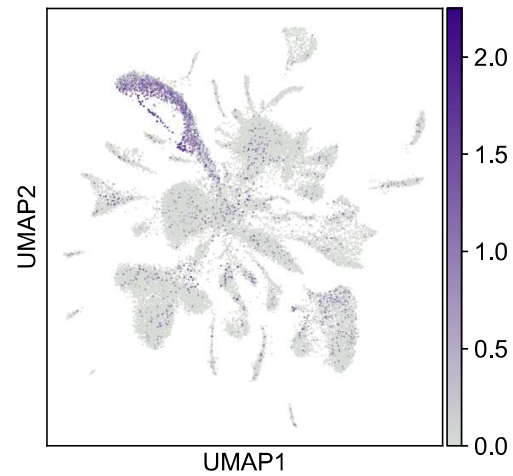

leiden\_3 cluster 21

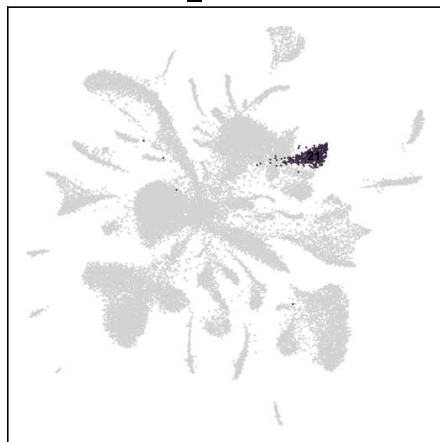

h1SMcG0003676

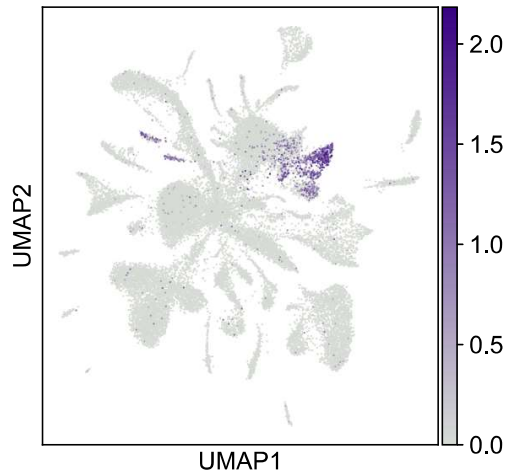

h1SMcG0003584

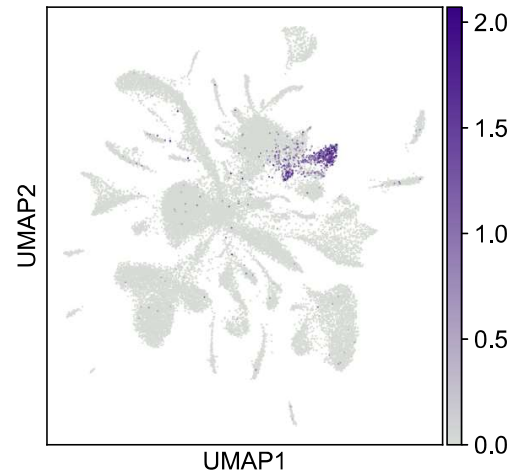

h1SMcG0021858

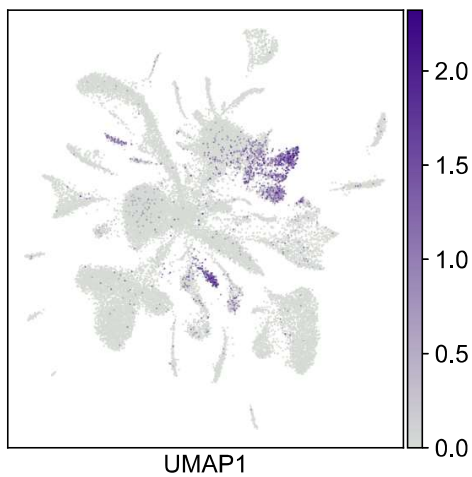

h1SMcG0003677

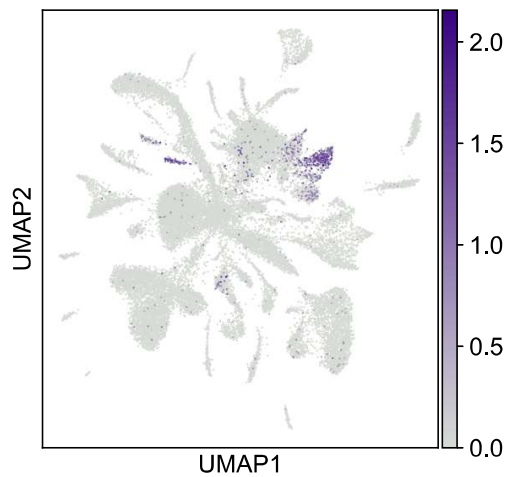

h1SMcG0022413

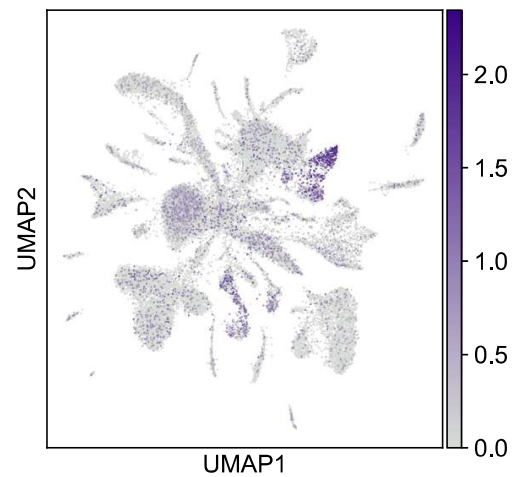

h1SMcG0022497

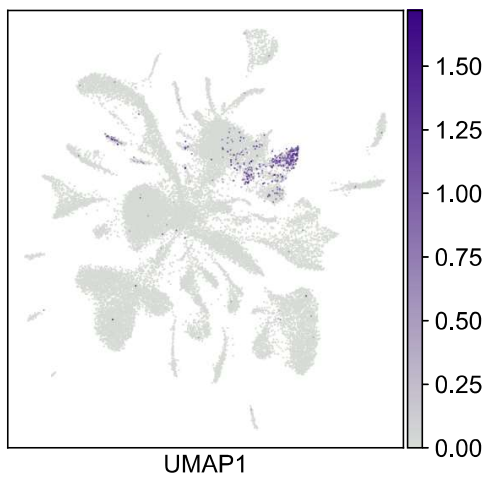

h1SMnG0015595

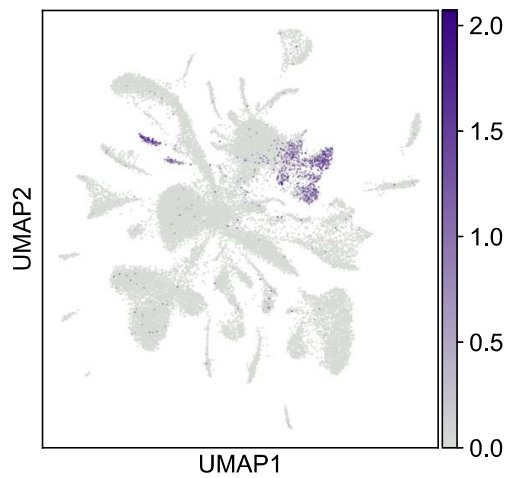

h1SMcG0019281

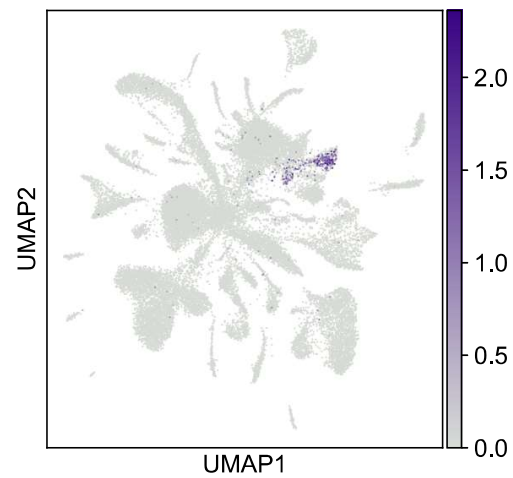

leiden\_3 cluster 22

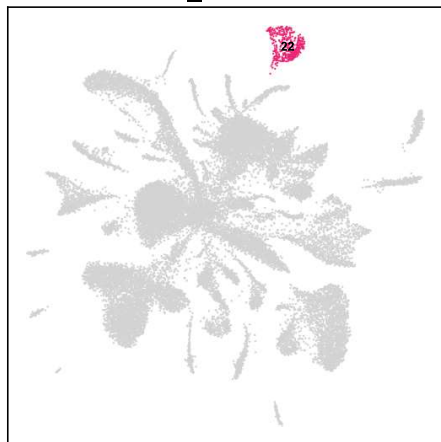

h1SMnG0009744

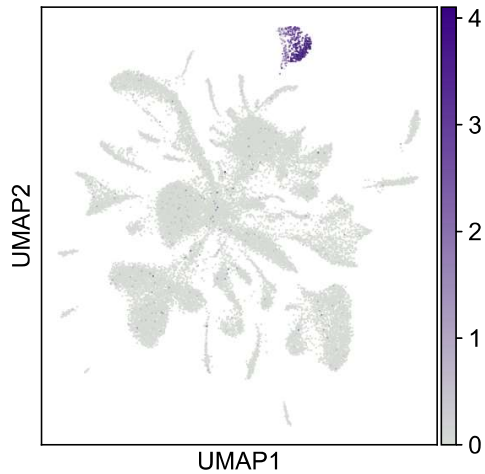

h1SMcG0005152

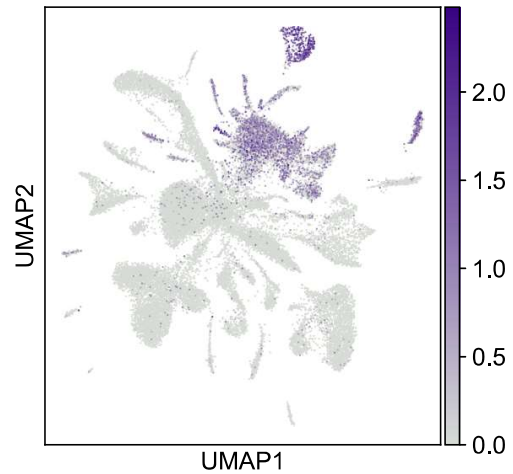

h1SMcG0002253

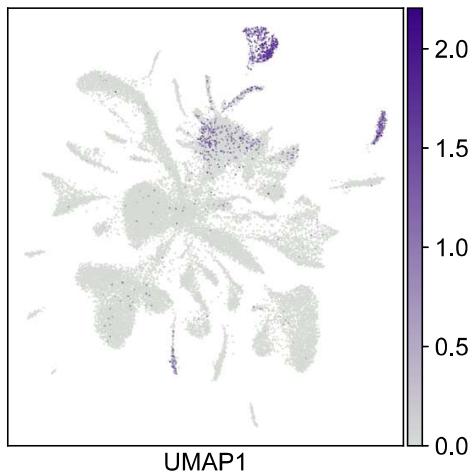

h1SMcG0017814

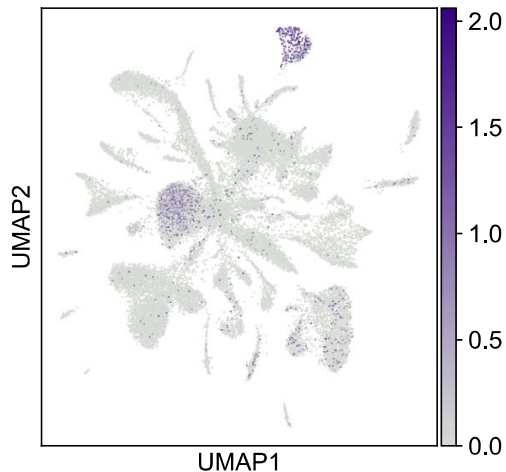

h1SMcG0000709

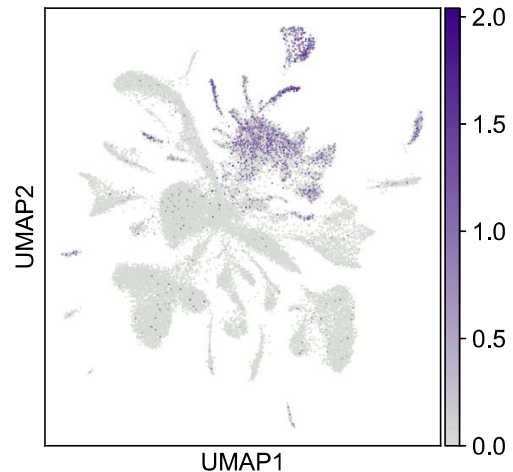

h1SMcG0019136

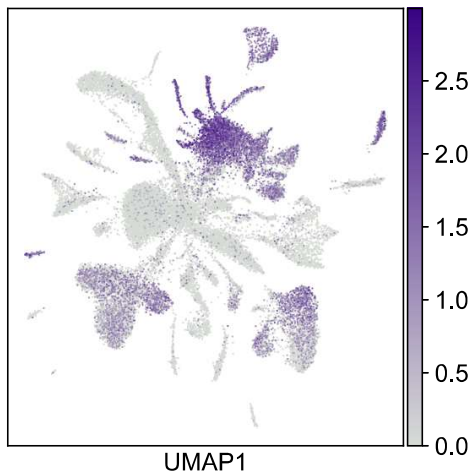

h1SMcG0003888

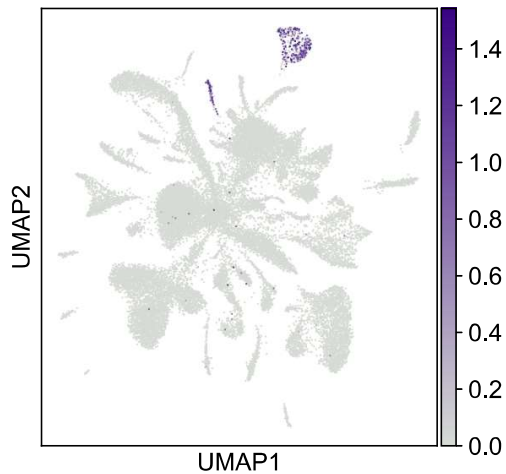

h1SMcG0011347

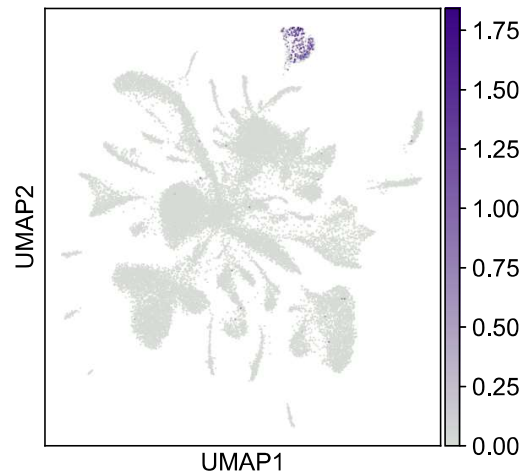

leiden\_3 cluster 23

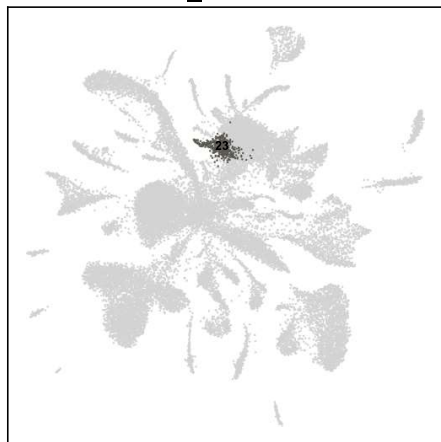

h1SMcG0019136

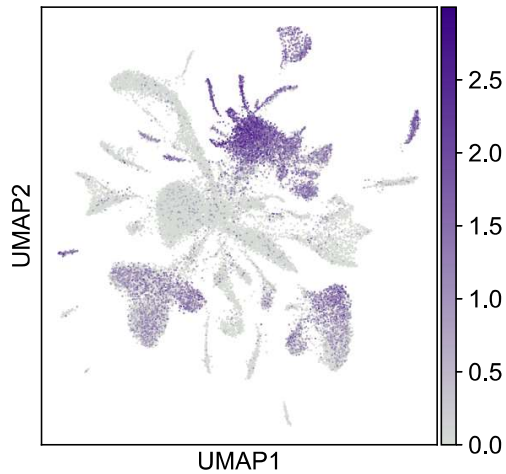

h1SMcG0020223

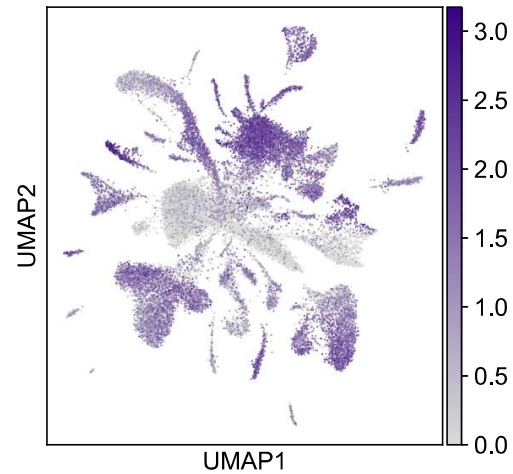

h1SMcG0011911

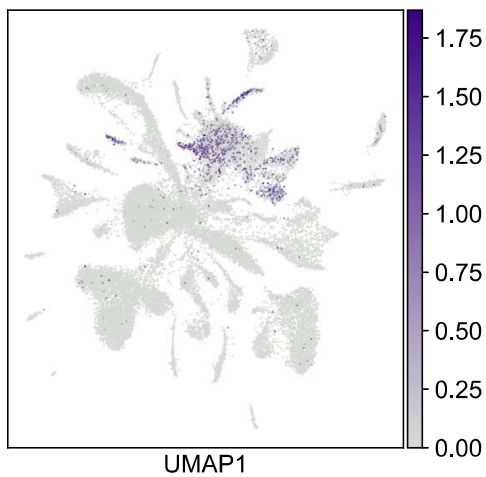

h1SMcG0000076

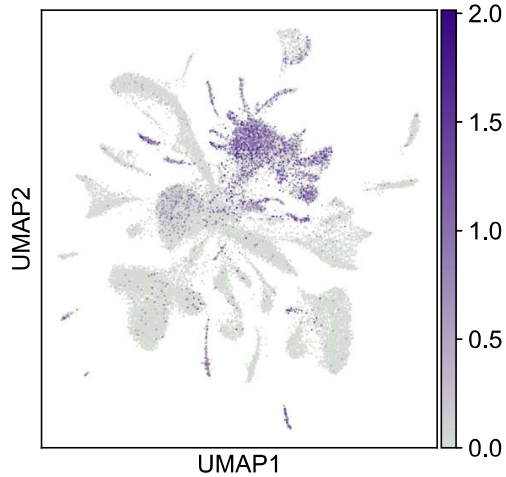

h1SMcG0011689

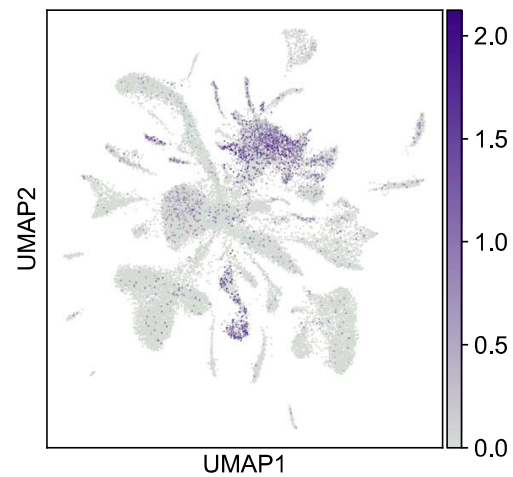

h1SMcG0018921

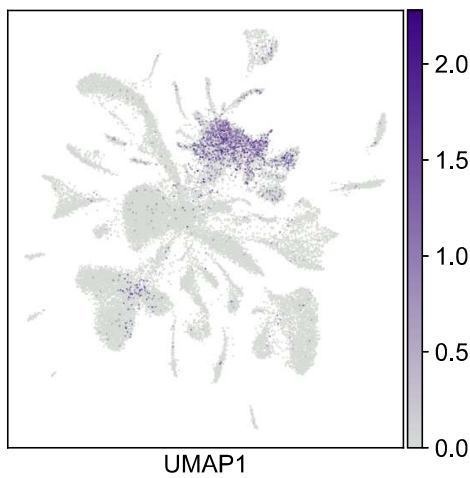

h1SMcG0005345

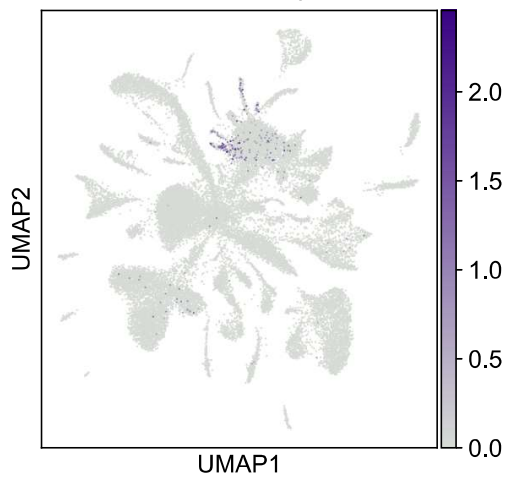

h1SMcG0001238

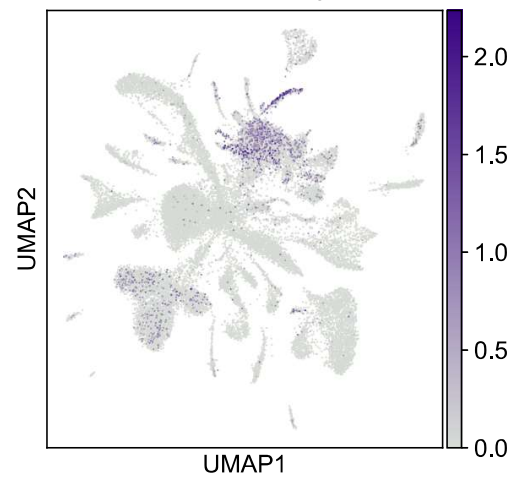

leiden\_3 cluster 24

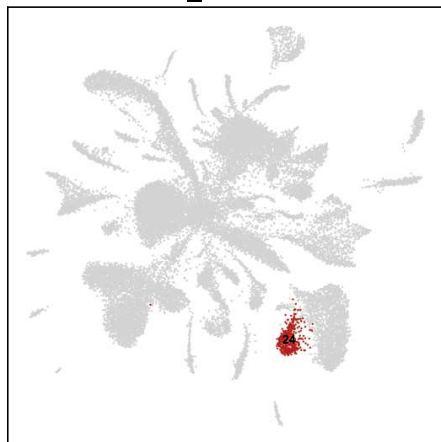

h1SMcG0016328

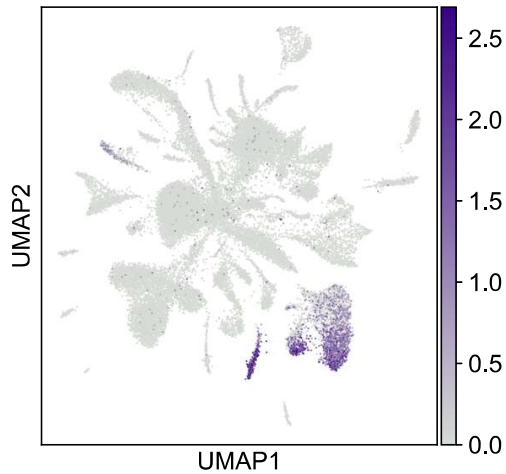

h1SMcG0011854

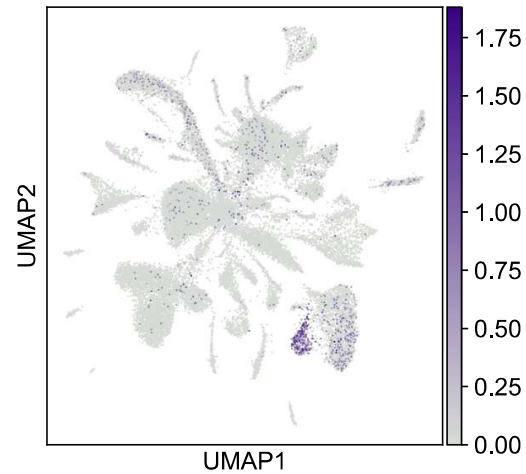

h1SMnG0026118

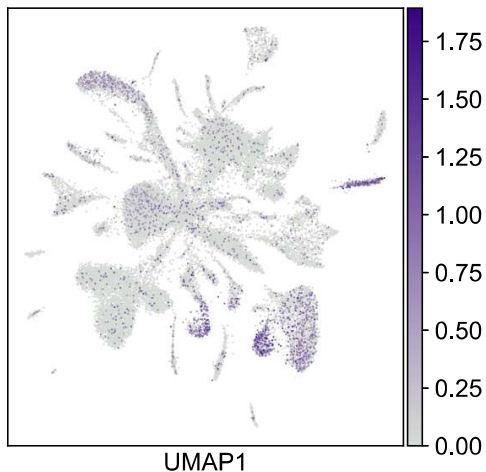

h1SMcG0016304

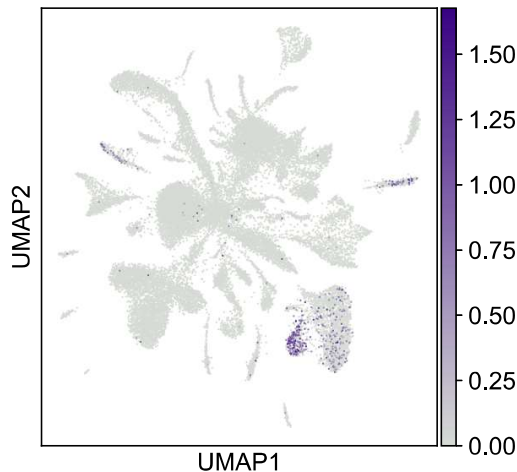

h1SMcG0011169

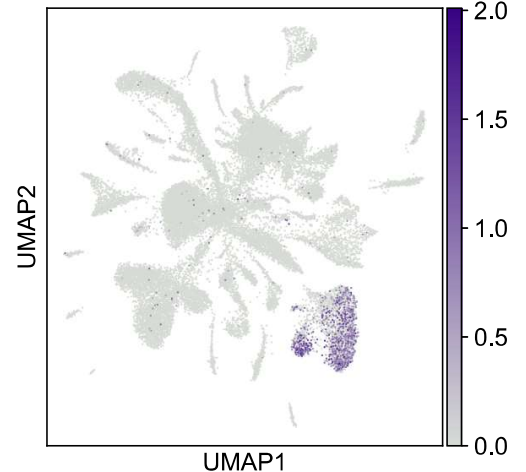

h1SMcG0009686

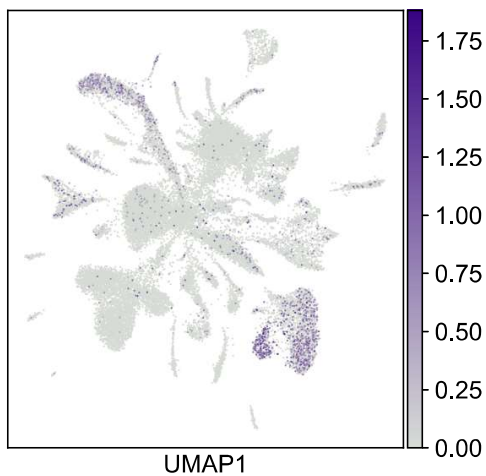

h1SMcG0014491

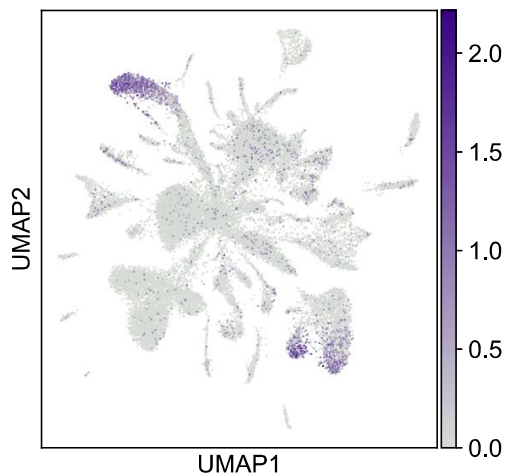

h1SMcG0009632

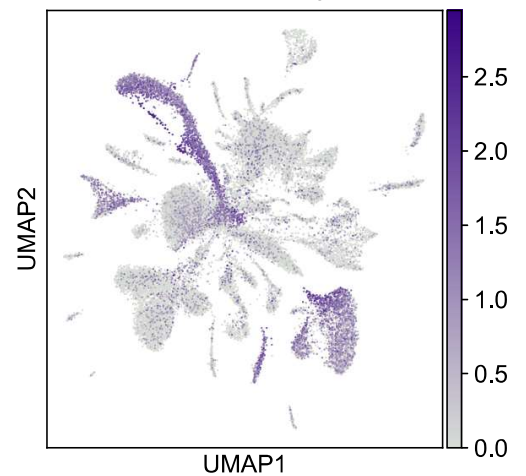

leiden\_3 cluster 25

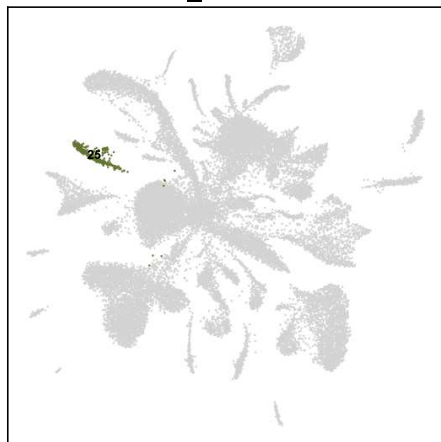

h1SMcG0020223

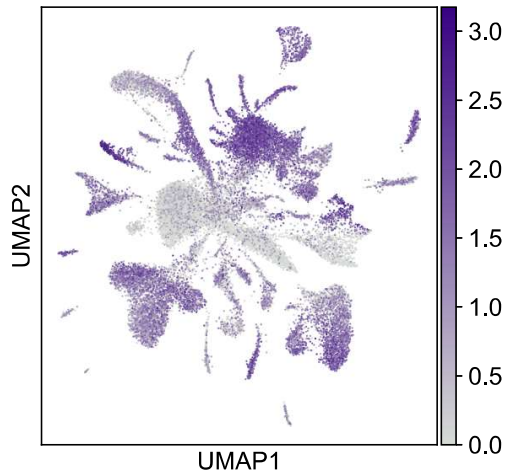

h1SMcG0011640

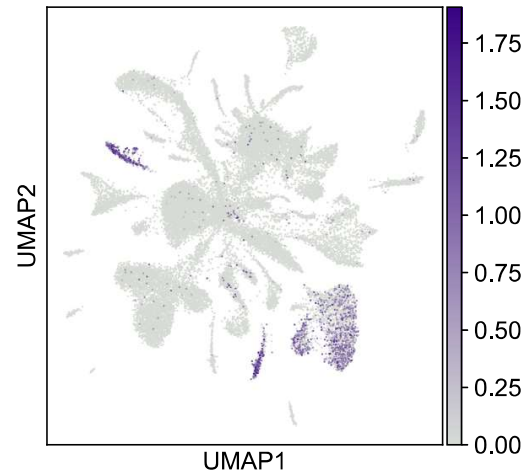

h1SMcG0005210

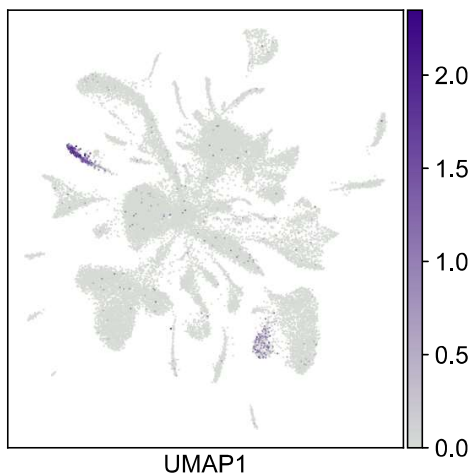

h1SMcG0016299

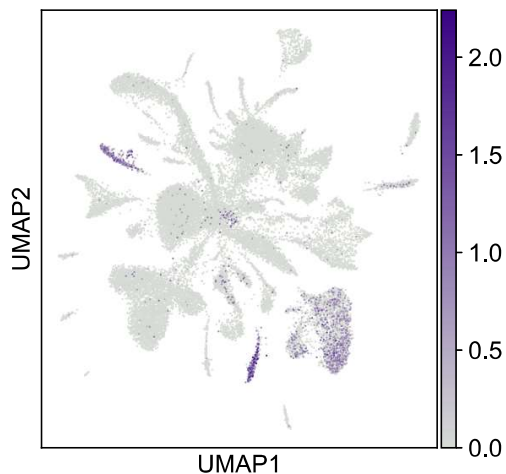

h1SMcG0019758

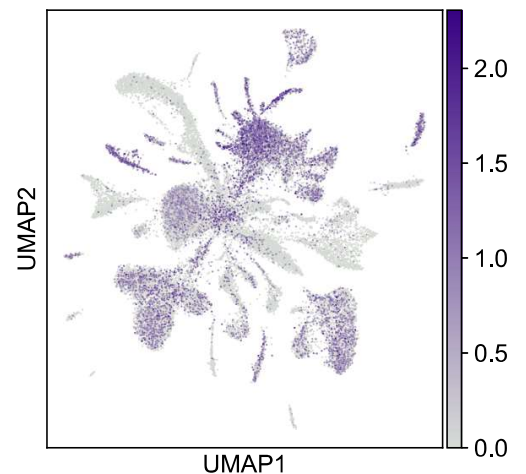

h1SMcG0016318

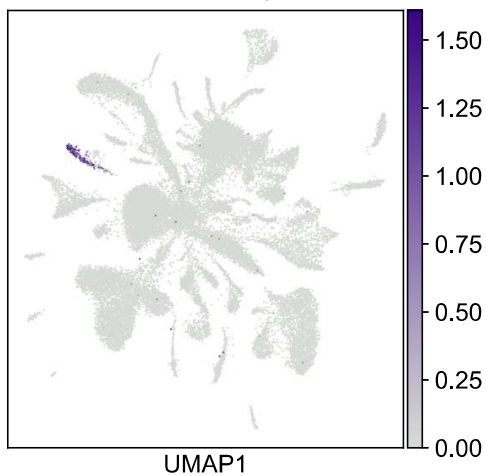

h1SMnG0002083

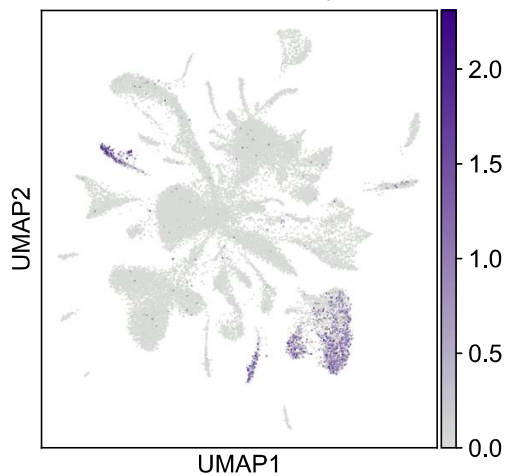

h1SMcG0011645

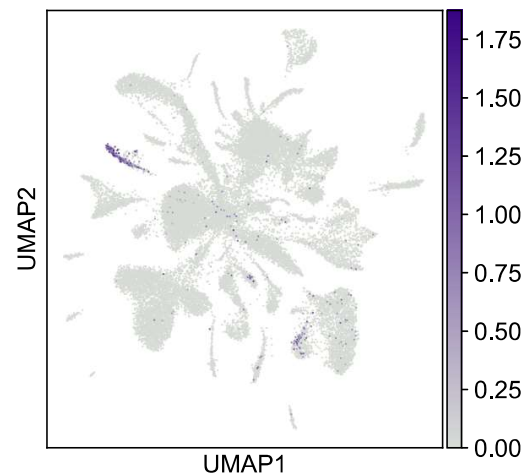

leiden\_3 cluster 26

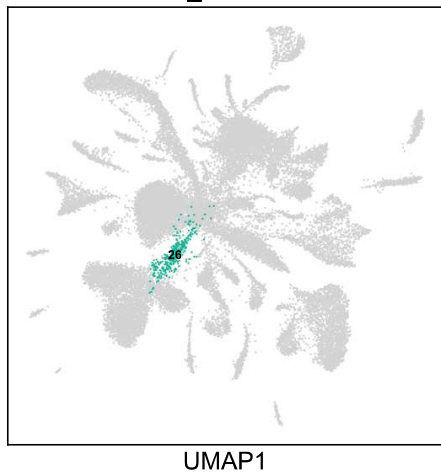

h1SMcG0006857

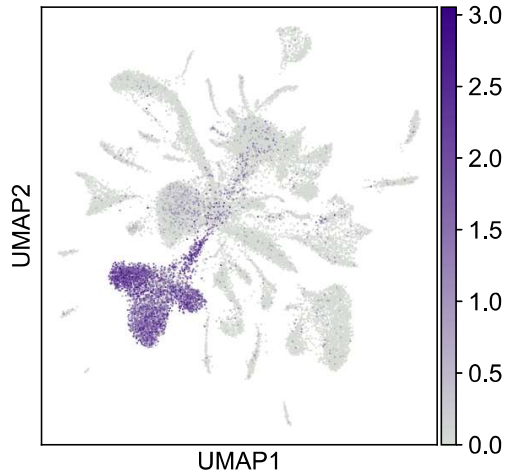

h1SMnG0035616

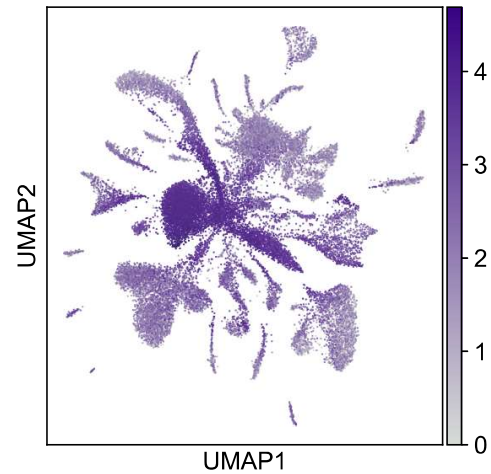

h1SMcG0014354

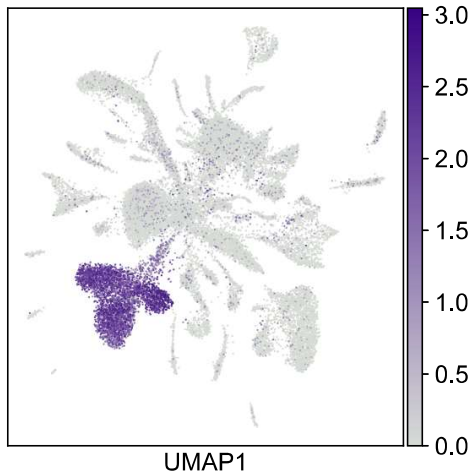

h1SMcG0020983

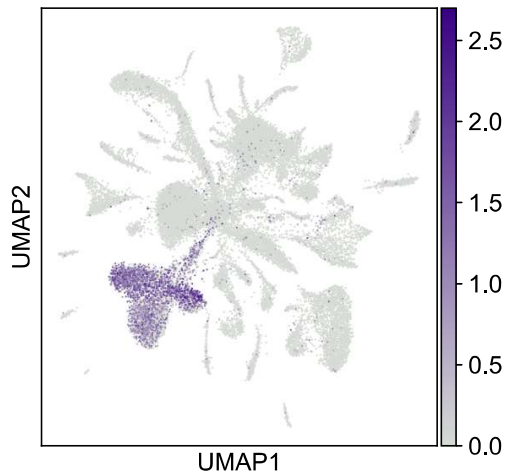

h1SMcG0007433

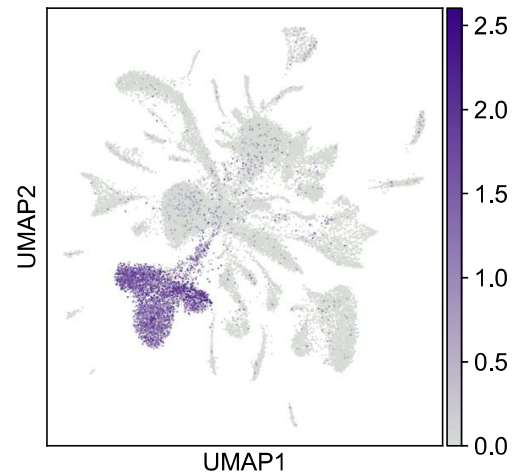

h1SMnG0035608

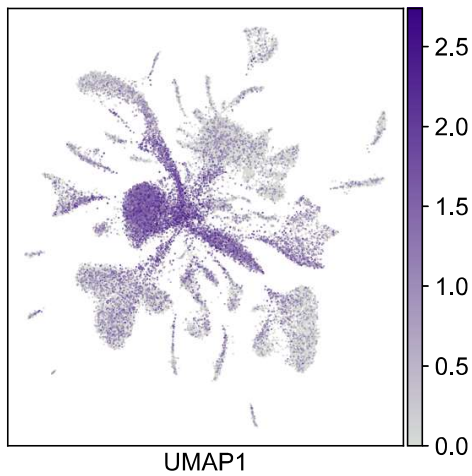

h1SMcG0009472

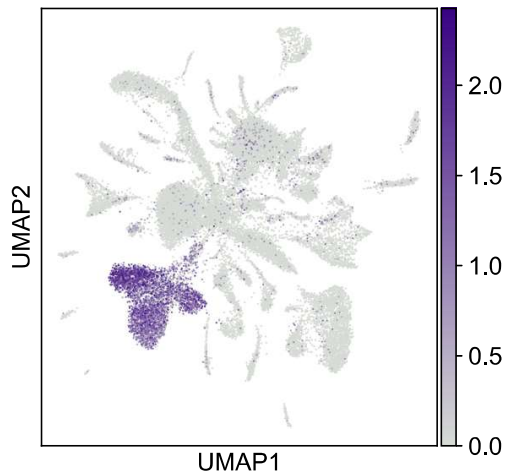

h1SMcG0010823

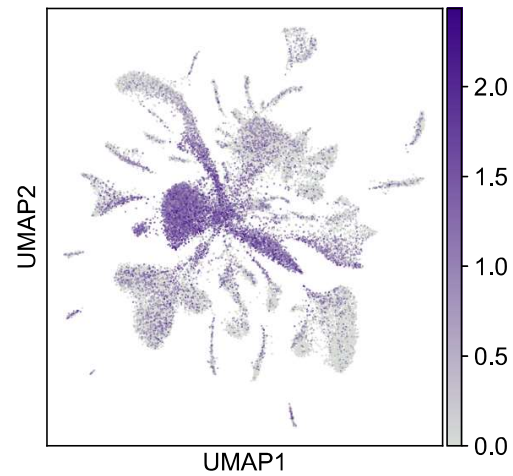

leiden\_3 cluster 27

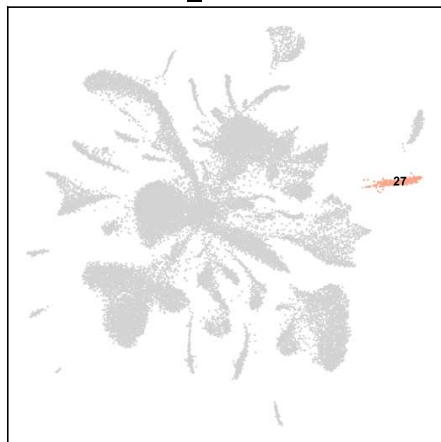

h1SMcG0017400

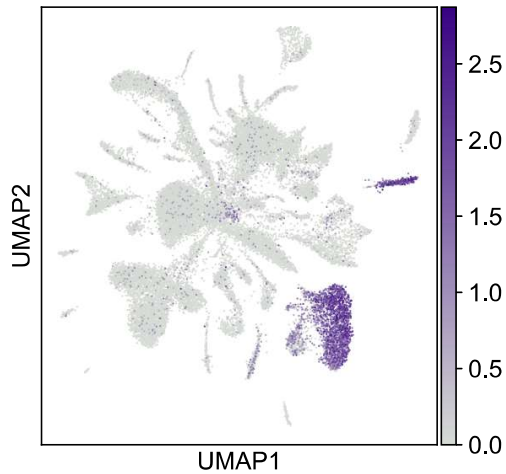

h1SMcG0014381

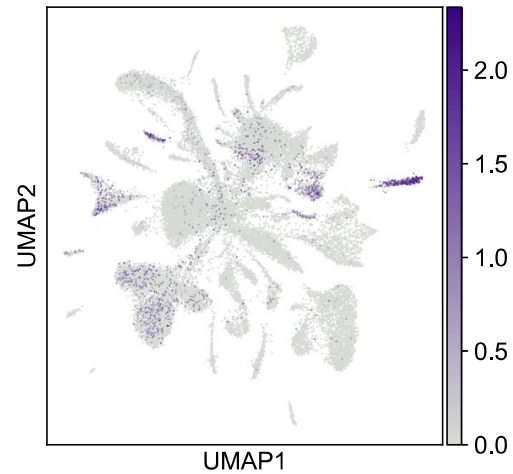

h1SMcG0005347

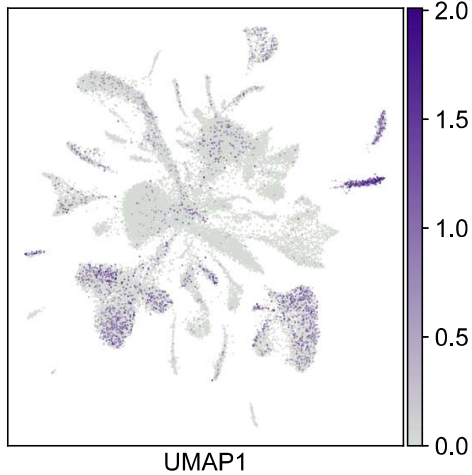

h1SMcG0011123

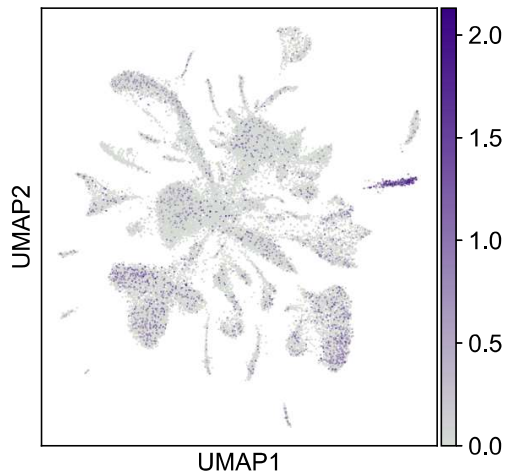

h1SMcG0015598

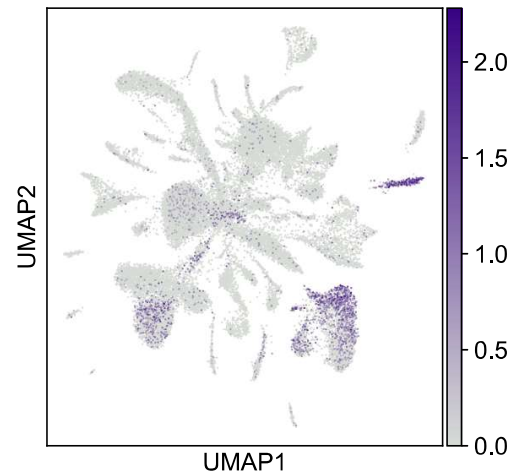

h1SMcG0017655

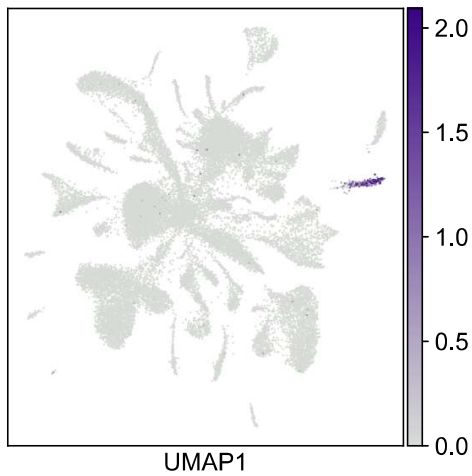

h1SMcG0020440

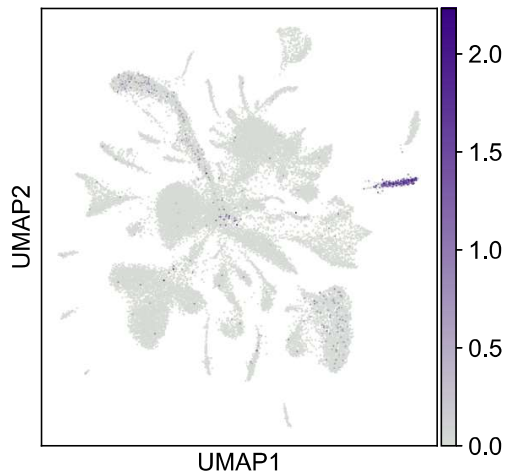

h1SMcG0009669

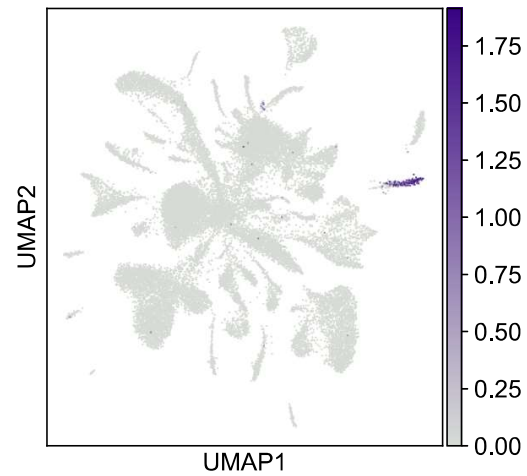

leiden\_3 cluster 28

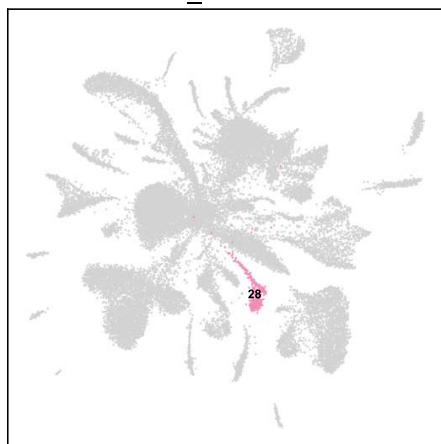

h1SMcG0006639

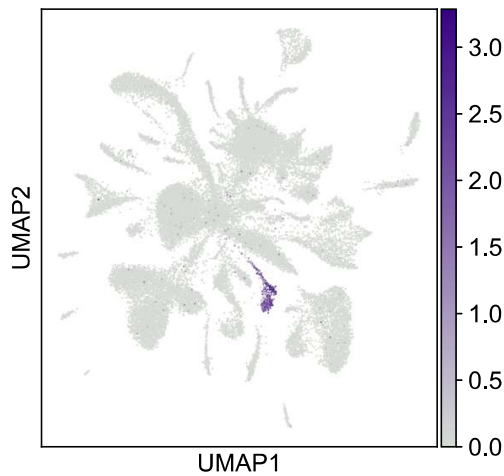

h1SMcG0022252

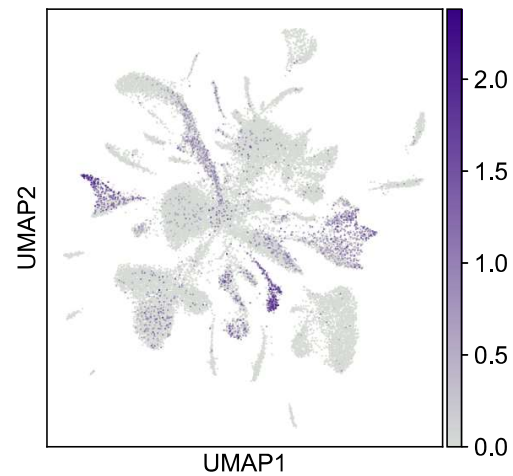

h1SMcG0006455

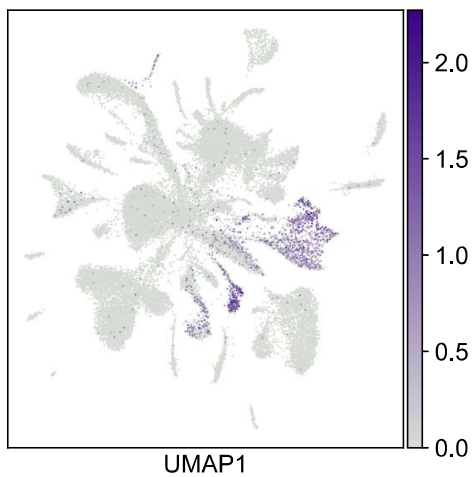

h1SMcG0001669

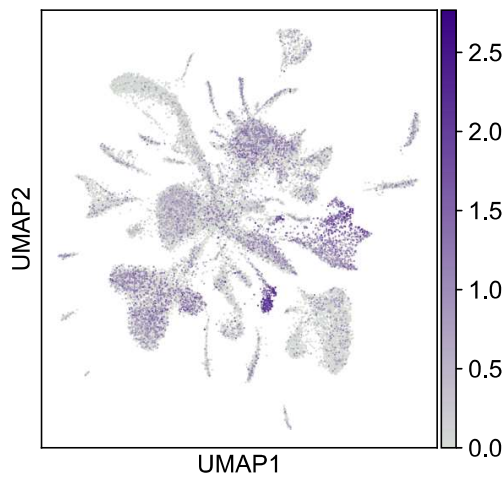

h1SMnG0023000

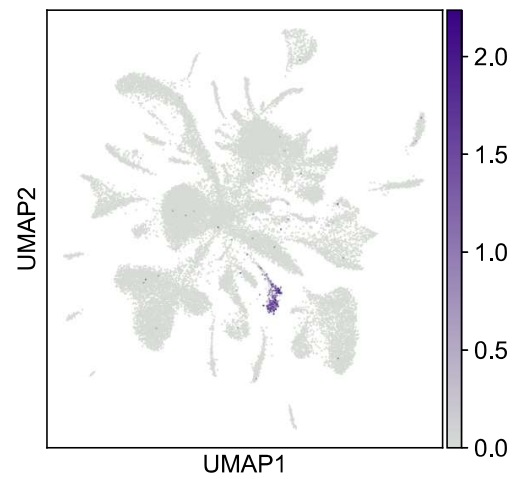

h1SMcG0022934

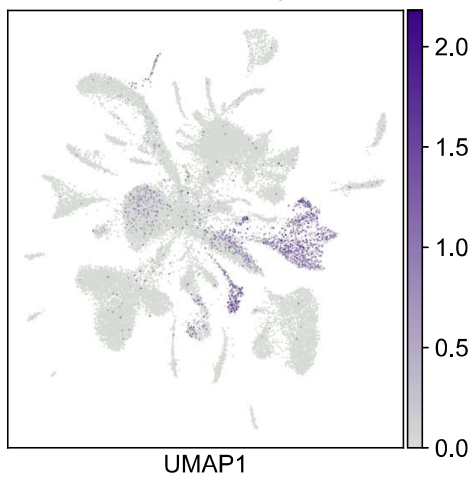

h1SMcG0001332

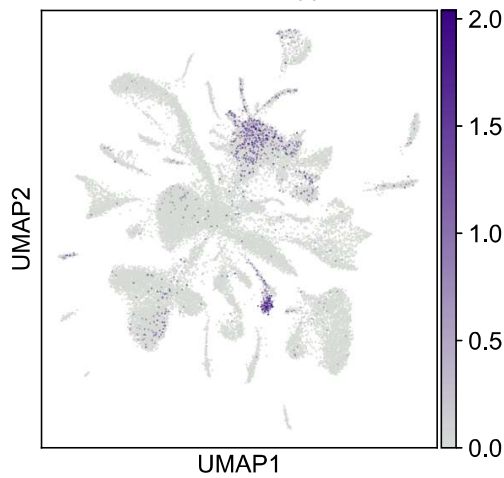

h1SMcG0013655

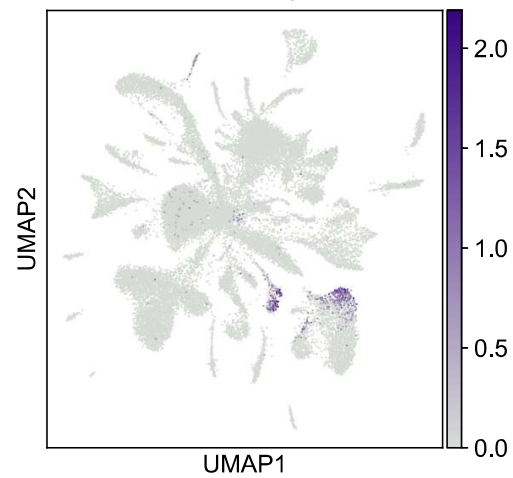

leiden\_3 cluster 29

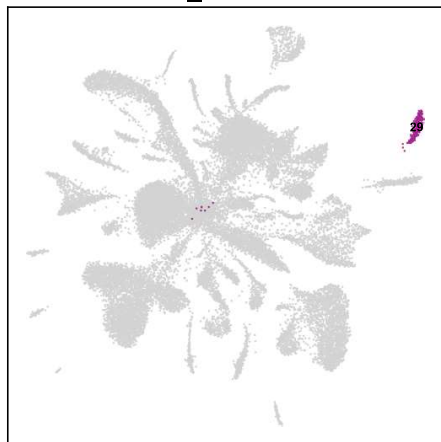

h1SMcG0020674

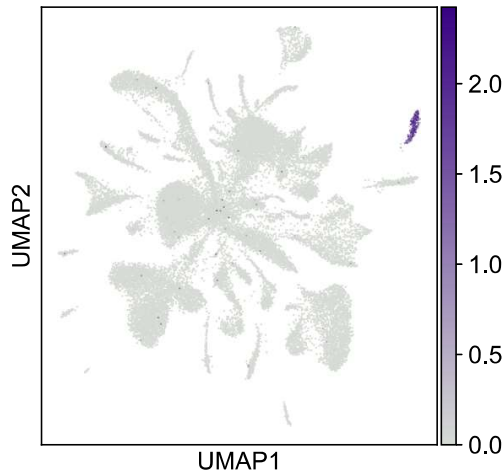

h1SMcG0007593

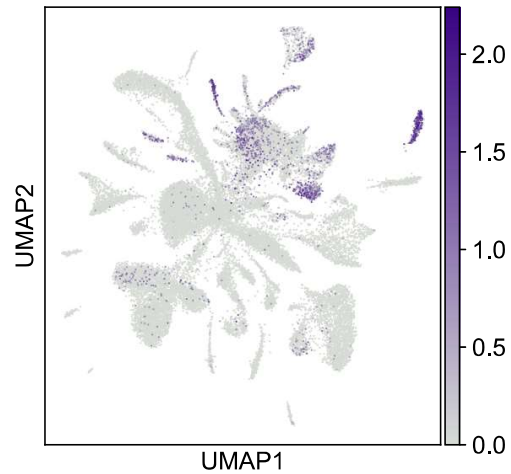

h1SMcG0009864

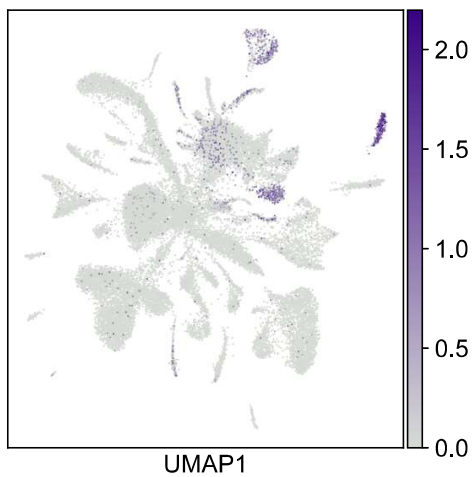

h1SMcG0014925

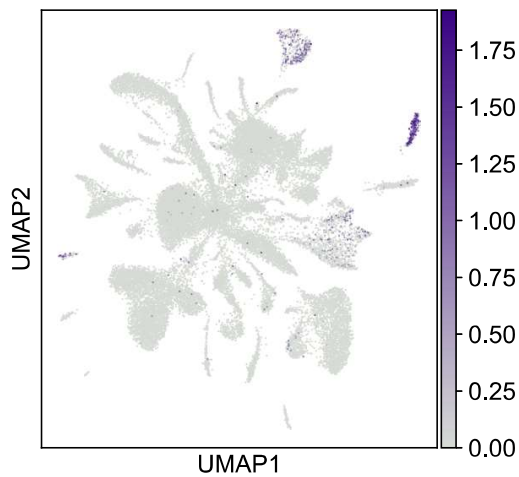

h1SMcG0018466

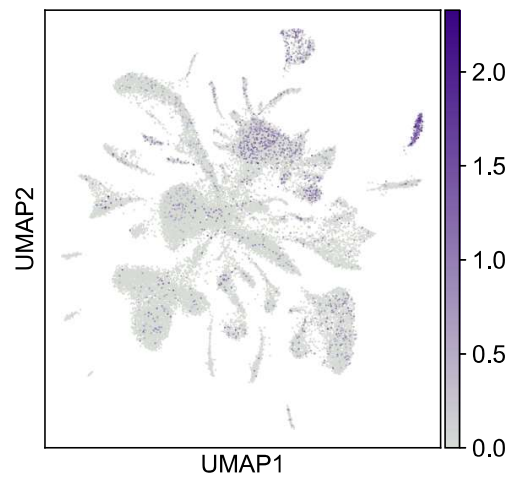

h1SMnG0016453

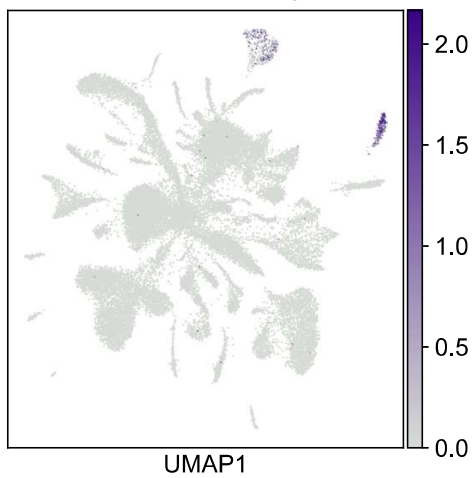

h1SMcG0005261

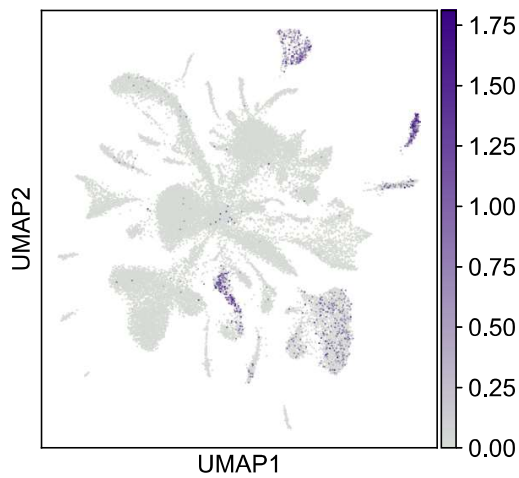

h1SMcG0005152

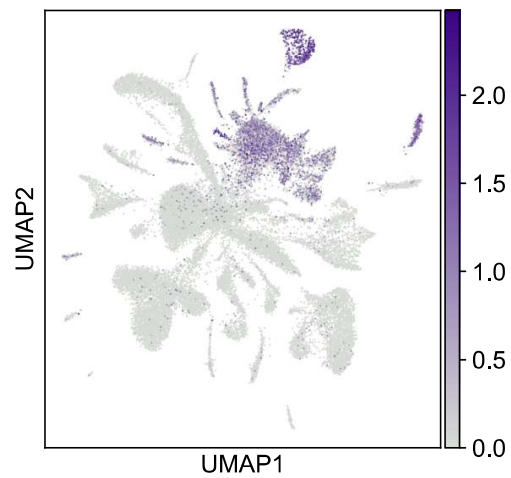

leiden\_3 cluster 30

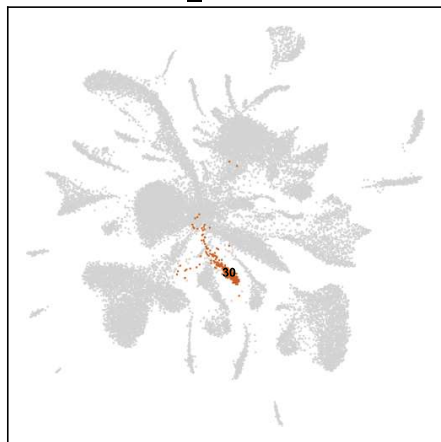

h1SMcG0016251

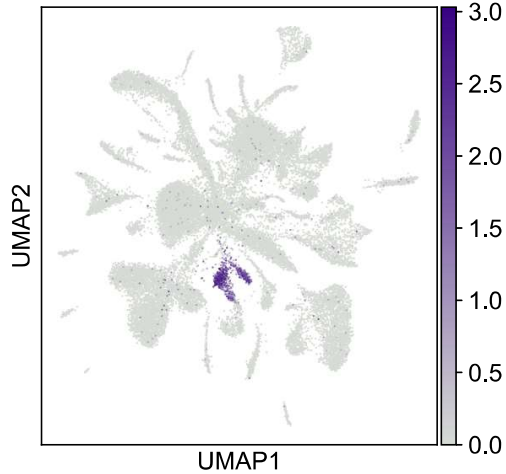

h1SMcG0007078

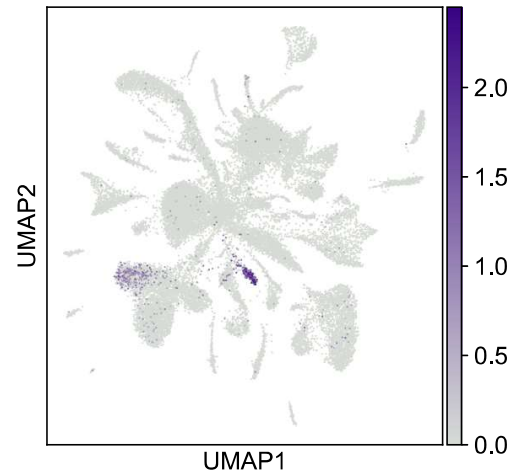

h1SMcG0007079

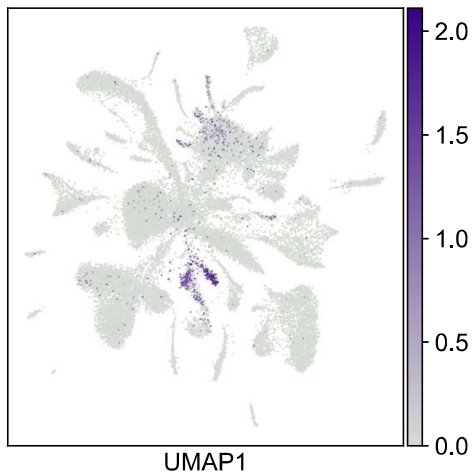

h1SMcG0012368

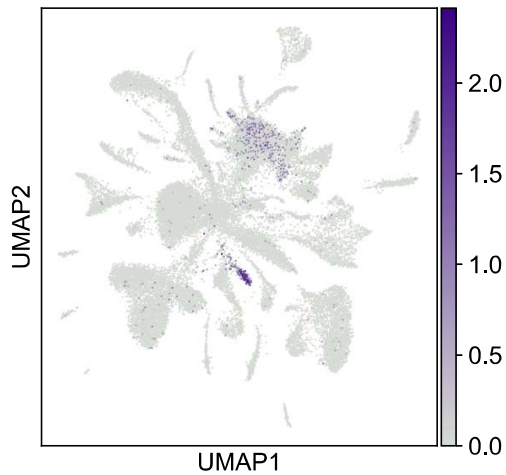

h1SMcG0016168

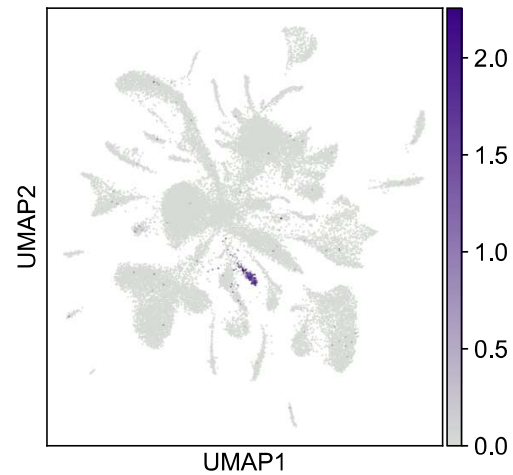

h1SMcG0021858

How the deposited data were processed for this re-analysis (not part of the article)

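Single cells from asexual planarians of large (35 animals), medium (50) and small (100) body size were barcoded together by SPLiT-seq and sequenced as 2 sublibraries. The authors trimmed the reads with CutAdapt, extracted and corrected the cell barcodes, mapped the reads with STAR to the new genome and its annotation, and made the UMI counts per gene and cell barcode with the Drop-seq tools, separately for each sublibrary. The deposited values are these counts, joined in 1 matrix, without normalization and before the cell filter of the study. The barcode names give the sublibrary and the barcode sequences. They do not give the body size, and no source in hand states which sequences were given to which size, so nothing was computed by body size.

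Barcodes were kept with at least 100 UMIs and 100 genes, fewer than 900 genes and fewer than 1200 UMIs. The kept cells held 3924319 UMIs in sublibrary 1 and 4628316 in sublibrary 2, with a median of 240 and 264 UMIs per cell. At this depth, a gene is often missed in a single cell, so expression was summed over cells. The counts were normalized to the same total per cell and log-transformed, and 24000 variable genes, 150 principal components of which 95 were used, 55 neighbors and the Leiden algorithm at resolutions 1 to 4 were applied, as in the Methods of the study. Genes were not scaled to unit variance. Component scores were rounded to 0.001 so that repeated runs give the same clusters.

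Clusters were named from 55 marker lists taken from data S2 and S4, which the study had chosen on these libraries. Only genes listed for a single broad group were used. A name required at least 3 markers at 2 times the level of the other cells and with a UMI in at least 5% of the cells of the cluster. The ratio used a pseudocount of 5 CPM. A cluster stayed without a name where another broad group held more of its 10 leading genes. The steps were tested on simulated data. The genes named in the text are those that the study names in its text, in the panels of its main figures, for committed neoblasts in fig. S1 or as diagnostic markers in data S2, and those of its primer table.

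Shares of cells were given exact binomial 95% intervals and summed UMIs exact Poisson 95% intervals. No test of a difference between sublibraries or conditions was made, since the sublibraries are technical splits of 1 experiment. Barcodes shared by the sublibraries, shares per barcode sequence and profiles of the sublibraries were compared with random reassignments of the cells, which cover the sampling of cells only. No cells were removed as doublets.

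The alternatives were no upper limits on UMIs and genes, at least 200 UMIs per cell, 2000 variable genes, 50 principal components, 15 neighbors, another random seed, the cells with the highest doublet scores left out, each sublibrary left out, Leiden resolutions 2 and 4, shares among cells of named clusters, all fixed markers, TMM scaling, cells thinned to 100 UMIs and genes with at least 10 UMIs. Scaling of genes to unit variance was added after the numbers of clusters were seen. All alternatives by body size were left out, since cells could not be assigned to a size.

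The tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-image 0.26.0, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.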

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

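The test of this part was chosen before its result was seen. Of the 9761 barcodes left out for too few UMIs or genes, which the paper does not report on, 1976 (20.2%) carry the 24-base barcode of a cell kept in the other sublibrary. The observed use of the sequences of each segment gives 355. Of these, 1639 were kept in sublibrary 1 and left out in sublibrary 2 (208 expected), and 337 the reverse (147 expected). They hold 105495 UMIs, 1.13% of all UMIs in the matrix.

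A candidate explanation is technical, that molecules of 1 cell were counted in both sublibraries. The broad group whose profile fits the UMIs of the left-out barcode best was that of the kept cell for 76.3% (95% interval 74.3 to 78.2) of 1926 barcodes whose kept cell had a named broad group, against 17.1% for kept cells drawn at random. The share was 81.3% for cells kept in sublibrary 1 and 51.7% for cells kept in sublibrary 2. With genes scaled to unit variance it was 74.2%. The step at which this happened was not tested. It stays open whether molecules or cells passed between the sublibraries before sequencing or whether reads were assigned to the wrong sublibrary. The design gives no biological explanation, and none was tested.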

How the results depend on the processing

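The alternatives were set before the data were examined, except scaling of genes to unit variance, which was chosen after seeing the numbers of clusters. The deviation of secretory-like cells, the 1 compared value that can change sign, stayed negative under the alternatives that gave it. Some statements did not hold throughout. Germ cell progenitors-like cells ranked 1 by mean UMIs and genes with the settings of the Methods. By mean UMIs they ranked 10 without upper limits, 10 with 2000 variable genes and 17 with 15 neighbors. They ranked 16 with sublibrary 2 alone and 9 with sublibrary 1 alone, and the cause was not tested. Except with 2000 variable genes (244 cells), the name then covered between 581 and 1035 cells, against 352 with the settings of the Methods. The ranks may therefore not compare the same cells. The basal-like cells split at resolution 4 with 0 of 10 random seeds, and with 8 of 10 once genes were scaled. These values have no test, so a value counts as moved when it changed by more than the larger of the SD between the sublibraries and the reach of its 95% interval to each side, and a number of cells or clusters when it changed by more than 1.5 times. The main results that moved are given here by alternative, as shares of all cells in each broad group unless stated.

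Without upper limits on UMIs and genes: neoblasts 15.1%, neurons 22.0%, epidermal 9.17%, secretory 4.06%, unnamed 5.05%, deviation of secretory-like cells -17.8%. With at least 200 UMIs per cell: mean UMIs per cell 367, mean genes per cell 292, neoblasts 19.0%, neurons 21.3%, muscle 14.0%, parenchymal 13.2%, epidermal 11.7%, phagocytes 11.5%, protonephridia 3.01%, secretory 4.80%, goblet/basal 1.54%, unnamed 0%, deviation of secretory-like cells -19.1%. With 2000 variable genes: neoblasts 12.9%, neurons 23.1%, epidermal 7.69%, phagocytes 9.49%, protonephridia 6.29%, secretory 4.78%, deviation of secretory-like cells -14.7%. With 50 principal components: neoblasts 15.3%, secretory 3.38%, unnamed 6.44%. With 15 neighbors: secretory 3.91%, unnamed 4.02%, deviation of secretory-like cells -18.4%. With another random seed: neoblasts 15.6%, parenchymal 12.6%, secretory 3.95%, unnamed 3.82%, deviation of secretory-like cells -18.1%. With the highest doublet scores left out: neoblasts 15.1%, neurons 21.6%, muscle 15.8%, epidermal 9.33%, secretory 3.83%, unnamed 6.74%, deviation of secretory-like cells -18.6%. At Leiden resolution 2: neoblasts 15.7%, epidermal 9.60%, phagocytes 10.2%, unnamed 3.67%. At Leiden resolution 4: neoblasts 15.9%, parenchymal 12.9%, epidermal 9.61%, secretory 4.01%, unnamed 2.83%, deviation of secretory-like cells -18.0%. Among cells of named clusters: neoblasts 17.8%, neurons 23.6%, muscle 17.3%, parenchymal 12.7%, epidermal 9.08%. With all fixed markers: secretory 2.32%, unnamed 5.19%. With cells thinned to 100 UMIs: deviation of secretory-like cells -15.5%, here from the mean of all thinned cells and not from the fit, so the 2 measures differ. With genes scaled to unit variance, chosen after seeing the data: 39 clusters at resolution 1, 55 clusters at resolution 2, 65 clusters at resolution 3, neoblasts 17.6%, neurons 24.4%, muscle 16.1%, parenchymal 12.6%, epidermal 9.37%, phagocytes 8.02%, protonephridia 5.02%, secretory 4.11%, goblet/basal 2.75%, unnamed 0.0800%, deviation of secretory-like cells -18.2%.

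With 1 sublibrary left out, the ranges were: cells after the study's filter 13841 to 14897, neoblasts 16.2 to 16.5%, neurons 16.3 to 21.7%, parenchymal 8.67 to 12.2%, epidermal 9.61 to 9.98%, phagocytes 8.50 to 9.83%, secretory 3.76 to 4.10%, unnamed 2.78 to 12.9%, deviation of secretory-like cells -19.0 to -17.6%. The number of cells fell because each sublibrary holds part of the cells. With sublibrary 2 alone, the unnamed share rose and the parenchymal and neuron-like shares fell, to 12.9%, 8.67% and 16.3%. The germ cell progenitors-like share, 1.22% with both sublibraries, was 3.93% with sublibrary 2 alone and 4.20% with sublibrary 1 alone.

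For genes, the number of CPM values that moved was highest with TMM scaling (12 of 20) and 2000 variable genes (10 of 17), and lowest without upper limits (1 of 17). For small populations, 8 of 10 shares or values moved with 2000 variable genes and with at least 200 UMIs per cell. Apart from the number of cells, where a filter or a left-out sublibrary itself sets it, the cause of these moves was not tested. The difference between the sublibraries over that of random divisions did not move with genes of at least 10 UMIs.

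Some values exist only under alternatives. A glia-like share is given by 2000 variable genes and by scaling of genes, and a secretory 8-like cluster is absent at resolution 3 with the settings of the Methods, though at resolution 4 a cluster of 276 cells takes this name. Names of single populations are less certain than those of broad groups. In simulated cells of the observed depth, 71.1% were placed in the right population and 90.9% in the right broad group. With genes scaled to unit variance, these values were 82.9% and 91.8%. The simulated populations were themselves taken from the clustering of scaled genes, so these values cannot tell which setting is more accurate. Of the real cells, 32.8% have fewer than 200 UMIs, but no other depth was simulated, so depth as a cause was not tested. No paired analysis was possible. The alternatives planned by body size were not run, because cells could not be assigned to a size, and the filter with no minimum of UMIs per gene was planned for those comparisons alone.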

Differences from the paper's values

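The paper gives approximately 40 clusters as the lowest number over its resolutions, and 24 were found at resolution 1. Of the alternatives set before the data were examined, 2000 variable genes (30 clusters) came within 1.5 times the paper's number, and no upper limits, at least 200 UMIs, 50 principal components, 15 neighbors, another random seed, the highest doublet scores left out and either sublibrary alone did not. Scaling genes to unit variance, chosen after seeing the values, gave 39.

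At resolution 3, the paper's text gives 64 clusters and its data S2 lists 65, and 41 were found. The alternatives set before the data were examined with 2000 variable genes (60), 50 principal components (44) and 15 neighbors (45) came within 1.5 times both of the paper's numbers. Another random seed (43) did so for 64 but not for 65. The other alternatives did not: no upper limits (42), at least 200 UMIs and the highest doublet scores left out (41 each), and the single sublibraries (37 and 39). Scaling of genes, chosen after seeing the values, gave 65. Of the 55 annotated names in data S2, 36 were found with the settings of the Methods and 54 with scaling, which left out 1.

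The paper describes 17 neuron populations, and 8 names were found. 2000 variable genes, set before the data were examined, gave a number within 1.5 times the paper's, and none of the other alternatives set then did. Scaling of genes, chosen after seeing the values, gave 16 names.

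The paper leaves 10 clusters without annotation, and 1 cluster stayed without a name here. None of the alternatives came within 1.5 times the paper's number, scaling of genes included. The paper's unannotated cells make up 1.1%, and the unnamed share here is 4.54%. None of the alternatives set before the data were examined came within 1.5 times of it, and scaling of genes, chosen after seeing the values, gave 0.0800%. The names here rest on a fixed rule for every cluster, so the unnamed cells are not the same set as the paper's. With scaling, the rule also named small clusters that had no marker of their broad group among their 10 leading genes. Examples are clusters of 76, 15 and 11 neoblasts 2-like cells and 1 of 38 trpm-2-2+-like cells. The number of unnamed clusters therefore depends on the rule as well as on the clustering.

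Germ cell progenitors make up 0.651% of cells in the paper's data S2, and germ cell progenitors-like cells 1.22% here. 2000 variable genes and another random seed, both set before the data were examined, came within 1.5 times the paper's share. No upper limits, at least 200 UMIs, 15 neighbors, the highest doublet scores left out, either sublibrary alone, Leiden resolution 4, cells of named clusters only and all fixed markers did not, and 50 principal components and Leiden resolution 2 gave no cluster of this name. Scaling of genes, chosen after seeing the values, gave 0.842%. This share joins a cluster of 195 cells with clusters of 34 and 13 cells, which had no neoblast marker among their leading genes.

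In Fig. 2C, h1SMcG0020022 is shown for neoblasts. Of the 9 genes of these panels, 8 were highest in the broad group of their panel among the named groups. All but the neuron gene were also markers used to name the clusters, h1SMcG0020022 for body wall muscle. Their high values in the groups they named are therefore partly built in. For h1SMcG0020022, the value was 1257 CPM in muscle-like and 6.64 CPM in neoblast-like cells, and fig. S1 lists it for body wall muscle. The paper reports a cluster of glia at resolution 3. No cluster was named glia with the settings of the Methods. Glia-like clusters were found with 2000 variable genes (0.379% of cells) and with scaling of genes, chosen after seeing the values (0.195%). The paper reports that the epidermis cluster splits at resolution 4. This was seen with 1 of 10 random seeds with the settings of the Methods and with 10 of 10 with scaling. The paper reports that basal cells remain 1 cluster at resolution 4. They did so with 10 of 10 seeds with the settings of the Methods, and with scaling they split with 8 of 10.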

Other observations

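Of the tests in this part, that of gene scaling, those of UMI depth and of a chance division in the basal-like clusters and that of pairs of kept cells were chosen after the result was seen.

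The settings of the Methods gave fewer clusters than the paper reports. A candidate explanation is that genes were scaled to unit variance in the study before the principal components, a step that its Methods do not name. With scaling, 0.898% of cells would have to move between clusters ranked by size to reach the cluster sizes of data S2, against 10.4% without scaling and between 7.89% and 13.0% with the other settings. Of the 55 annotated names, 52 were found within 1.5 times their size in data S2 with scaling and 27 without. The comparison ranks clusters by size alone and does not match single cells. With scaling, the smallest cluster had 11 cells at resolution 3 and 8 at resolution 4, the sizes the paper gives for its rarest clusters. Without scaling, the smallest had 68 and 71 cells. At resolution 4, however, scaling gave 76 clusters and the paper reports at most 73. The exact settings the study ran stay open.

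With scaling, the basal-like cells fell in clusters of 574 and 142 cells at resolution 4. The gene h1SMcG0000695 had 955 CPM (95% interval 786 to 1150) in the larger and 9346 (8284 to 10508) in the smaller cluster, and h1SMcG0004953 had 1911 (1668 to 2179) and 367 (183 to 657). A difference in depth is argued against, since the median was 191 UMIs in the smaller and 183 in the larger cluster. So is a difference between the sublibraries, since 49.3% (40.8 to 57.8) of the smaller cluster came from sublibrary 1, against 48.2% of all cells. A chance division of the cells is argued against. The share of the smaller cluster varied over the segment with 48 sequences by 3.45 times binomial sampling, above all of 1000 shuffles of these cells (0.54 to 1.90), and over the other segments by 1.21 and 0.97 times, within the shuffles. Of the smaller cluster, at least 97.2% was in the smaller part with each of the 8 seeds that split the cells. Whether the cells are split at all cannot be told apart from an effect of the random start, because 8 of 10 seeds split them and the other 2 kept them as 1 cluster. Without scaling it was found with 0 of 10 seeds. The 2 genes differ between clusters that were built from expression, so their difference is not a separate test of the split. What sets the smaller cluster apart over these sequences stays open, and body size was not tested.

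The shares of the broad groups vary between the sequences of the segment with 48 sequences. The variance over that of binomial sampling had a median of 2.20 over the 9 broad groups (1.22 to 10.15, highest in neuron-like cells), and 7 of 9 lay above all of 100 shuffles. Neuron-like cells made up between 11.3% and 33.4% of the cells of a sequence. The segments with 96 sequences had medians of 1.12 and 1.05, with 0 broad groups above all shuffles, which argues against a variation that every round of barcoding shares. Among cells with 200 to 400 UMIs, the median was 2.55 in the segment with 48 sequences. In these cells the segments with 96 sequences had medians of 1.29 and 1.16, and 3 and 0 broad groups lay above all shuffles. A fixed range of UMIs can keep different cell types from sequences that differ in depth. The values within this range therefore cannot decide whether depth is a cause, which stays open. The sequences of this segment may differ in the body sizes they were given, but which sequences hold which size is not stated, so body size was not tested. Other differences between the cells loaded in these wells stay open as well.

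In all, 2908 barcodes are shared by the sublibraries. Unequal use of the sequences gives 1018, which argues against it as the whole cause. Molecules of 1 cell counted in both sublibraries stay a candidate explanation for the shared barcodes as a whole, since the 2 sides fitted the same broad group best in 59.7% (57.9 to 61.5), against 16.2% at random. For the 730 pairs kept as cells on both sides, this is argued against as the cause of every pair beyond the expected number. That would need 34.2% of pairs in the same broad group, and 19.0% were. A smaller number of such pairs stays open. No biological explanation was tested.

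The deposited matrix holds 3847 barcodes with fewer than 50 genes, although the Methods give a minimum of 50 genes per cell for the counting step.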
